# Single-cell RNA sequencing reveals the cellular and molecular heterogeneity of treatment-naïve primary osteosarcoma in dogs

**DOI:** 10.1038/s42003-024-06182-w

**Published:** 2024-04-24

**Authors:** Dylan T. Ammons, Leone S. Hopkins, Kathryn E. Cronise, Jade Kurihara, Daniel P. Regan, Steven Dow

**Keywords:** Bone cancer, Bone cancer, Tumour immunology, Transcriptomics

## Abstract

Osteosarcoma (OS) is a heterogeneous, aggressive malignancy of the bone that disproportionally affects children and adolescents. Therapeutic interventions for OS are limited, which is in part due to the complex tumor microenvironment (TME). As such, we used single-cell RNA sequencing (scRNA-seq) to describe the cellular and molecular composition of the TME in 6 treatment-naïve dogs with spontaneously occurring primary OS. Through analysis of 35,310 cells, we identified 41 transcriptomically distinct cell types including the characterization of follicular helper T cells, mature regulatory dendritic cells (mregDCs), and 8 tumor-associated macrophage (TAM) populations. Cell-cell interaction analysis predicted that mregDCs and TAMs play key roles in modulating T cell mediated immunity. Furthermore, we completed cross-species cell type gene signature homology analysis and found a high degree of similarity between human and canine OS. The data presented here act as a roadmap of canine OS which can be applied to advance translational immuno-oncology research.

## Abstract (web summary)

A single-cell RNA sequencing reference of six treatment naïve canine osteosarcoma samples. The data presented in this study reveals the presence of 41 cell types and suggests a conserved tumor microenvironment between canine and human osteosarcoma.

## Introduction

Osteosarcoma (OS) is an aggressive malignancy of the bone that disproportionally impacts children and adolescences. Despite a profound impact on the lives of affected individuals, effective therapeutics are lacking, with minimal advancements since the introduction of combined surgical excision and adjuvant chemotherapy in 1986^1^. Slow advancements in the development of OS therapeutics are, in part, due to the relatively rare incidence which limits patient accrual into clinical trials. In recent years, there has been increased interest in using large animal models to evaluate and validate the potential of immunotherapeutics for various cancers^2,3^. Spontaneously occurring canine OS is regarded as an ideal model of human OS due to higher disease prevalence in dogs, similar genetics and pathology, and the immune competent status of dogs^4^. Although dogs have been identified as a valuable pre-clinical model, species-specific reagent limitations have restricted researcher’s ability to fully characterize the canine OS tumor microenvironment (TME).

Osteosarcoma has a complex TME that consists of malignant osteoblasts, osteoclasts, fibroblasts, macrophages, and lymphocytes as well as numerous other stromal and immune components. Together, the OS TME creates an immune suppressive milieu that hinders antitumor immune responses^5^. Researchers have turned to the TME with the objective of understanding and targeting the cellular constituents that promote immune suppression^6,7^. Unlike many other cancer types, there have been reports in both humans and dogs that suggest increased macrophage abundance in OS reduces metastatic rate and enhances survival^8–10^. This unexpected finding and the ill-defined mechanisms of immune suppression in the OS TME highlights the need for a deeper understanding of OS pathobiology.

In recent years, single-cell RNA sequencing (scRNA-seq) has emerged as a valuable tool to investigate the transcriptomes of individual cells within heterogenous tissues. The approach overcomes species-specific regent limitations by relying on a universal transcript capture method that is only limited by the completeness of genome annotations^11^. Importantly, the human scRNA-seq landscapes of primary, recurrent, and metastatic OS have recently been described and act as a point of reference for cell type homology analysis between canine and human OS^12,13^. The aim of the current study was to use scRNA-seq to complete a molecular dissection of the canine OS TME and evaluate cell type transcriptomic homologies between humans and dogs.

In the present study, we generated a single-cell RNA sequencing reference dataset of six treatment-naïve dogs with primary osteosarcoma. Our analysis revealed the presence of 41 transcriptomically distinct cell types in canine OS and provided evidence of conserved cell type gene signatures between human and canine OS. Overall, the data generated here can be used to inform the identification of conserved OS TME features and facilitate further study of the canine osteosarcoma tumor microenvironment.

## Results

### Establishment of a treatment-naïve canine osteosarcoma reference database

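Primary tumors of 6 dogs with osteosarcoma that had received no treatment were dissociated and captured as single cells on the 10x Chromium platform, which tags each transcript with a unique molecular identifier (UMI) and each droplet with a barcode. Dogs 1 and 2 had 2 captures each and the other dogs 1 each, which gave 8 libraries. The authors counted UMIs with Cell Ranger against the CanFam3.1 genome with Ensembl gene models, and deposited the count of each gene in each barcode that Cell Ranger called as a cell, without normalization. The libraries held 5181 to 9832 (median 7006) barcodes and 26969698 to 76073547 UMIs (median 69590110.5). The median barcode had 2347 to 8792 (median 5280.5) UMIs and 780 to 2052 (median 1362) genes, by library. Cells with more than 200 and fewer than 5500 genes, more than 100 and fewer than 75000 UMIs and a mitochondrial share under 12.5% were kept. Scrublet removed 4.14% to 7.87% of these cells per library as doublets, at a rate that rises with the number of barcodes. It was used in place of DoubletFinder, the caller of the study's Methods. Both captures of a dog were pooled, and the dog was the replicate throughout.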

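Counts were log-normalized and integrated over dogs with Seurat anchors on 2000 variable genes, and the cells were clustered on 45 components at a resolution of 0.8. Tumor-like, T-like, dendritic-like, and macrophage- or osteoclast-like cells were then clustered again on their own. The 129 genes on which the statements tested here rest were kept out of the clustering and of the marker lists, so that none of these genes was tested between clusters it had helped to form. Counts of called genes run over all genes, those that formed the clusters included. A cluster was named after the list of markers with the highest mean score, and a cluster of the second round only where those markers also led its own genes. Most of these markers appear in supplementary lists that the study derived from the same 6 dogs, so the names do not rest on independent evidence. Types are therefore called "like", as in fibroblast-like, and a cluster that met no rule stayed unnamed. Shares refer to named cells unless stated otherwise.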

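For comparisons of expression, the UMIs of each gene were summed over the cells of each dog and cell type, and dogs with at least 10 cells of both types entered. The sums were compared with edgeR's quasi-likelihood test after TMM normalization over genes with at least 10 UMIs. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 0.58, the thresholds of the study's Methods. The standard error beside an edgeR fold change was taken back from the test, as the fold change over the square root of its F statistic. Where a type holds few UMIs of a gene, it can understate how far the fold change may move. Values in CPM (counts scaled to a common total) beside a fold change are on the TMM scale. Where a gene is followed over many cell types, they are plain CPM of the summed counts. Differences of a single value between types of the same dogs were tested with an exact sign-flip permutation test over dogs, two-sided. With 6, 5, 4 and 3 dogs its smallest possible p is 0.03125, 0.0625, 0.125 and 0.25. The tests, the named genes and the alternatives to each choice were fixed before the data were examined, except where a choice is said to have been made later. Errors are SDs over dogs, and intervals and limits at a count of 0 cover counting error only. Ranges of a gene's adjusted p over the alternatives do not include the fits that leave out 1 dog. Their low ends, often far below what so few dogs can carry, are not read as stronger evidence.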

To establish a treatment-naïve canine osteosarcoma reference, we completed single-cell RNA sequencing (scRNA-seq) on 6 dogs and collected data on a total of 35,310 cells. 

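Of 58044 barcodes, 39255 passed the filters on genes, UMIs and mitochondrial share and were kept as single cells, and 41742 passed when doublets were kept. The cells kept numbered 6542.5 ± 3452.3 per dog (SD, n = 6), from 3767 in dog 4 to 11327 in dog 2. Cells of a kept library had a median of 2452 to 10356 (median 5330.5) UMIs and 892 to 2259 (median 1459) genes. A mitochondrial share under 5% moved the number of cells most, to 23570.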

The average number of cells collected per tumor was 5885 and on average each cell was sequenced to a depth of 72,649 reads per cell (Supplementary Table 3). All tumors were confirmed to be osteosarcoma by histology and histological subtyping was completed on each tumor (Table 1). In total, the curated dataset consisted of 1 fibroblastic, 1 chondroblast, and 4 osteoblastic tumors, with one dog exhibiting radiographical evidence of lung metastasis.

**Table 1:** Study dog demographics

Dog ID	Sex	Breed	Age (years)	Tumor location	Evidence of metastasis	Histological subtype
Naïve 1	FS	Mixed (Husky)	8	L proximal humerus	No	Osteoblastic
Naïve 2	MC	Catahoula	11.5	R distal femur	Yes	Osteoblastic
Naïve 3	MC	Labrador Retriever	7.8	L distal femur	No	Fibroblastic
Naïve 4	MC	Great Dane	8	R distal radius	No	Osteoblastic
Naïve 5	FS	Mixed	11.3	R distal radius	No	Chondroblastic
Naïve 6	FS	Catahoula	8.4	R distal radius	No	Osteoblastic

Initial low-resolution cell type annotation revealed the presence of 7 major cell types consisting of T cells, B cells, tumor infiltrating monocytes (TIMs)/tumor associated macrophage (TAMs), dendritic cells (DCs), osteoclasts (OCs), tumor cells, cycling tumor cells, and an additional 3 minor cell populations consisting of neutrophils, mast cells, and endothelial cells (Fig. 1a). 

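The 39255 cells fell into 34 clusters, of which 28 could be named and 6 could not. The unnamed clusters held 6735 cells, and the share of unnamed cells ran from 3.09% of the cells of dog 6 to 31.6% of those of dog 2. The named cells were 11705 tumor or fibroblast-like cells, 8186 TIM- or TAM-like, 5677 T- or NK-like, 3355 neutrophil-like, 1095 osteoclast-like, 1002 dendritic-like, 695 endothelial-like, 564 B- or plasma-like and 241 mast-like cells. A further split of the tumor or fibroblast-like cells by markers of division placed 3168 of them in cycling clusters.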

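Of the 28 named clusters, 23 held cells of all 6 dogs and 2 drew over 75% of their cells from 1 dog. One of these, of 764 tumor or fibroblast-like cells, took 98.4% of them from dog 1, and the other, of 95 mast-like cells, took 97.9% from dog 6. Distances in composition were taken as the percentage points of cells that would have to change type. The 2 captures of dog 1 were 1.40 apart and those of dog 2 were 2.18 apart. The 15 pairs of dogs were 20.9 or more apart, with a median of 36.8. T- or NK-like cells made up 7.91% to 38.5% of the named cells of a dog, and TIM- or TAM-like cells 10.5% to 39.2%.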

Evaluation of the dataset for evidence of batch effects indicated uniform distribution of cell types between biological replicates (Fig. 1b). 

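Neutrophil-like cells made up 43.4% of the named cells of dog 6 (1771 of 4081, 95% Wilson interval 41.9 to 44.9%). In the other 5 dogs they made up 4.85% ± 4.01 (SD), from 2.25% in dog 5 to 12.0% in dog 2. The gap between dog 6 and dog 2 was 0.764 of the whole range, above Dixon's 95% critical value for 6 samples. With a mitochondrial share under 5% the ratio was 0.700, the lowest of the alternatives.

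**Figure D1:**
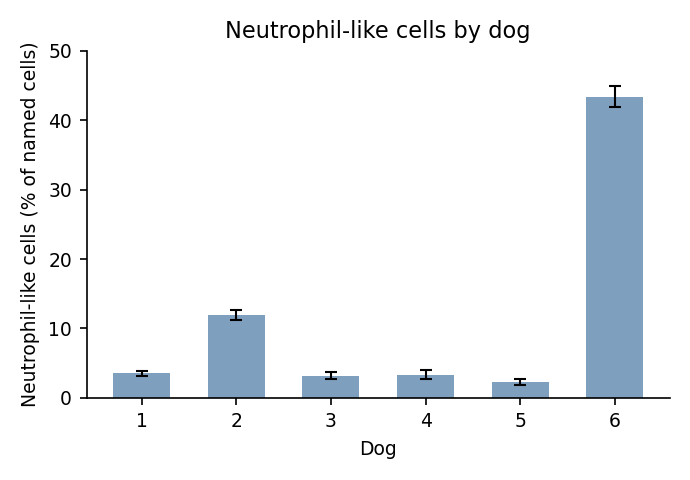
Neutrophil-like cells as a percentage of the named cells of each dog (bars), with 95% Wilson intervals (lines). Dog 6 stands at 43.4% and the next highest, dog 2, at 12.0%.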

The one exception was that naïve dog 6 had a higher proportion of neutrophils compared to the other study dogs. This skew might be a result of sampling bias in which necrotic tumor, blood, or bone marrow contamination was introduced during sampling. Subsequent analysis of cell type proportions revealed 42.3% of the dataset consisted of tumor cells or fibroblasts, 2.1% of the dataset was endothelial cells, and the remaining 55.6% was composed of immune cells (Fig. 1c).

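Over the 32520 named cells of all dogs together, 36.0% were tumor or fibroblast-like, 2.14% endothelial-like and 61.9% immune-like, osteoclast-like cells included. Averaged over dogs, the same shares were 32.4% ± 18.0, 1.83% ± 1.20 and 65.8% ± 18.2 (SD, n = 6). The tumor or fibroblast-like share ran from 4.68% in dog 6 to 59.0% in dog 1. A mitochondrial share under 5% moved the means to 20.7%, 1.44% and 77.9%. With doublets kept the means were 37.6%, 1.84% and 60.6%, and the shares over all named cells together 42.2%, 2.19% and 55.6%. Unnamed cells are outside these shares, and counting the low-UMI clusters that a marker led under that name, an alternative chosen after the clusters were seen, gave 36.3%, 1.57% and 62.1%.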

**Fig. 1:**
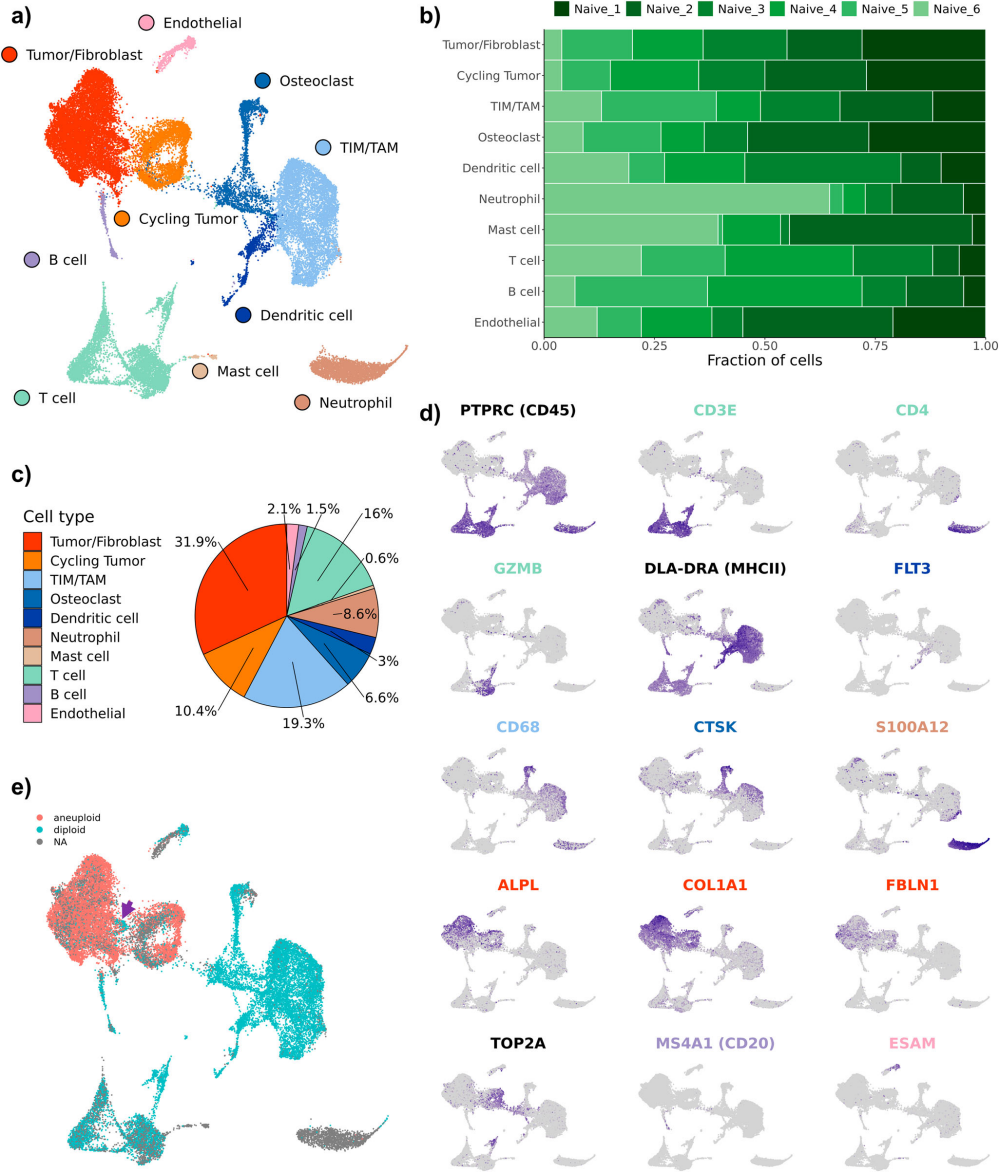
Unsupervised clustering reveals 10 distinct cell types in canine osteosarcoma. **a** UMAP representation of 35,310 cells obtained from the primary tumors of 6 dogs diagnosed with osteosarcoma. **b** Stacked bar graph depicting the cell type proportion contributed by each dog. **c** Pie chart depicting the cellular composition of the data as a percentage of total cells. **d** Feature plots depicting the log normalized counts of canonical markers used to justify major cell type classifications. **e** UMAP depicting the results of CopyKAT copy number variation prediction. Gray (NA) values indicate that the cell did not have a large enough transcriptome to be evaluated using CopyKAT. The purple arrow points to the identified fibroblast population.

Cell types were annotated based on expression of canonical markers, reference mapping using a human OS dataset, and gene set enrichment analysis (Fig. 1d). Cell type gene lists used by Liu et. al. to define cell populations in human OS were applied using module scoring to provide further support for cell classifications (Supplementary Fig. 1a)^12^. These approaches consistently enabled the identification of T cells, B cells, osteoclasts, and endothelial cells. However, our high-level unsupervised clustering failed to distinguish between stromal fibroblasts and malignant osteoblasts. This unexpected observation may be in part due to the presence of a fibroblastic osteosarcoma tumor in our dataset and the broad expression of fibroblast markers (*FAP*, *FBLN1*) across all tumor cell clusters (Supplementary Fig. 1b).

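At the level of all cells, the 11705 tumor or fibroblast-like cells lay in 8 clusters. Subclustering later set 298 of them (2.55%) apart as fibroblast-like, between 9 cells in dog 6 and 113 in dog 1. These 298 cells came from 5 of the 8 clusters. One cluster of 2962 cells held 179 of them (60.1%), and 6.04% of that cluster was fibroblast-like. Another of the 8, of 256 cells from 6 dogs, was led by ACTA2, COL6A3, COL3A1, IGFBP7, TAGLN and COL6A1. COL6A3, COL3A1, IGFBP7 and COL6A1 are in the paper's short list of fibroblast genes, so a cluster led by such genes did form among all cells.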

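FAP (ENSCAFG00000010387) was found in every tumor-like subtype that 2 or more dogs shared, at 231 ± 83.8 CPM in fibroblast-like cells (SD, n = 5 dogs), 99.7 ± 49.4 in hypoxic, 83.8 ± 27.9 in cycling, 81.0 ± 43.2 in interferon, 47.4 ± 24.3 in subtype 1 and 39.4 ± 26.3 in subtype 2 osteoblast-like cells (n = 5, 6, 4, 2 and 6 dogs). Endothelial-like cells had 7.31 ± 2.11 CPM. FBLN1 (ENSCAFG00000000804) was highest in fibroblast-like cells, at 614 ± 264 CPM, against 429.8 ± 193 in interferon, 297 ± 227 in cycling, 207 ± 118 in hypoxic, 133 ± 49.4 in subtype 1 and 118 ± 40.4 in subtype 2 osteoblast-like cells. Its endothelial-like level was 38.1 ± 30.3 CPM. Of the 609 subtype 1 cells behind these values, 589 came from dog 1. The paper proposes that this broad expression and the fibroblastic tumor of dog 3 may in part explain why its own clustering did not separate fibroblasts.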

Due to the inability to identify a distinct fibroblast population using feature expression, we applied CopyKAT and inferCNV to complete copy number variation (CNV) analysis to infer which cells exhibited aneuploidy based on their global transcriptional properties (Fig. 1e)^14,15^. 

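CopyKAT and inferCNV were not used here, and a simpler score stood in for them. Expression of genes in chromosomal order was taken relative to the macrophage-like and endothelial-like cells of the same dog, averaged over windows of 101 genes in cells with more than 2000 UMIs, and squared. Positions were found for 14880 genes (73.5% of all). In the 5 dogs with at least 10 cells of both types, the score was 0.0133 ± 0.00121 (SD) in non-cycling osteoblast-like cells and 0.0113 ± 0.00233 in fibroblast-like cells. Fibroblast-like cells lay below osteoblast-like cells in 4 of these 5 dogs, by a mean difference of -0.00205 ± 0.00273 (exact sign-flip permutation test, two-sided, p = 0.1875; smallest possible p 0.0625). The difference was -0.00176 with windows of 51 genes (exact p = 0.25), -0.00237 in cells thinned to 2000 UMIs (exact p = 0.25) and -0.00102 without dog 3. Over all 6 dogs, hypoxic osteoblast-like cells scored 0.0172 ± 0.00421 and the reference cells 0.00540 ± 0.000988. In macrophage-like cells with simulated changes, scored against unchanged macrophage-like cells, a gain of 1 chromosome raised the score in 2 of 6 dogs. There 6 gains with 6 losses raised it in 6 of 6, so small changes can escape it. Differences between lineages were absent from this simulation, though they can raise the scores of fibroblast-like and osteoblast-like cells. The reference cells score low in part because the ratios are centered on them.

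**Figure D2:**
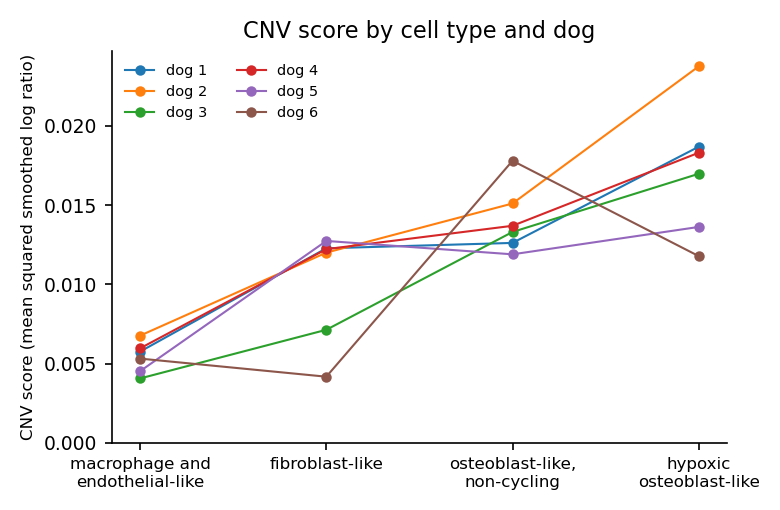
Score of copy number variation (mean squared smoothed log ratio) by cell type, 1 line per dog. Over all 6 dogs, with 9 fibroblast-like cells in dog 6, fibroblast-like cells average 0.0101 and non-cycling osteoblast-like cells 0.0141.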

The analysis revealed that the majority of cells in the tumor/fibroblast cluster exhibited evidence of CNV aberrations with only a small subset of cells predicted to be diploid (Fig. 1e; purple arrow, Supplementary Figs. 2–9). The diploid cells were determined to represent a small cluster of fibroblasts which were investigated further through subclustering analysis.

### Dissection of the tumor and stromal populations reveals a distinct fibroblast cluster

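Subclustering of the 11705 tumor or fibroblast-like cells gave 13 clusters, 8 of which could be named. The 8 carried 7 names: 2 clusters were cycling osteoblast-like and 1 each was fibroblast-like, hypoxic osteoblast-like, interferon osteoblast-like and osteoblast-like of subtypes 1, 2 and 3. The other 5 clusters, of 5070 cells, stayed unnamed, the largest pair, of 2798 and 1237 cells, because no marker led them. Of 756 subtype 3 cells, 752 came from dog 1, and dogs 3 and 6 had 0, which allows shares of up to 0.186% and 1.57% of their tumor or fibroblast-like cells.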

Subclustering analysis on cycling tumor cells and tumor/fibroblasts identified 10 distinct cell clusters which we defined as 4 cycling malignant osteoblasts clusters, 5 non-cycling malignant osteoblast clusters, and 1 fibroblast cluster (Fig. 2a, Supplementary Fig. 10a). The defining features for each cluster were identified using a Wilcoxon Rank Sum test and the top 3–5 unique features were visualized using a heatmap and feature plots (Fig. 2b, c). Overall, the malignant osteoblasts exhibited a unique gene expression profile with collagen genes and alkaline phosphatase (*ALPL*) contributing to the gene signatures. 

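ALPL (ENSCAFG00000014853) stood at 1641 ± 1762 CPM in non-cycling osteoblast-like cells and 117 ± 58.2 in fibroblast-like cells (SD, n = 5 dogs), a log2 fold change of -3.81 (standard error 0.797, edgeR adjusted p = 0.0264), and it was lower in the fibroblast-like cells of 5 of 5 dogs. It was not called without dog 1 (edgeR adjusted p = 0.056), 2 (0.102), 3 (0.109) or 4 (0.159), and over all alternatives its adjusted p ran from 2.85e-05 to 0.67. By subtype its level was 1481 ± 1385 CPM in subtype 2, 717 ± 611 in cycling, 699.8 ± 1031 in interferon, 669.6 ± 605 in subtype 1 and 149 ± 117 in hypoxic osteoblast-like cells.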

We observed a small cluster of tumor cells (c9) that exhibited a gene expression pattern (*OAS1*, *ISG15*, *OAS2*) consistent with an interferon (IFN) response gene signature (Fig. 2b). This observation was further supported through completion of GSEA using Hallmarks gene set terms (Fig. 2d). 

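A cluster of 119 cells, with 1 to 50 of them in each dog, was named for an interferon response from MX2, IFI44 and other markers. OAS1 (ENSCAFG00000023556), OAS2 (ENSCAFG00000023107) and ISG15 (ENSCAFG00000019348) took no part in its clustering or its name. In it, OAS1 stood at 542 ± 264 CPM (SD, n = 4 dogs), against 79.2 ± 62.5 in fibroblast-like cells, the next highest tumor-like type. OAS2 stood at 209 ± 43.0 and 54.1 ± 34.1 CPM in the same 2 types, and ISG15 at 2848 ± 631 and 131 ± 169.9. Each of the 3 alternatives to the subclustering also gave such a cluster, of 81 to 125 cells. Before a correction of rounding that moved the borders of the clusters, no such cluster had formed.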

Similar IFN signature enriched cells have been reported among immune cells, but the observation of such a cluster in a tumor population has not been previously reported in human OS studies^12,13,16,17^. Interpretation of GSEA further revealed that fibroblasts (c6) exhibited the most pronounced “epithelial-mesenchymal transition” (EMT) and “angiogenesis” signatures, which suggests the fibroblasts might play a role in promoting tumor growth. Additionally, GSEA supported the annotation of hypoxic osteoblasts (c4), as the cluster exhibited the strongest hypoxic transcriptomic signature.

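A list of 15 hypoxia genes, written from memory of a published signature and not from the paper, stood in for the gene set of the enrichment analysis, and its genes took no part in the clustering. Hypoxic osteoblast-like cells were set against the other non-cycling osteoblast-like cells in 5 dogs. Of the 15 genes, 10 could be tested and 8 of these were higher, with a mean log2 fold change of 0.65 (SD over genes 0.86). The set test camera gave p = 0.000965 with its preset correlation between genes and 0.0832 with the estimated correlation of 0.226, and fry gave 0.0719. None of the 10 genes was called over all genes and 1 passed when adjusted over the list alone. ADM rose most, by 1.95 (standard error 0.928, edgeR adjusted p = 0.585), from 32.6 ± 32.3 to 125 ± 124 CPM (SD, n = 5 dogs) and in 5 of 5 dogs. VEGFA rose by 1.17 (standard error 0.544, edgeR adjusted p = 0.565) in 5 of 5 dogs, and P4HA1 was lower in 5 of 5. With the dog as a block, fry gave 0.00476 and 4 of the 10 genes were called, ADM, TUBB6 and VEGFA as higher and P4HA1 as lower. Letting all genes into the clustering moved the mean most, to 1.16 in 6 dogs (where fry gave 0.00463). The genes of the list could then help to form the clusters they were tested on, which favors a higher mean by construction. The list passed as a set before a correction of rounding that moved the borders of the clusters. The paper states that the strength of the hypoxic signature among its clusters supported its annotation of hypoxic osteoblasts.

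**Figure D3:**
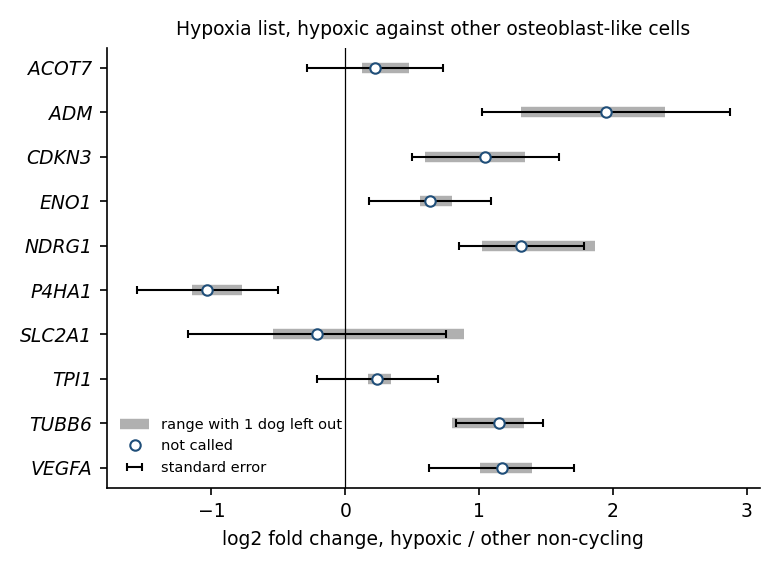
Log2 fold change of the 10 hypoxia genes tested, hypoxic against other non-cycling osteoblast-like cells in 5 dogs. Lines are standard errors, gray bars the range when 1 dog is left out, and open circles genes that were not called; the values run from -1.03 (P4HA1) to 1.95 (ADM).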

**Fig. 2:**
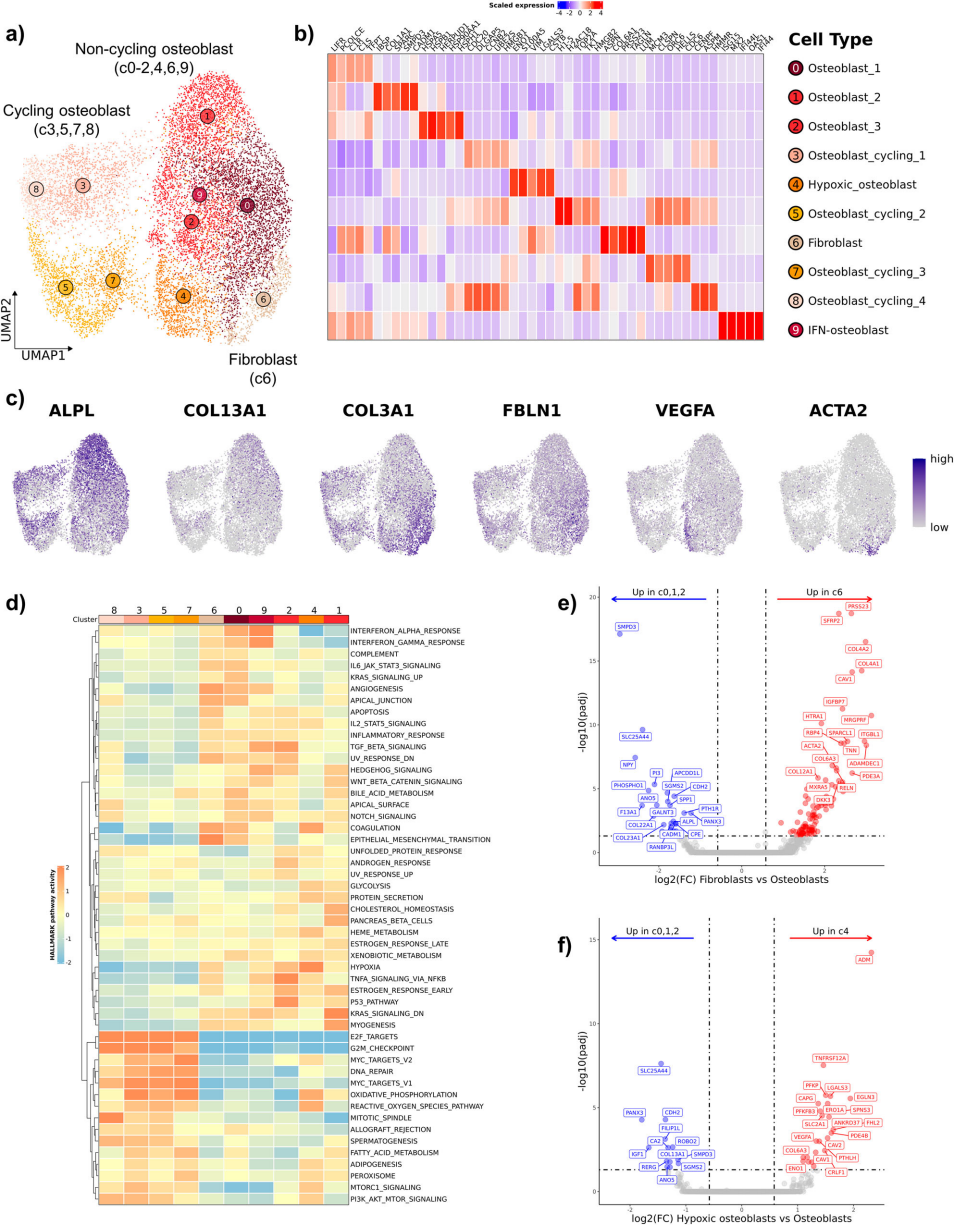
Subclustering analysis of tumor and stomal cells reveals osteoblast heterogeneity and a distinct fibroblast cluster. **a** UMAP representation of tumor and stomal cells (*n* = 17,904 cells) depicting the 10 clusters identified though unsupervised clustering. **b** Heatmap depicting expression of the top 3–5 features that define each cluster. **c** Feature plots illustrating log normalized counts. **d** Heatmap of scaled gene set enrichment analysis pathway activity for HALLMARK terms, with hierarchical clustering of rows and columns. Dendrogram of terms using Euclidean distance shown on the left. Volcano plots depicting the results of pseudobulk differential gene expression analysis for (**e**) fibroblasts (c6) versus osteoblasts (c0, c1, c2) and (**f**) hypoxic osteoblasts (c4) versus non-hypoxic osteoblasts (c0, c1, c2). The top 20 features (weighted by adjusted *P* value) are labeled.

To confirm the identification of fibroblasts, we used module scoring with a human fibroblast gene list^18^. This analysis confirmed Cluster 6 exhibited the strongest fibroblast gene signature (Supplementary Fig. 10b). 

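Fibroblast-like cells were compared with the osteoblast-like cells of subtypes 1 to 3 in 5 dogs, with 27 to 1665 cells and 422477 to 26048267 UMIs in each sum. Of 12907 genes tested, 217 were called, 155 of them higher in fibroblast-like cells. The replicate block, which compares the types within each dog, gave 767 genes, and a mitochondrial share under 5%, which left 3 dogs, gave 22. DESeq2 gave 502 genes, and the 3 other ways of forming the clusters gave 452 to 550. Scaling by library size without TMM moved the median of all genes by 0.29 on the log2 scale and the share of higher genes among those called from 71.4% to 85.1%. Before a correction of rounding in the mitochondrial share, which moved the borders of the clusters and left 1 dog fewer in the comparison, many more genes had been called. Without dog 3, whose tumor was fibroblastic, 84 genes were called, without dog 2 91 and without dog 4 71.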

We then completed differential gene expression (DGE) analysis contrasting fibroblasts (c6) and non-hypoxic osteoblasts (c0, c1, and c2) to better define the canine fibroblast gene signature (Fig. 2e; Supplementary Data 3). 

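FAP rose from 41.9 ± 16.6 CPM in osteoblast-like cells to 206 ± 70.9 in fibroblast-like cells (SD, n = 5 dogs), a log2 fold change of 2.30 (standard error 0.377, edgeR adjusted p = 0.00649), in 5 of 5 dogs. ACTA2 (ENSCAFG00000015708) rose by 7.65 (standard error 1.44, edgeR adjusted p = 0.0145) in 5 of 5 dogs, and its fibroblast-like level varied widely, at 1290 ± 2271 CPM. SFRP2 (ENSCAFG00000008353) rose by 4.77 (standard error 0.530, edgeR adjusted p = 0.000701) in 5 of 5 dogs, from 41.3 ± 34.6 to 1139 ± 255 CPM. PRSS23 (ENSCAFG00000004402) rose by 5.77 (standard error 0.832, edgeR adjusted p = 0.00267) in 5 of 5 dogs, from 5.64 ± 8.10 to 336 ± 222 CPM. Among the 155 higher genes, MRGPRF led by adjusted p, SFRP2 held rank 2 with PIEZO2 and ARSJ, and PRSS23 rank 27. FAP was not called without dog 3 (edgeR adjusted p = 0.051; 9.56e-08 to 0.262 over its alternatives), nor ACTA2 without dog 1 (0.0618) or 4 (0.0737; 8.35e-07 to 0.193). Neither was called with a mitochondrial share under 5%, where 3 dogs remained. When the unnamed tumor-like clusters that no marker led were counted as osteoblast-like, a choice made after the clusters were seen, SFRP2 stood at 2.73 and was the only one of the 4 genes called. FBLN1 rose by 1.86 (standard error 0.374, edgeR adjusted p = 0.0206) in 5 of 5 dogs and was not called without dog 2 (0.0762), 3 (0.133) or 4 (0.0969). It stood at -0.08 with reciprocal PCA anchors in the subclustering (0.000102 to 0.974 over its alternatives).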

While key fibroblast markers such as *FAP* and *ACTA2* were identified, the top features consisted of *SFRP2* and *PRSS23* which were recently reported to be associated with a fibroblast population involved in wound healing^19^. To conclude our analysis of tumor cells, we sought to further investigate the transcriptomic signature of hypoxic osteoblasts (c4) by contrasting with non-hypoxic osteoblasts (c0, c1, and c2). 

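Between hypoxic and other non-cycling osteoblast-like cells, 27 of 13389 genes were called in 5 dogs, 17 of them higher, and COL4A2, COL4A1 and SULF1 led these. The cells behind each sum numbered 105 to 1665. With the dog as a block 768 genes were called, with DESeq2 in place of edgeR 291, and with library-size scaling or no filter on low counts 45. Letting all genes into the clustering left 1 gene. A mitochondrial share under 5%, reciprocal PCA anchors and count splitting left 0 each, with 730, 867 and 766 genes at an unadjusted p under 0.05. Without dog 2 the count was 0 (818 genes at an unadjusted p under 0.05), without dog 1 it was 4, without dog 3 or 4 it was 2, and without dog 5 it was 17. Scaling by library size moved the median log2 fold change of all genes by 0.30. In simulated data with the same sums, the test recovered 31.5% of 200 genes changed 4-fold.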

Few differentially expressed genes were identified, suggesting the cell types are similar, but subsequent pathway analysis identified enrichment of “response to oxygen levels” to be a top enriched pathway, suggesting that the tumor cells were indeed hypoxic (Fig. 2f, Supplementary Data 3, Supplementary Fig. 10c). In summary, we were able to resolve a population of fibroblasts through completion of subclustering analysis, as well as define the transcriptional heterogeneity within malignant osteoblasts.

### Subclustering analysis reveals a population of *CXCL13*^+^ follicular helper CD4 T cells

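The 5677 T- or NK-like cells were placed in 10 clusters, after 1 cluster that scored for 2 subtypes had been split into effector CD8 and NK-like cells, a step added after the clusters were seen. Of these, 9 were named and 1, of 79 cells with low UMI counts, was not. They were exhausted CD8 (1735 cells), activated CD4 (1222), regulatory CD4 (812), cycling (580), effector CD8 (492), NK (337), naive CD4 (187), interferon (124) and follicular helper CD4 (109) T- or NK-like cells. No cluster was named for SPP1-positive CD8 T cells.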

To ensure we captured all biologically relevant T cell populations, we completed subclustering analysis, which led to the identification of 10 transcriptomically distinct clusters: 3 CD8 T cell, 4 CD4 T cell, 1 NK cell, and 2 mixed CD4/CD8 T cell clusters (Fig. 3a, b). Next, we interrogated T cell subtypes using an approach that has been applied in human breast cancer and OS scRNA-seq datasets to describe T cell populations^13,20^. We modified the gene lists used in previous applications to include signatures for cycling T cells, NK cells, and IFN-signature T cells that we recently established in circulating canine leukocytes^21^. Overall, this approach proved to be consistent with annotations assigned using canonical markers (Fig. 3c). Although the gene signatures were definitive for naïve CD4 T cells and cytotoxic CD8 T cells, other gene signature scores provided weaker support for their corresponding cell types. For instance, regulatory T cells (T_regs_) and follicular helper CD4 T cells (CD4_fh_) both exhibited moderate enrichment for exhausted and costimulatory terms, with minimal distinction between the two T cell types. The analysis also revealed the presence of a T cell cluster with an IFN gene signature, a population that has been reported to be hypersensitive to stimulation^17^.

**Fig. 3:**
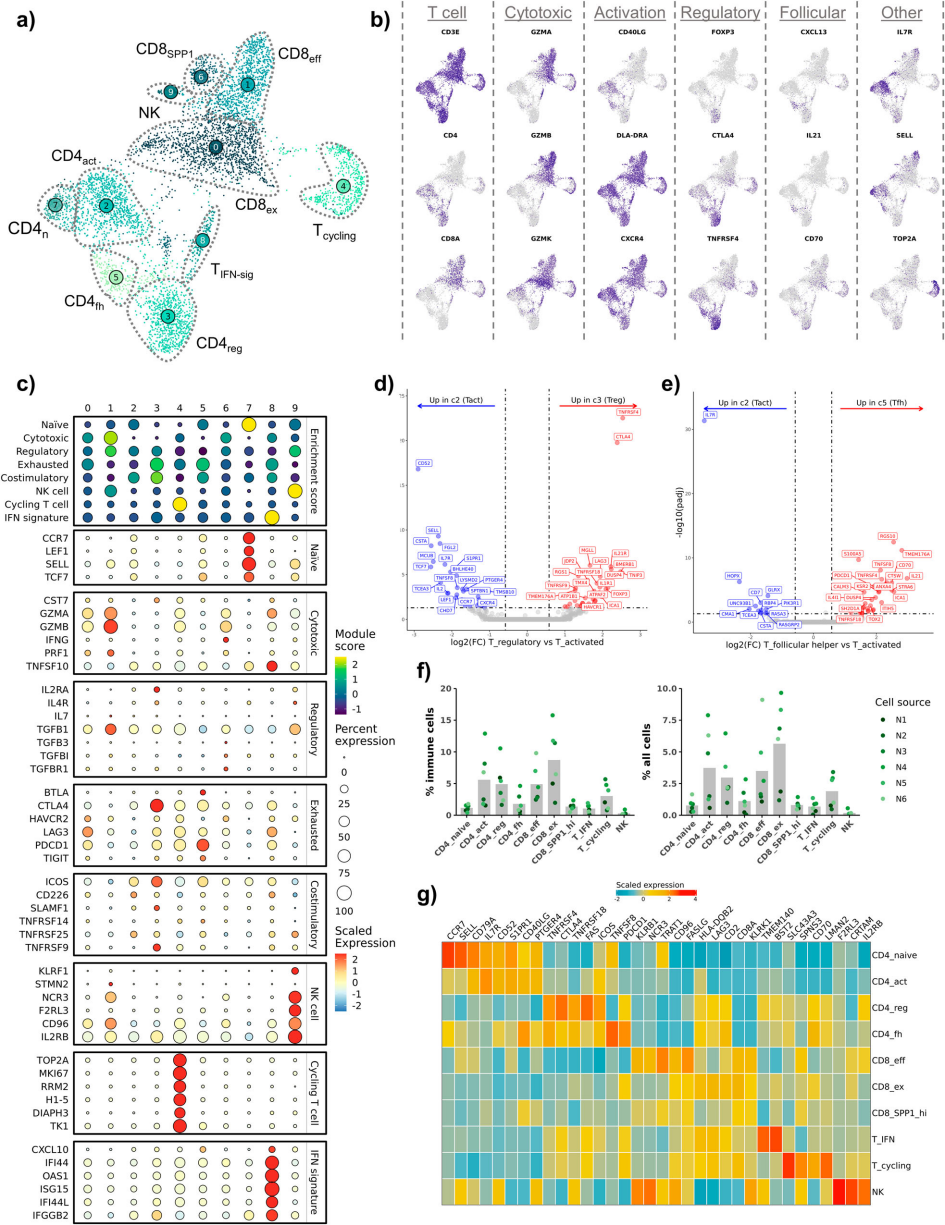
Analysis of tumor infiltrating NK and T cells provides gene signatures for regulatory and follicular helper T cells. **a** UMAP representation of NK, CD4, and CD8 T cells (*n* = 5778 cells) colorized by cell subtypes. **b** Feature plots depicting expression of canonical T cell markers. **c** Dot plots depicting the scaled module score (“Enrichment score” facet) and the scaled expression of features associated with each of the 8 gene lists used to calculate the enrichment scores. Volcano plots depicting the results of pseudobulk differential gene expression analysis for (**d**) regulatory T cells (c3) versus activated CD4 T cells (c2) and (**e**) CD4 follicular helper T cells (c7) versus activated CD4 T cells (c2). The top 20 features (weighted by adjusted *P* value) are labeled for each plot. **f** Bar chart depicting mean composition of each cluster as a percentage of immune cells and percentage of total cells (osteoclasts were included as an immune cell in the calculation). Each dot corresponds to a biological replicate. **g** Scaled expression of the top 3–5 features for each cluster. The selected features were chosen based on the results of FindAllMarkers() and the inclusion of the feature in the surfaceome database listed as predicted to have surface expression. Abbreviations: CD8_SPP1_ = SPP1^+^ CD8 T cell, CD4_act_ = activated CD4 T cell, CD4_n_ = naïve CD4 T cell, CD4_fh_ = follicular helper T cell, CD4_reg_ = regulatory T cell, T_IFN-sig_ = T cells enriched in interferon gene signatures, NK = natural killer cell, CD8_eff_ = effector CD8 T cell, CD8_ex_ = exhausted CD8 T cell.

After identifying each T cell subset, we completed pseudobulk conversion and DGE analysis to further establish the transcriptomic signatures of T_regs_ and CD4_fh_. Comparisons between T_regs_ (c3) and activated CD4 T cells (c2) revealed overexpression of *IL21R*, *TNFRSF4*, and *TNFRSF18*, with *CTLA4* being the most definitive marker of T_regs_ (Fig. 3d, Supplementary Data 3). 

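Regulatory and activated CD4 T-like cells were compared in 6 dogs, with 60 to 372 cells in each sum. Of 9309 genes tested, 260 were called, 136 of them higher in regulatory T-like cells. Scaling by library size moved the median of all genes by 0.20 (log2) and the higher share of the calls from 52.3% to 74.5%. The replicate block gave 717 genes, and leaving out dog 4, 3, 1 or 6 gave 84, 119, 161 and 164. CTLA4 (ENSCAFG00000012876) rose from 231 ± 128 to 971 ± 303 CPM (SD, n = 6 dogs), a log2 fold change of 2.12 (standard error 0.306, edgeR adjusted p = 0.000984), and stayed between 1.99 and 2.29 when 1 dog was left out. Its rank by adjusted p among the higher genes was 2, after ATPAF2. IL21R (ENSCAFG00000032590) rose by 1.97 (standard error 0.300, edgeR adjusted p = 0.00143), TNFRSF4 (ENSCAFG00000019328) by 1.69 (standard error 0.439, edgeR adjusted p = 0.0402) and TNFRSF18 (ENSCAFG00000019329) by 1.62 (standard error 0.400, edgeR adjusted p = 0.0309), each in 6 of 6 dogs. TNFRSF4 was not called without dog 1, 3, 4 or 6, nor TNFRSF18 without dog 1, 3 or 4, where the adjusted p reached 0.174 and 0.164 without dog 4. With DESeq2 they were at 0.0844 and 0.0528. Over the alternatives other than leaving out 1 dog, their adjusted p ran from 9.48e-57 to 0.0844 and from 2.15e-58 to 0.0528. The low ends cannot be carried by 6 dogs alone.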

When repeating this analysis on CD4_fh_ (c5) cells, we identified *CXCL13*, *IL4I1*, and *TMEM176A* to be defining features (Fig. 3e, Supplementary Data 3). 

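Follicular helper CD4 T-like cells were few, at 109 cells, and 5 dogs had the 10 cells needed for the comparison with activated CD4 T-like cells. Of 8300 genes tested, 188 were called, 71 of them higher. The replicate block gave 565 genes, and 2 dogs remained with at least 25 cells per type, which gave 55. The count fell to 74, 89 and 89 without dog 6, 3 or 4. Library-size scaling shifted the median of all genes by 0.31 (log2) and turned the higher share of the calls from 37.8% into 73.2%, and DESeq2 gave 60.5%. CXCL13 (ENSCAFG00000008692) rose from 104 ± 118 to 750.5 ± 530.2 CPM (SD, n = 5 dogs), a log2 fold change of 3.11 (standard error 0.665, edgeR adjusted p = 0.0082). It was not called with DESeq2 (adjusted p = 0.161). Over the alternatives its adjusted p ran from 7.55e-69 to 0.161, and the low end cannot be carried by 5 dogs alone. IL4I1 (ENSCAFG00000003439) rose by 3.91 (standard error 0.406, edgeR adjusted p = 5.77e-07) and TMEM176A (ENSCAFG00000031409) by 2.98 (standard error 0.455, edgeR adjusted p = 0.000193). The 3 genes were higher in 5 of 5 dogs.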

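In the follicular helper against activated CD4 T-like comparison of 5 dogs, PDCD1 (ENSCAFG00000013184) rose from 172 ± 82.5 to 356 ± 73.5 CPM (SD), a log2 fold change of 1.09 (standard error 0.280, edgeR adjusted p = 0.0299), in 4 of 5 dogs. TOX (ENSCAFG00000007137) rose by 1.38 (standard error 0.339, edgeR adjusted p = 0.0226) and TOX2 (ENSCAFG00000009354) by 1.70 (standard error 0.389, edgeR adjusted p = 0.0136), each in 5 of 5 dogs. These 3 calls depended on single dogs: without dog 3, the adjusted p was 0.128 for PDCD1, 0.123 for TOX and 0.0508 for TOX2, and without dog 4 it was 0.0997, 0.155 and 0.0596. PDCD1 and TOX2 were not called without dog 1 either, nor PDCD1 without dog 6. None of the 3 was called with a mitochondrial share under 5%. IL21 (ENSCAFG00000004004) had the lowest adjusted p of the comparison and rose from 5.99 ± 1.97 to 147 ± 88.4 CPM, a log2 fold change of 4.72 (standard error 0.437, edgeR adjusted p = 1.31e-07). CD70 (ENSCAFG00000030308) rose by 3.53 (standard error 0.499, edgeR adjusted p = 6.86e-05). Both were higher in 5 of 5 dogs and called in each fit that left out 1 dog.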

Although intratumoral CD4_fh_ cells exhibited a distinct exhaustion profile (*PDCD1*, *TOX*, *TOX2*, *IL4I1*), they also displayed a gene signature consistent with follicular helper T cells (*CXCL13*, *IL21*, *CD70*)^22,23^. A similar population of *CXCL13*^+^ CD4_fh_ T cells has been identified in multiple human tumors and the cell type has been implicated in tertiary lymphoid follicle formation and modification of intratumoral adaptive immune responses^24–26^. Our analysis confirms expression of *CTLA4*/*FOXP3* on T_regs_ and *CXCL13*/*IL21* on CD4_fh_ is conserved across species, while also providing complete gene signatures for the canine T cell subtypes^18^.

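For 16 genes that the paper ties to a cell type, the type was set against 1 other type, a comparator picked on the same data. This was the type with the highest level (for AIF1, the lowest) within a limited group of types. Types outside that group could lie beyond it. The stated order held in every dog for 13 of the 16 genes, and for 11 of them with TMM-scaled CPM, the alternative that moved most. CTLA4 stood at 1037 ± 336 CPM in regulatory T-like cells (SD, n = 6 dogs) and 324 ± 103 in follicular helper T-like cells (n = 5), a paired log2 difference of 1.76 ± 0.78 in 5 of 5 dogs (exact sign-flip p = 0.0625, adjusted over the 16 genes 0.100). FOXP3 (ENSCAFG00000015934) stood at 45.5 ± 6.79 CPM in regulatory and 7.35 ± 12.9 in activated CD4 T-like cells, a difference of 3.69 ± 2.00 in 6 of 6 dogs (exact p = 0.03125, adjusted 0.100). CXCL13 stood at 889 ± 767 CPM in follicular helper and 181 ± 189 in interferon T-like cells, and IL21 at 157 ± 90.3 in follicular helper and 14.5 ± 15.4 in regulatory T-like cells. Both were higher in 5 of 5 dogs, by 3.69 ± 2.97 and 3.38 ± 1.02 (exact p = 0.0625 each, adjusted 0.100). Human cells were not analysed here.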

Following initial cell classification, we determined the cellular composition of each cell type as a percentage of immune cells and of all cells within each sample (Fig. 3f, Supplementary Table 4). This analysis revealed exhausted CD8 T cells (CD8_ex_) and effector CD8 T cells (CD8_eff_) to be among the most abundant populations, along with activated CD4 T cells and T_regs_. 

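As percentages of the immune-like cells of a dog, exhausted CD8 T-like cells made up 10.2 ± 6.11 (SD, n = 6 dogs), activated CD4 T-like cells 7.46 ± 6.43, regulatory CD4 T-like cells 4.68 ± 3.50, cycling T-like cells 3.53 ± 2.37 and effector CD8 T-like cells 2.32 ± 2.75. As percentages of all named cells the same types made up 6.59 ± 4.20, 4.94 ± 4.05, 2.89 ± 2.12, 2.21 ± 1.49 and 1.85 ± 2.66. NK-like cells followed at 1.83 ± 0.915 of the immune-like cells, naive CD4 at 0.972 ± 0.655, interferon at 0.723 ± 0.402 and follicular helper CD4 T-like cells at 0.702 ± 0.586. Effector CD8 T-like cells varied most between dogs relative to their mean, with 7.53% in dog 6 and a mean of 1.28% in the other 5. The SD between dogs was larger than the gaps between neighboring types.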

We then curated a heatmap of defining features predicted to be expressed on the cell surface with the objective of identifying potential cell markers to be used in alternative cell identification approaches, such as flow cytometry (Fig. 3g, Supplementary Fig. 11, Supplementary Data 4)^27^. 

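TNFRSF4 stood at 1705 ± 855 CPM in regulatory T-like cells (SD, n = 6 dogs), 1499 ± 467 in follicular helper (n = 5) and 508 in activated CD4 T-like cells. The paired difference between the first and the second was 0.30 ± 0.59 on the log2 scale, in 3 of 5 dogs (exact sign-flip p = 0.4375, adjusted over the 16 genes 0.500). TNFSF8 (ENSCAFG00000003367) stood at 438 ± 294 CPM in follicular helper and 201 ± 50.4 in naive CD4 T-like cells, with the first higher in 2 of 4 dogs by 0.67 ± 1.47 (exact p adjusted over the same genes 0.667). Without dog 3 that difference was -0.015. TMEM140 (ENSCAFG00000003179) stood at 212 ± 65.8 CPM in interferon and 82.2 ± 15.4 in regulatory T-like cells, higher in 5 of 5 dogs by 1.23 ± 0.38 (exact p = 0.0625, the smallest that 5 dogs allow, adjusted 0.100).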

With the caveat that transcript presence does not always correlate with protein expression, the analysis suggested that *TNFRSF4* (OX-40), *TNFSF8* (CD153), and *TMEM140* may represent valuable surface markers for further investigation of canine T_regs_, CD4_fh_, and T_IFN-sig_, respectively. Together, the relative cellular percentages and potential surface markers provide a foundation for further functional study of the cell types identified in our transcriptomic analysis.

### Mature regulatory dendritic cells are present in canine OS and are predicted to modulate T cell mediated immunity

Five dendritic cell (DC) subtypes were identified when completing subclustering analysis on FLT3^+^ cells. The subtypes identified included conventional DC2s (cDC2; c0), mature regulatory DCs (c1; mregDC), cDC1s (c2), plasmacytoid DCs (c3; pDC), and precursor DCs (c4; preDC) (Fig. 4a). 

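The 1002 dendritic-like cells fell into 6 clusters, and 5 could be named: 475 cDC2-like, 232 cDC1-like, 137 mregDC-like, 62 pDC-like and 46 preDC-like cells. The sixth, of 50 cells, also carried T cell markers and stayed unnamed. Among immune-like cells, cDC2-like cells made up 2.56 ± 1.56%, cDC1-like 1.44 ± 1.67%, mregDC-like 0.748 ± 0.722%, pDC-like 0.361 ± 0.251% and preDC-like 0.218 ± 0.144% (SD, n = 6 dogs). Dog 5 had 0 preDC-like cells.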

Key features used to assign cell type identities included *DNASE1L3* (cDC1), *CCR7*/*IL4I1* (mregDCs), *CD1C* (cDC2), *IL3RA* (preDC), and *IGKC* (pDC) (Fig. 4b)^28,29^. The population of canine preDCs closely resembled a recently redefined human preDC cell type that exhibits a tendency to cluster with pDCs when investigated using scRNA-seq^28^. Of note, we previously identified cDC2, cDC1, preDC, and pDC cell types in canine peripheral blood, however mregDCs (c1) were not observed, suggesting a potential tissue specificity^21^. The identification of mregDCs, also reported as migratory (mig) DCs, is of note as this cell type is predicted to modulate T cell responses^30,31^. Thus, we provide evidence that a key cell type reported to have immune regulatory properties is present in canine OS.

**Fig. 4:**
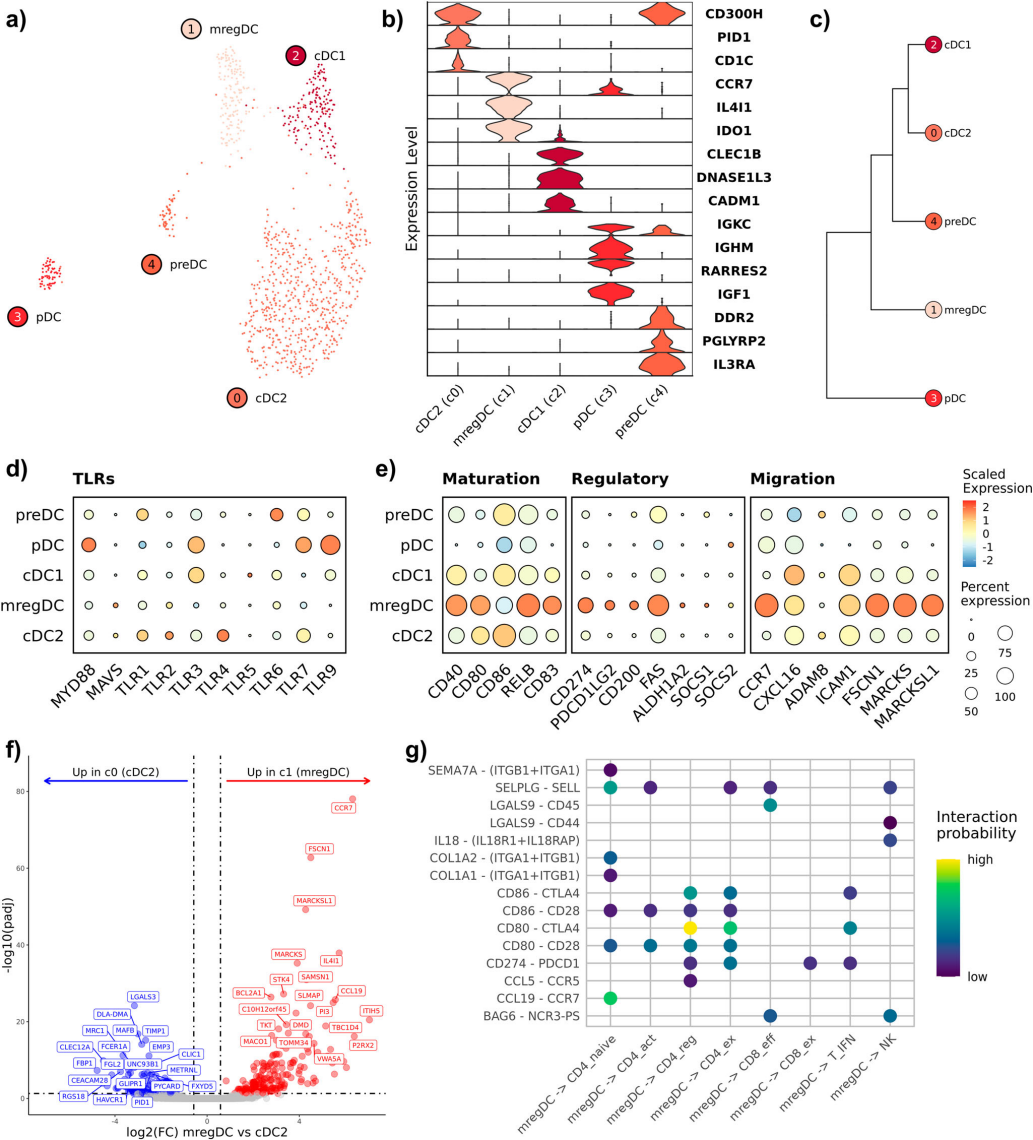
Mature regulatory dendritic cells (mregDCs) are present in canine OS tissues and are predicted to interact with T cells. **a** UMAP representation of dendritic cells (DCs) colorized by cell subtype (*n* = 1067). **b** Violin plots depicting expression of key DC features used for cell identification. **c** Dendrogram depicting results of hierarchical clustering of DC subtypes using cluster averaged log normalized expression. **d**, **e** Dot plots depicting scaled expression of Toll-like receptors (TLRs), DC maturation, regulatory, and migratory features. **f** Volcano plots depicting the results of pseudobulk differential gene expression analysis for mregDCs (c1) versus cDC2s (c0). The top 20 features (weighted by adjusted *P* value) are labeled for each plot. **g** Dot plot depicting the interaction probability (as determined using CellChat) of signaling networks for each mregDC-T cell interaction. mregDC mature regulatory DC, cDC2 conventional DC2, cDC1 conventional DC1, pDC plasmacytoid DC, preDC precursor DC.

We next used hierarchical clustering and Toll-like receptor expression to investigate differences between preDCs and pDCs. 

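Average expression of the 5 dendritic-like types was clustered by Euclidean distance with complete linkage. On the means over dogs, pDC-like cells stood alone on their branch, 21.8 from preDC-like cells, the nearest type. The preDC-like cells lay 13.7 from cDC2-like cells and 17.0 from cDC1-like cells. The pDC-like cells also stood alone in each of the 4 dogs with at least 10 pDC-like cells, under each alternative tried. Of these dogs, 1, 3 and 4 had 8, 9 and 2 preDC-like cells, too few to enter the tree. Their trees could therefore not join the 2 types, and only that of dog 6 could. Only dogs 2 and 6 had enough preDC-like cells for a tree of their own, and cDC2-like cells were nearest to them in both.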

Hierarchical clustering indicated preDCs are closely related to myeloid cDC2s and cDC1s, while pDCs were located on a unique clade (Fig. 4c). In humans, pDCs are reported to exhibit high expression of *TLR9* and *TLR7*, which we identified to be highly expressed on canine pDCs (Fig. 4d)^32^. 

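TLR9 (ENSCAFG00000023201) stood at 139.6 ± 60.5 CPM in pDC-like cells (SD, n = 4 dogs) and 10.0 ± 5.40 in cDC1-like cells, the next highest dendritic-like type. The log2 difference was 3.67 ± 1.06, in 4 of 4 dogs (exact sign-flip p = 0.125, the smallest that 4 dogs allow, adjusted over the 16 genes 0.154). TLR7 (ENSCAFG00000011698) stood at 83.8 ± 64.7 CPM in pDC-like and 37.0 ± 6.04 in cDC2-like cells, a difference of 0.88 ± 0.73 in 4 of 4 dogs (exact p = 0.125, adjusted 0.154). With TMM-scaled CPM the TLR7 difference was 0.39, in 3 of 4 dogs. Leaving out 1 dog gave 0.55 (dog 1) to 1.11 (dog 6). In preDC-like cells TLR9 stood at 6.05 CPM and TLR7 at 24.2.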

To ensure that none of the DC populations were of B cell origin, we evaluated *MS4A1* (CD20) expression and found it to be minimally expressed (Supplementary Fig. 12a). 

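MS4A1 (ENSCAFG00000010381) stood at 87.1 ± 51.9 CPM in B- or plasma-like cells (SD, n = 6 dogs), 1.30 ± 2.60 in mregDC-like and 0.173 ± 0.386 in cDC2-like cells (n = 4 and 5). No UMI of MS4A1 was found in the other 3 dendritic-like types. The log2 difference between B- or plasma-like and mregDC-like cells was 5.99 ± 1.45 in 4 of 4 dogs (exact sign-flip p = 0.125, the smallest that 4 dogs allow, adjusted over the 16 genes 0.154).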

We then used pySCENIC to predict active regulons in each DC subtype (Supplementary Fig. 12b). This analysis revealed *TCF4* and *RUNX2*, master regulators of pDC development, to be enriched in both pDCs and preDCs^33^. Overall, these findings suggest canine preDCs are closely related to the recently defined plasmacytoid-like human preDCs^28^.

To confirm mregDCs exhibited a mature, immune regulatory transcriptomic signature, we used module scoring with gene lists previously applied to investigate human DC subtypes^30,34^. This analysis revealed that mregDCs had a marked enrichment for migration, regulatory, and maturation associated gene signatures (Fig. 4e). 

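The mregDC-like and cDC2-like cells were compared in 4 dogs, with 17 to 122 cells in each sum. Of 8530 genes tested, 1339 were called, 608 of them higher in mregDC-like cells. Fits without 1 dog called 907 (without dog 6) to 1042 genes. Library-size scaling moved the median of all genes by 0.13 (log2) and the higher share of the calls from 45.4% to 55.5%. FSCN1 (ENSCAFG00000016010) had the lowest adjusted p and rose from 82.0 ± 13.9 to 2330 ± 475 CPM (SD, n = 4 dogs), a log2 fold change of 4.83 (standard error 0.232, edgeR adjusted p = 1.27e-08). CCR7 (ENSCAFG00000030300) rose by 5.32 (standard error 0.314, edgeR adjusted p = 5.28e-08) and CCL19 (ENSCAFG00000001954) by 5.81 (standard error 0.449, edgeR adjusted p = 5.84e-07). IL4I1 rose by 6.19 (standard error 0.429, edgeR adjusted p = 2.56e-07), from 18.1 ± 12.2 to 1346 ± 571 CPM. The 4 genes were higher in 4 of 4 dogs. The paper's table of this comparison lists 325 genes, of which 318 (97.8%) were called in the same direction here and 0 in the other. Across these genes the log2 fold changes correlated with the paper's at 0.973, where genes are not independent replicates. The paper's tables come from the same dogs, and markers from its lists helped to name the types. Such overlaps, here and below, are therefore no independent replication.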

Subsequent, DGE analysis of canine mregDCs (c1) relative to cDC2s (c0) revealed a distinct mregDC signature of *CCR7*, *IL4I1*, *CCL19*, and *FSCN1* with substantial overlap to the human mregDC transcriptional program (Fig. 4f, Supplementary Data 3)^30^. With the precedent that mregDCs interact with intratumoral T cells to shape adaptive immune responses in humans, we wanted to determine whether a similar interaction might occur between mregDC and T cells in dogs^24,25^. We used CellChat to evaluate interactions between mregDCs and T/NK cells^35^. This analysis revealed enriched PD-1/PD-L1 and CTLA4/CD80 interactions between mregDCs and CD4 T_regs_, T_fh_ cells, and naïve T cells (Fig. 4g). In summary, we present the transcriptomic signature of canine mregDCs and provide evidence of intratumoral interactions between canine mregDCs and T cells.

### Macrophage transcriptomic states support a spectrum of cell types

Due to the transcriptional overlap between tumor associated macrophages (TAMs) and osteoclasts (OCs), we analyzed these two cell types in the same UMAP space. In doing so, our analysis highlighted the relatedness of OCs and TAMs which would have been overlooked if analyzed independently. Through subclustering analysis we identified 8 transcriptomically distinct macrophage/monocyte populations which were annotated using modified nomenclature derived from Ma et al. (Fig. 5a–c)^36^. 

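The 9281 TIM- or TAM-like and osteoclast-like cells were placed in 14 clusters, of which 12 were named. The macrophage- or monocyte-like names were activated TAM (1737 cells), SPP2-high LA-TAM (1714), C1QC-high LA-TAM (1294), CD4-negative TIM (1120), angiogenic TAM (255), interferon TAM (171) and CD4-positive TIM (106). No cluster was named for intermediate TAMs. With all genes in the clustering a cluster of 366 cells took that name, and with reciprocal PCA anchors in the subclustering or with count splitting none did. Both unnamed clusters, of 109 and 49 cells, carried markers of T cells or of tumor cells as well.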

Activated TAMs (c0, TAM_ACT) and intermediate TAMs (c1, TAM_INT) did not fit into any of the macrophage subtypes presented in Ma et al. so they were instead annotated based on an activated signature (*CD5L*, *CD40*, *CD80*) and an intermediate polarization signature, respectively. 

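The CD4-positive TIM-like cells formed no cluster of their own at first. They appeared when a cluster that scored for angiogenic TAMs as well was split, a step added after the clusters were seen, and they numbered 106 cells against 1120 CD4-negative TIM-like cells. Per dog 0 to 62 of them were found, with at least 10 in 3 dogs and none in dog 6. With reciprocal PCA anchors or count splitting no cluster of that name formed. CD4 was among the markers behind the name, so its level is not reported as a result.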

Tumor infiltrating monocytes (TIMs) were divided into two populations based on CD4 expression; a division of monocytes unique to dogs^21,37^. 

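LA-TAM-like cells fell into 2 clusters of 1714 and 1294 cells, for SPP2-high and C1QC-high cells. SPP2 was among the markers behind the first name, while C1QC was kept out of the clustering and of the markers. C1QC (ENSCAFG00000014639) stood at 5793 CPM in C1QC-high and 1260 in SPP2-high cells, a log2 fold change of 2.20 (standard error 0.627, edgeR adjusted p = 0.0697), and was higher in 6 of 6 dogs without reaching the threshold. Over the alternatives other than leaving out 1 dog, the log2 fold change was 2.04 to 2.69 (adjusted p 1.11e-09 to 0.133 by edgeR or DESeq2). The replicate block, DESeq2 and reciprocal PCA anchors called it, as did leaving out dog 5. On average expression the 2 types lay 9.88 apart, and SPP2-high and activated TAM-like cells were the only nearer pair of myeloid-like types, at 9.87.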

Unsupervised clustering divided lipid-associated (LA-) TAMs into two subclusters defined by either *C1QC*^hi^ expression (c3) or *SPP2*^hi^ expression (c2). To better define the distinctions between the two LA-TAM populations we completed pseudobulk-based DGE analysis (Fig. 5d, Supplementary Data 3). 

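C1QC-high and SPP2-high LA-TAM-like cells were compared in 6 dogs, with 23 to 594 cells in each sum, and 351 of 11377 genes were called, 238 of them higher in the C1QC-high cells. The replicate block gave 1272 genes. Leaving out dog 1, 2, 6, 4 or 3 gave 50, 120, 162, 178 and 206 genes, and keeping the dogs with at least 25 cells per type, a mitochondrial share under 5% and count splitting gave 178, 107 and 149. IL2RA (ENSCAFG00000005210) was higher in the C1QC-high cells of 5 of 6 dogs, at 10.0 ± 11.4 against 2.17 ± 3.92 CPM (SD, n = 6 dogs), a log2 fold change of 3.53 (standard error 0.780, edgeR adjusted p = 0.0233). It was not called without dog 1, 2 or 5, with an edgeR adjusted p of 0.123, 0.074 and 0.0722 (1.1e-07 to 0.0398 over its alternatives). CXCL10 (ENSCAFG00000008584) was higher in 5 of 6 dogs and not called, at 1.79 (standard error 0.927, edgeR adjusted p = 0.362). SERPING1 (ENSCAFG00000007838) was higher in 6 of 6 dogs and not called, at 2.89 (standard error 0.804, edgeR adjusted p = 0.0618), but it was called without dog 5, at 3.48 (edgeR adjusted p = 0.00188). ENO1 (ENSCAFG00000019697) was lower by 1.36 (standard error 0.199, edgeR adjusted p = 0.00247) and LGALS3 (ENSCAFG00000015013) by 1.76 (standard error 0.259, edgeR adjusted p = 0.00258), each in 6 of 6 dogs. RBP4 (ENSCAFG00000007893) was lower in 6 of 6 dogs, by 1.76 (standard error 0.459, edgeR adjusted p = 0.0469), and not called without dog 1, 2, 4, 5 or 6, with an edgeR adjusted p of 0.206, 0.0667, 0.0982, 0.094 and 0.145 (2.41e-06 to 0.0982 over its alternatives). With the dog as a block CXCL10 and SERPING1 were called, with an edgeR adjusted p of 9.98e-06 and 3.07e-11, the lowest of ranges that reach 0.666 and 0.133. Of the 118 genes in the paper's table of this comparison, from the same dogs, 118 moved the same way here and 77 (65.3%) were called.

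**Figure D4:**
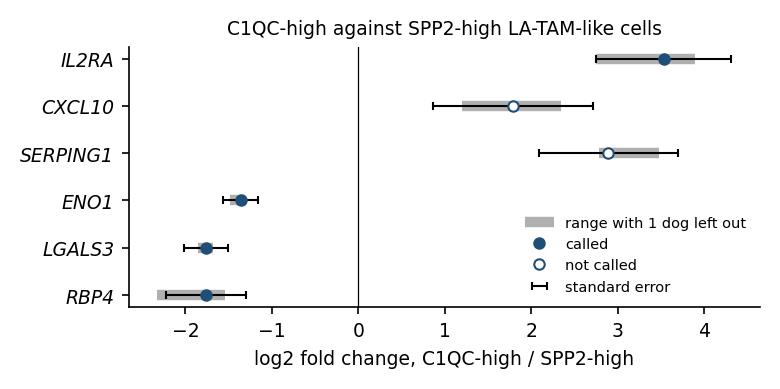
Log2 fold change of 6 genes, C1QC-high against SPP2-high LA-TAM-like cells in 6 dogs. Lines are standard errors, gray bars the range when 1 dog is left out, filled circles called genes and open circles genes not called. The values run from -1.76 (RBP4, with LGALS3 at nearly the same value) to 3.53 (IL2RA).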

The analysis revealed *IL2RA*, *CXCL10*, and *SERPING1* as key markers of C1QC^hi^ LA-TAMs, while *ENO1*, *LGALS3*, and *RBP4* defined SPP2^hi^ LA-TAMs. Based on the analysis, *C1QC*^hi^ LA-TAMs appear to most closely resemble the definitions of human LA-TAMs provided by Ma et al.

**Fig. 5:**
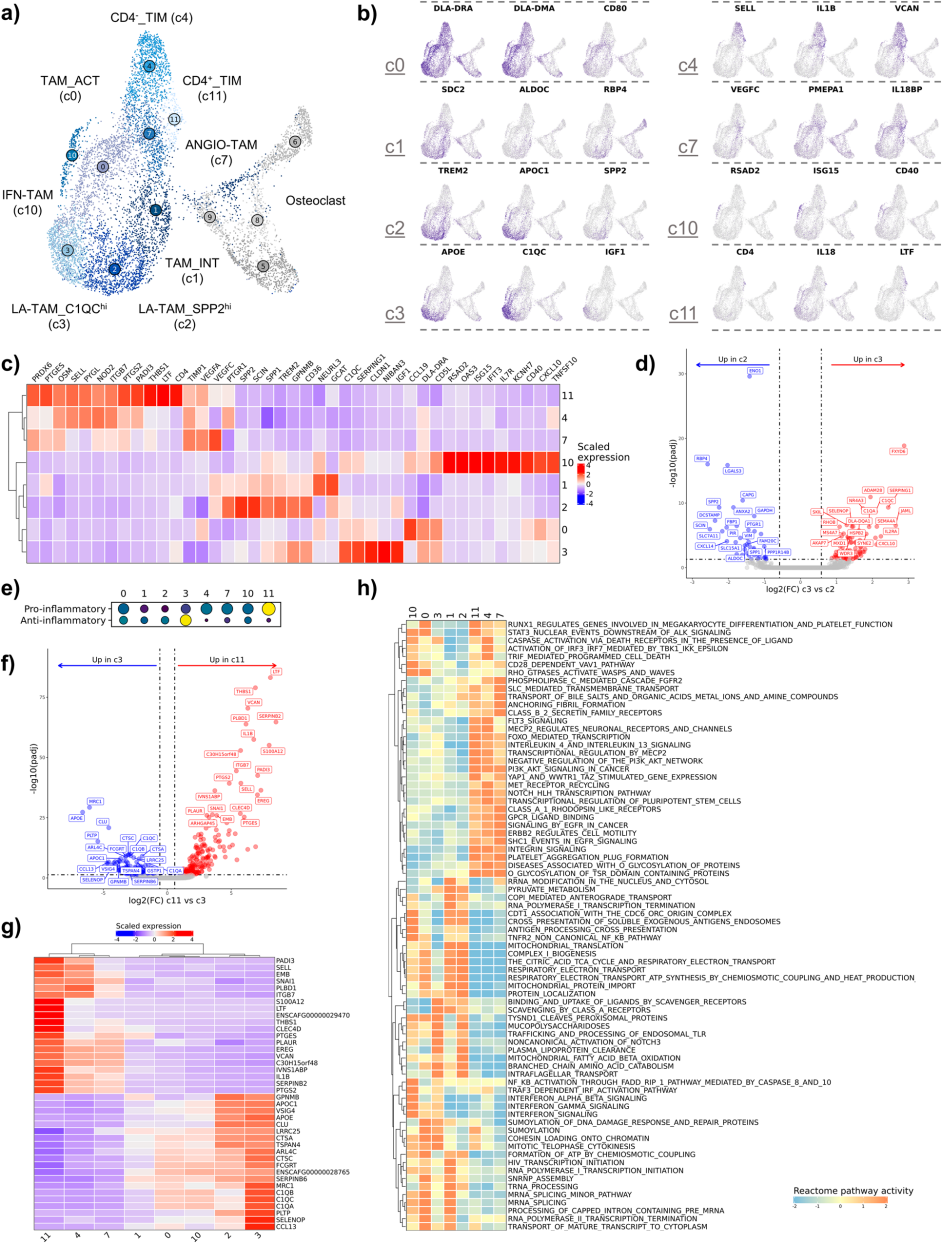
Tumor-associated macrophages exhibit a spectrum of transcriptional states with C1QC^hi^ LA-TAMs exhibiting the most immune suppressive transcriptional profile. **a** UMAP representation of tumor infiltrating monocyte (TIM), tumor associated macrophage (TAM), and osteoclast (OC) populations (*n* = 10,512). Four osteoclast (OC) clusters are depicted but grayed out. **b**, **c** Feature plots and heatmap of canonical features used to define cell types. **d** Volcano plots depicting the results of pseudobulk differential gene expression analysis for C1QC^hi^ lipid-associated (LA)-TAMs (c3) versus SPP2^hi^ LA-TAMs (c2). The top 20 features (weighted by adjusted *P* value) are labeled for each plot. **e** Dot plot depicting module scoring of “Pro-inflammatory” and “Anti-inflammatory” gene signatures. The size of each dot indicates the percentage of cells enriched for a given gene set (larger dot equates to more broadly enriched), and the color indicates strength of enrichment score (brighter color indicates stronger score). **f** Volcano plot depicting results of differential gene expression analysis when contrasting the cluster with the most pro-inflammatory gene signature (c11; CD4^+^ TIMs) to the cluster with the most anti-inflammatory gene signature (c3; C1QC^hi^ LA-TAMs). The top 20 features (weighted by adjusted *P* value) are labeled for each plot. **g** Heatmap of the top 20 features identified to be upregulated in in c11 relative to c3 and vice versa. Columns are ordered by hierarchical clustering (Euclidean distance), shown at top. **h** Heatmap of scaled gene set enrichment analysis pathway activity for Reactome terms, with hierarchical clustering of rows and columns. Dendrogram of terms using Euclidean distance shown on the left. TAM_ACT activated TAM, ANGIO-TAM pro-angiogenesis TAM, TAM_INT intermediate TAM, IFN-TAM TAM enriched in interferon gene signatures.

In addition to the recently proposed TAM nomenclature, we used module scoring with pro- and anti-inflammatory gene lists to investigate the macrophage populations in a more traditional dichotomy (Supplementary Table 5)^38^. 

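Scores were the mean log2(CPM + 1) of the genes of the pro-inflammatory list (14 of 14 genes detected) and the anti-inflammatory list (10 of 12) of the supplement, per dog and macrophage-like type. The anti-inflammatory score was highest in C1QC-high LA-TAM-like cells, at 3.25 ± 0.42 (SD, n = 6 dogs), followed by activated TAM-like cells at 3.07 ± 0.28. It was lowest in CD4-positive TIM-like cells, at 0.98 ± 1.03 (n = 5). In the 3 dogs with at least 10 of these cells it was 1.63 ± 0.73, still the lowest under that limit. A gene without a UMI scores 0, so sums of few cells can lower a score. C1QC-high cells lay 2.16 ± 0.75 above CD4-positive TIM-like cells, in 5 of 5 dogs (exact sign-flip permutation test, two-sided, p = 0.0625, the smallest possible), and 0.88 above them with a pseudocount of 10, the alternative that moved it most. The pro-inflammatory score was highest in activated TAM-like cells, at 4.54 ± 0.30, and stood at 4.23 ± 0.44 in CD4-positive TIM-like and 4.01 ± 0.31 in C1QC-high cells. CD4-positive TIM-like cells lay 0.26 ± 0.67 above C1QC-high cells, in 4 of 5 dogs (exact p = 0.5). That difference was -0.07 when the gene with the highest level was left out of the list, and 0.54 without dog 4. With a pseudocount of 10 it was 0.54, in 5 of 5 dogs (exact p = 0.0625). Without dog 2, 3 or 5 it was 0.13, 0.18 and 0.16. Dogs 4 and 5 had 2 and 3 CD4-positive TIM-like cells, and in the 3 dogs with at least 10, a choice made after the cells were counted, it was 0.51 (exact p = 0.25, the smallest that 3 dogs allow).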

We identified the C1QC^hi^ LA-TAM (c3) cluster to have the strongest anti-inflammatory transcriptomic signature while CD4^+^ monocytes (c11) exhibited the most prominent pro-inflammatory transcriptomic signature (Fig. 5e). To further investigate the gene signatures of Clusters 11 and 3 we completed pseudobulk-based DGE analysis (Fig. 5f, Supplementary Data 3). 

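CD4-positive TIM-like and C1QC-high LA-TAM-like cells were compared in the 3 dogs with at least 10 cells of both, where 13 to 459 cells entered each sum. Of 9841 genes tested, 573 were called, 237 of them higher in CD4-positive TIM-like cells. Without dog 1, 284 genes were called, and with all genes in the clustering, which gave 4 dogs, 1072. With DESeq2, 56.1% of the calls were higher against 41.4% here, and library-size scaling moved the median of all genes by 0.13 (log2). IL1B (ENSCAFG00000007249) stood at 3111 ± 691 CPM in CD4-positive TIM-like and 25.0 ± 6.88 in C1QC-high cells (SD, n = 3 dogs), a log2 fold change of 6.95 (standard error 0.442, edgeR adjusted p = 2.08e-07). S100A12 (ENSCAFG00000023324) was higher by 8.38 (standard error 0.560, edgeR adjusted p = 2.19e-07), LTF (ENSCAFG00000013763) by 6.82 (standard error 0.468, edgeR adjusted p = 2.23e-07) and VCAN (ENSCAFG00000008582) by 5.29 (standard error 0.543, edgeR adjusted p = 1.19e-05). The 4 genes were higher in 3 of 3 dogs. Of 383 genes in the paper's table of this comparison, from the same dogs, 382 were tested here, 379 moved the same way and 295 (77.2%) were called.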

The genes upregulated in Cluster 11 exhibited overlap with the predefined gene set that was used to identify the cluster as pro-inflammatory, while also revealing *IL1B*, *S100A12*, *LTF*, and *VCAN* as defining features. DGE analysis of the anti-inflammatory cluster (c3) exhibited less overlap with the gene list originally used to identify the cluster as anti-inflammatory (with *MRC1* the only overlapping feature), but the analysis further revealed *APOE*, *IGF1*, and complement receptors *C1QA/B/C* as enriched markers. 

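In C1QC-high LA-TAM-like cells of 3 dogs, MRC1 (ENSCAFG00000004496) stood at 945 ± 683 CPM against 12.1 ± 12.2 in CD4-positive TIM-like cells (SD), a log2 fold change of -5.78 (standard error 0.786, edgeR adjusted p = 0.000186) for the latter. APOE (ENSCAFG00000004617) differed by -5.95 (standard error 0.646, edgeR adjusted p = 2.09e-05) and C1QC by -7.00 (standard error 0.581, edgeR adjusted p = 1.52e-06). C1QA (ENSCAFG00000031290) and C1QB (ENSCAFG00000032344) differed by -8.86 (standard error 0.657, edgeR adjusted p = 5.57e-07) and -6.68 (standard error 0.543, edgeR adjusted p = 1.44e-06). IGF1 (ENSCAFG00000007304) differed by -5.06 (standard error 0.774, edgeR adjusted p = 0.000546), and by -10.06 without dog 2. The 6 genes were lower in CD4-positive TIM-like cells of 3 of 3 dogs, where few UMIs set the size of the fold: 1 UMI of IGF1, 2 of C1QA, 6 of MRC1, 7 of C1QB and 10 of C1QC in all 3 dogs together.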

The top features identified when contrasting Clusters 11 and 3 were then used to generate a heatmap to evaluate how the expression of these features varied across all macrophage clusters (Fig. 5g). Findings from the analysis suggested that there is a spectrum of macrophage phenotypes, which is consistent with human macrophage literature^39^. As such, we next sought to better define the heterogeneity of the macrophage populations without relying on predefined cell type gene signatures.

Gene set enrichment analysis was used to provide further insights into the inferred functional capacity of each macrophage subtype (Fig. 5h). Cell clusters 4, 7, and 11 clustered together based on pathway enrichment scores suggesting the three transcriptionally distinct clusters have similar underlying gene signatures. LA-TAMs (c2, c3) and intermediate TAMs (c1) exhibited the strongest scavenger receptor associated activation, suggesting a mature macrophage population with immune suppressive properties^40^. Several terms were identified suggesting that both SPP2^hi^ LA-TAMS and intermediate TAMs preferentially utilize oxidative phosphorylation and mitochondrial metabolic pathways. C1QC^hi^ LA-TAMs had a distinct profile suggestive of lipid and polysaccharide metabolism. Lastly, GSEA confirmed c10 to be consistent with IFN-TAMs based on strong enrichment of IFN signaling associated terms. In summary, we described the transcriptional profiles of macrophages in the canine OS TME which provides a foundation for further investigation of the functional relevance of each cell type.

### Analysis of canine osteoclasts reveals four transcriptomically distinct populations

Within the same UMAP space, we next shifted our focus to further characterize osteoclast heterogeneity. Consistent with human and murine reports using scRNA-seq to characterize OCs, we identified 4 transcriptiomically distinct OC populations^12,13,41^. 

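Osteoclast-like names went to 5 of the myeloid-like clusters: 2 of cycling OC-like cells (887 and 380 cells), 2 of mature OC-like cells (844 and 213) and 1 of CD320-positive OC-like cells (402). Of these cells 1643 had been named TIM- or TAM-like in the clustering of all cells, 1210 of the cycling and 400 of the CD320-positive OC-like cells among them. The smaller mature OC-like cluster had low UMI counts, with a median of 0.356 of that of its libraries. As percentages of the immune-like cells of a dog, cycling OC-like cells made up 5.70 ± 3.63, mature OC-like cells 4.61 ± 4.73 and CD320-positive OC-like cells 1.75 ± 1.14 (SD, n = 6 dogs).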

The cycling OCs (c5/c8) in our canine OS dataset likely correspond to previously reported pre/progenitor OCs, while the mature OCs (c6) are consistent with previous reports (Fig. 6a, b). CD320^+^ OCs (transcobalamin receptor expressing OCs, c9) had not been described in macrophage or osteoclast clusters from human and mouse tissues and may represent a canine specific cell type, or possibly a previously unresolved OC subtype (Fig. 6a, b). Due to the similarity of OCs and macrophages we completed hierarchical clustering to confirm the unsupervised clustering results (Fig. 6c). 

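In the tree of average expression, the OC-like types formed a group apart from the macrophage-like types in 4 of 6 dogs, dogs 3 and 6 being the exceptions. With average in place of complete linkage this held in 2 of 6 dogs, and with all genes allowed into the clustering in 3 of 6. On the means over dogs the OC-like types stood apart with either linkage, but not with all genes in the clustering. CD320-positive OC-like cells lay 10.7 from cycling OC-like cells, 12.6 from activated TAM-like cells and 20.9 from mature OC-like cells. With all genes allowed into the clustering, activated TAM-like cells took the place of cycling OC-like cells as the nearest type to CD320-positive OC-like cells, on the means over dogs and in dogs 1, 2 and 3. They were also nearest in dog 4, whose CD320-positive OC-like cells entered no tree in the main clustering. Mature OC-like cells lay 19.3 from cycling OC-like cells, the nearest type to them.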

The secondary analysis was consistent with unsupervised clustering and further suggested Clusters 5, 6, 8, and 9 are distinct from the macrophage clusters.

**Fig. 6:**
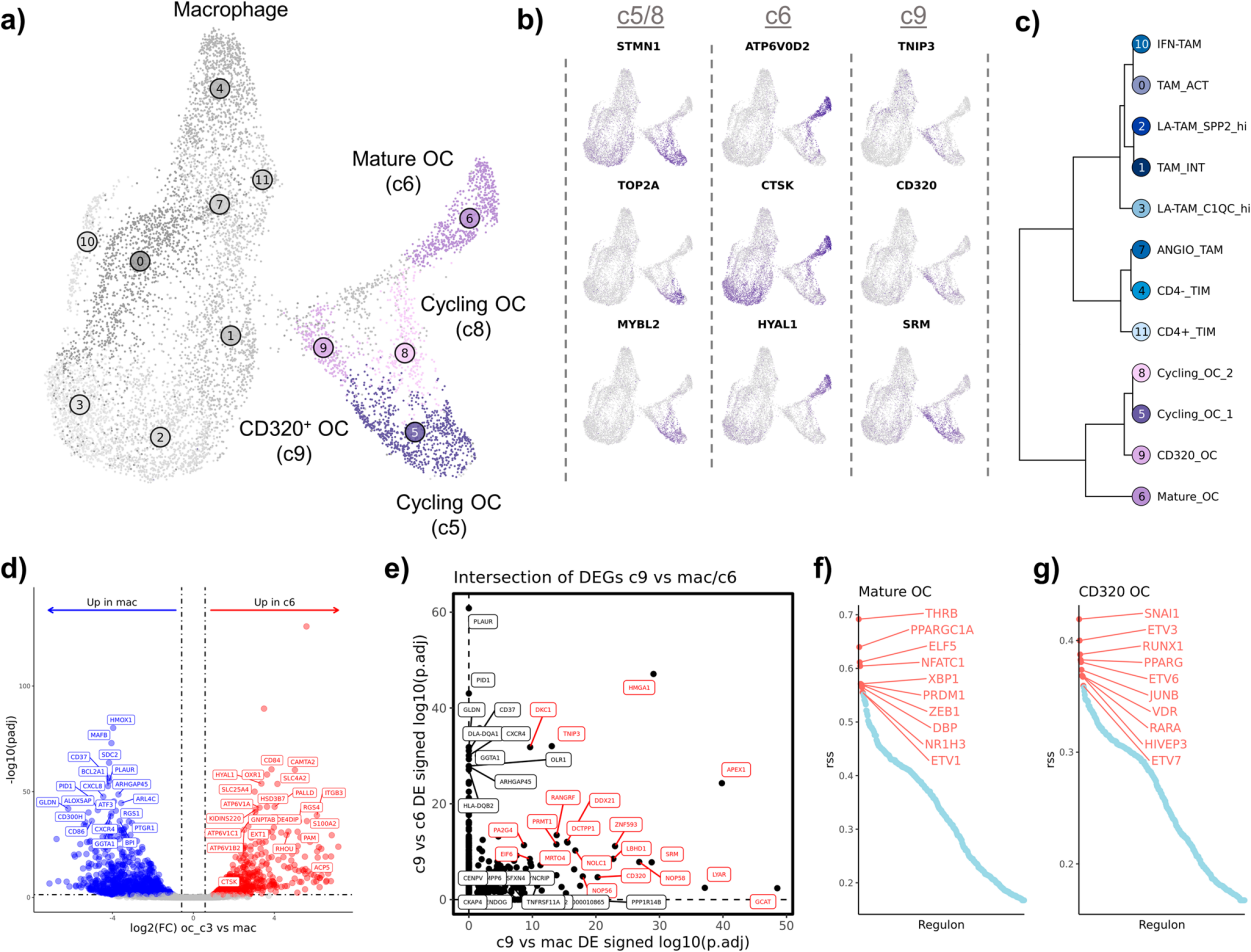
Four transcriptionally distinct osteoclast subtypes are identified using unsupervised clustering. **a** UMAP representation of macrophage and osteoclast (OC) populations (*n* = 10,512). The 8 macrophage subtypes defined in Fig. 5 are grayed out. **b** Feature plots of canonical features used to define cell types. (**c**) Dendrogram depicting results of hierarchical clustering of OC subtypes using cluster averaged log normalized expression. **d** Volcano plots depicting results of differential gene expression analysis when comparing mature OCs (c6) versus macrophages (c0, c1, c2, and c3). The top 20 features (weighted by adjusted *P* value) are labeled for each plot, *ACP5* and *CTSK* additionally labeled in **d**. **e** Scatter plot depicting the signed log10(adjusted *P* value) when contrasting CD320^+^ OC versus macrophage (c0, c1, c2, and c3) (x-axis) and CD320^+^ OCs versus mature OC (y-axis). The top 20 co-enriched features are labeled in red, while the top 7 features enriched in one species are labeled in black (**f**,**g**) Scatter plot depicting regulon specificity score (rss) for active transcription factors in mature OC (**f**) and CD320^+^ OC clusters (**g**), as determined using pySCENIC.

To confirm the mature OC classification and provide a canine specific transcriptomic signature, we completed DGE analysis. When comparing mature OCs (c6) to macrophages (c0, c1, c2, c3) we identified canine mature OCs to be defined by *ATP6V1C1*, *CD84*, *HYAL1*, and *CAMTA2* expression, which subsequent GSEA analysis revealed an association with bone resorption and remodeling (Fig. 6d, Supplementary Data 3, Supplementary Fig. 13a). 

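Mature OC-like cells were compared with activated TAM-like and both LA-TAM-like types pooled, in 6 dogs with 29 to 1542 cells in each sum. Of 12247 genes tested, 3360 were called, 1404 of them higher in mature OC-like cells, and with a mitochondrial share under 5% 1549. CAMTA2 (ENSCAFG00000015674) shared the lowest adjusted p of the comparison and rose from 11.5 ± 3.67 to 333 ± 121 CPM (SD, n = 6 dogs), a log2 fold change of 4.83 (standard error 0.303, edgeR adjusted p = 1.97e-07). ATP6V1C1 (ENSCAFG00000000649) rose by 2.74 (standard error 0.251, edgeR adjusted p = 1.59e-06), CD84 (ENSCAFG00000012569) by 3.62 (standard error 0.429, edgeR adjusted p = 1.3e-05) and HYAL1 (ENSCAFG00000010599) by 3.17 (standard error 0.334, edgeR adjusted p = 4.84e-06). The 4 genes were higher in 6 of 6 dogs and called under every alternative. The paper states that these genes define mature osteoclasts, and reports bone resorption from a later enrichment analysis.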

We next completed DGE analysis contrasting CD320^+^ OCs (c9) with macrophages and mature OCs. (Supplementary Data 3, Supplementary Fig. 13b, c). By evaluating the intersection of the differentially expressed genes we determined CD320^+^ OCs are defined by *HMGA1*, *TNIP3*, and *CD320* expression (Fig. 6e). 

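CD320-positive OC-like cells were set against the macrophage-like cells and against mature OC-like cells, in 5 dogs each. Against macrophage-like cells 1656 of 11930 genes were called, 742 of them higher, and against mature OC-like cells 2349 of 10522, 1025 of them higher. For the first comparison the replicate block gave 2981 genes, and a mitochondrial share under 5% left 718 and 861 genes of the 2 comparisons. The first count was 706 without dog 2 and 835 without dog 1, and the second 1326 without dog 2 and 1352 without dog 1. Library-size scaling moved the median of all genes by 0.15 and 0.18 (log2), and the higher share of the calls from 44.8% to 61.1% and from 43.6% to 56.8%. HMGA1 (ENSCAFG00000001211) stood at 326 ± 132 CPM against 66.7 ± 20.6 in macrophage-like cells (SD, n = 5 dogs), a log2 fold change of 2.30 (standard error 0.322, edgeR adjusted p = 0.000875), and rose by 2.25 (standard error 0.303, edgeR adjusted p = 0.000158) against mature OC-like cells. CD320 (ENSCAFG00000018493) rose by 2.41 (standard error 0.313, edgeR adjusted p = 6e-04) and by 2.02 (standard error 0.304, edgeR adjusted p = 0.000354). TNIP3 (ENSCAFG00000004160) rose by 2.43 (standard error 0.677, edgeR adjusted p = 0.0305) and by 7.61 (standard error 0.717, edgeR adjusted p = 9.01e-06). The 3 genes were higher in 5 of 5 dogs in both comparisons. Against macrophage-like cells TNIP3 was not called without dog 1, 2 or 3 (edgeR adjusted p = 0.141, 0.13 and 0.09), nor with count splitting, in a range of 4.62e-10 to 0.0688 over the alternatives. The genes shared by both comparisons are what the paper takes to define CD320-positive osteoclasts.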

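TNFRSF11A (ENSCAFG00000000075) stood at 71.1 ± 32.9 CPM in CD320-positive OC-like and 18.1 ± 5.68 in macrophage-like cells (SD, n = 5 dogs), a log2 fold change of 1.98 (standard error 0.326, edgeR adjusted p = 0.00189), and was higher in 5 of 5 dogs. Against mature OC-like cells, which stood at 91.2 ± 36.8 CPM, the log2 fold change was -0.38 (standard error 0.331, edgeR adjusted p = 0.455), with 1 of 5 dogs higher. With reciprocal PCA anchors in the subclustering and with count splitting it was called lower, at -0.84 and -0.76 (edgeR adjusted p = 0.0197 and 0.0287, in a range of 0.0197 to 0.699), and with a mitochondrial share under 5% its sign changed, to 0.41.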

The analysis also provided further evidence that c9 is an OC cluster based on *TNFRSF11A* (RANK) enrichment when contrasted with macrophage, but not when contrasted to mature OCs^42^. Lastly, we used pySCENIC’s regulon specificity scoring to better define the transcription factors active in mature OCs and CD320^+^ OCs. We identified *ZEB1* and *NFATC1*, known regulators of OC development, to be enriched in mature OCs, while *SNAI1* and *ETV3/6/7* were enriched in CD320^+^ OCs suggesting a differentiating cell type (Fig. 6f, g)^43–45^. Together our analysis indicates, CD320^+^ OCs are a distinct population from mature OCs that may represent an OC precursor.

### Transcript abundance of widely used immunohistochemistry macrophage markers exhibit distinct specificity to myeloid cells

In contrast to other tumor types, there have been multiple reports in humans and dogs suggesting that increased TAM infiltrates in OS are correlated with reduced metastasis rates and increased patient survival^8,9^. Despite these reports, other groups completing similar analysis have concluded that increased macrophage infiltrates have a negative impact on OS clinical outcomes^46^. Given the conflicting nature of previous reports we sought to employ our dataset to investigate which cell types express the transcript of the prototypical macrophage markers used for IHC analysis. To complete this analysis, we profiled TIMs, TAMs, DCs, and OCs for the expression of widely used canine (*MSR1* aka CD204 and *AIF1* aka Iba1) and human (*CD163* and *CD68*) macrophage markers (Fig. 7a). With the caveat that this analysis is limited to transcript abundance and does not evaluate protein expression, we found that *CD163* transcript expression was the most specific for macrophages. 

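CD163 (ENSCAFG00000013968) stood at 169 ± 68.8 CPM in C1QC-high LA-TAM-like, 133 ± 111 in angiogenic TAM-like and 107 ± 30.5 in SPP2-high LA-TAM-like cells (SD, n = 5 or 6 dogs). Interferon TAM-like cells had 86.2 CPM, activated TAM-like 44.5, CD4-positive TIM-like 39.4 and CD4-negative TIM-like cells 22.3. Among OC-like cells it stood at 24.5 in CD320-positive, 17.9 in cycling and 2.30 in mature OC-like cells. Among dendritic-like types cDC2-like cells had 8.07 CPM.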

*CD68* expression was detected in TIMs, TAMs, and OCs, with remarkably high expression levels in mature OCs. 

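CD68 (ENSCAFG00000016641) stood at 812 ± 419 CPM in mature OC-like cells (SD, n = 6 dogs), against 327 ± 239.9 in C1QC-high LA-TAM-like cells, the next highest type. The log2 difference was 1.51 ± 0.69, in 6 of 6 dogs (exact sign-flip p = 0.03125, the smallest that 6 dogs allow, adjusted over the 16 genes 0.100). SPP2-high LA-TAM-like cells had 249.9 CPM, CD4-positive TIM-like 231, activated TAM-like 117, CD4-negative TIM-like 68.4 and CD320-positive OC-like cells 58.8. The dendritic-like types had 3.91 to 35.9 CPM.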

The expression of *CD68* on mature OCs is consistent with human literature^47^. *AIF1* (Iba1) was the most non-specific marker with diffuse expression across all cell types, except for mature OCs. 

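AIF1 (ENSCAFG00000032693) stood at 1290.3 ± 141 CPM in C1QC-high LA-TAM-like cells and 110.0 ± 132 in mature OC-like cells (SD, n = 6 dogs). The lowest other macrophage- or OC-like type, cycling OC-like cells, had 456 CPM. Mature OC-like cells lay below it by 2.61 ± 1.09 on the log2 scale, in 6 of 6 dogs (exact sign-flip p = 0.03125, adjusted over the 16 genes 0.100). The dendritic-like types ran from 125 CPM (mregDC-like) to 968 (cDC1-like). T- and NK-like types had 9.92 to 40.5 CPM.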

Lastly, *MSR1* (CD204) was determined to be largely specific to TAMs, but the expression also extended to CD320^+^ OCs and CD4^+^ monocytes. 

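MSR1 (ENSCAFG00000006830) stood at 669 ± 160.1 CPM in SPP2-high LA-TAM-like, 581 ± 129 in C1QC-high LA-TAM-like and 504 ± 373 in CD4-positive TIM-like cells (SD, n = 6, 6 and 3 dogs). Angiogenic TAM-like cells had 594 CPM and interferon TAM-like cells 558. CD320-positive OC-like cells had 353 ± 168 CPM (n = 5), activated TAM-like 289, cycling OC-like 167, CD4-negative TIM-like 106 and mature OC-like cells 34.8. The highest dendritic-like type, cDC2-like cells, had 13.8 CPM. From the expression of the 4 markers over these types, the paper concludes that they differ in their specificity for macrophages.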

To investigate the translational relevance of this finding, we evaluated expression of the markers in human OS (Supplementary Fig. 14). We observed similar expression patterns, with marked variability in specificity of each marker, suggesting the variability is conserved across species.

**Fig. 7:**
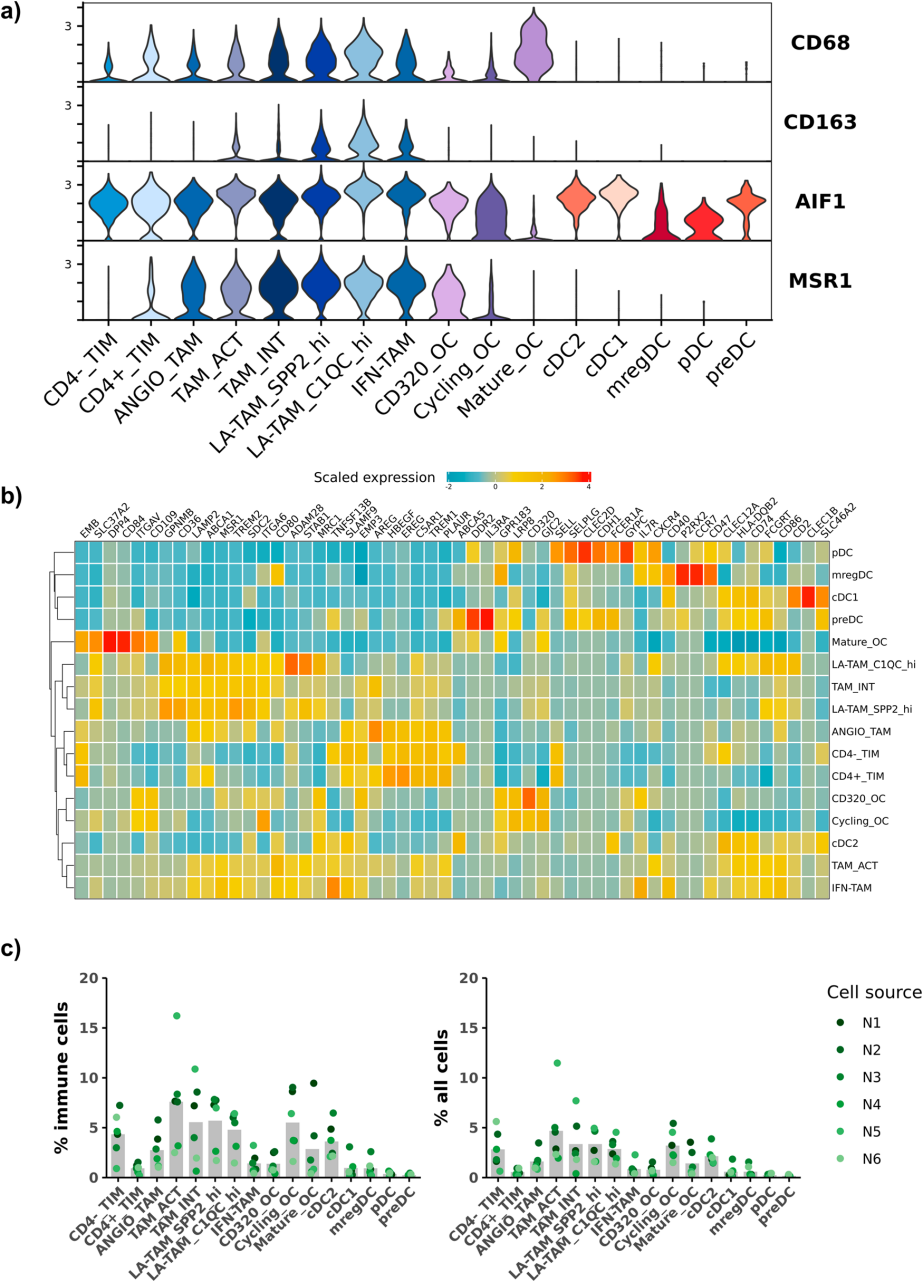
Transcript abundance of widely used immunohistochemistry macrophage markers reveal variable specificity. **a** Violin plots, grouped by canine cell type, depicting expression of four immunohistochemistry (IHC) macrophage markers widely used to evaluate macrophage infiltrates in canine and human osteosarcoma. **b** Scaled expression of the top 3–5 features for each cluster. The selected features were chosen based on the results of FindAllMarkers() and the inclusion of the feature in the surfaceome database listed as predicted surface expression. **c** Bar chart of the mean percent composition for each cell type as a percentage of total immune cells and percentage of all cells (osteoclasts were included as an immune cell in the calculation). Each dot corresponds to a biological replicate.

Given the degree of heterogeneity within the myeloid compartment in the OS TME, we used a Wilcoxon Rank Sum test to identify features that define each cell type, then selected for features predicted to be expressed on the cell surface (Fig. 7b, Supplementary Fig. 15, Supplementary Data 5). Overall, the analysis suggested there is substantial overlap in expression of most features. Despite the overlap, we were able to identify candidate markers which included *ADAM28* for LA-TAM_C1QC^hi^, *TNFSF13B* for IFN-TAMs, and *CD84* for mature OCs. 

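ADAM28 (ENSCAFG00000009056) stood at 251 ± 118 CPM in C1QC-high LA-TAM-like cells (SD, n = 6 dogs) and 94.3 ± 41.0 in interferon TAM-like cells, a log2 difference of 1.22 ± 0.28 in 5 of 5 dogs (exact sign-flip p = 0.0625, adjusted over the 16 genes 0.100). TNFSF13B (ENSCAFG00000031735) stood at 173 ± 67.3 CPM in interferon TAM-like and 75.2 ± 21.7 in CD4-negative TIM-like cells, a difference of 1.06 ± 0.59 in 5 of 5 dogs (exact p = 0.0625, adjusted 0.100), and in 4 of 5 with TMM-scaled CPM. CD84 stood at 192 ± 115 CPM in mature OC-like and 25.1 ± 13.8 in C1QC-high cells, a difference of 3.00 ± 1.52 in 6 of 6 dogs (exact p = 0.03125, adjusted 0.100). The comparators were the next highest myeloid-like types, and T-like cells exceeded them for some genes: naive CD4 T-like cells had 119 CPM of TNFSF13B and exhausted CD8 T-like cells 47.2 of CD84.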

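As percentages of the immune-like cells of a dog, activated TAM-like cells made up 8.54 ± 4.86, SPP2-high LA-TAM-like 7.92 ± 5.34, C1QC-high LA-TAM-like 6.17 ± 3.45 and CD4-negative TIM-like cells 5.16 ± 2.44 (SD, n = 6 dogs). Angiogenic TAM-like cells made up 1.02 ± 1.08, interferon TAM-like 0.863 ± 0.667 and CD4-positive TIM-like cells 0.443 ± 0.462. As percentages of all named cells, the same 7 types made up 5.42 ± 3.50, 4.87 ± 3.49, 3.77 ± 2.22, 3.38 ± 1.95, 0.648 ± 0.737, 0.535 ± 0.444 and 0.257 ± 0.296.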

Lastly, we calculated the relative percentages of each cell type to further facilitate cell identification (Fig. 7c, Supplementary Table 6). Together, the data presented here act as a foundation to further investigate the role of myeloid cells in OS biology.

### Cell-cell interaction analysis indicates TAMs are involved in immune regulatory pathways

Following cell identification through subclustering analysis of major cell types, we evaluated the cell-cell interaction networks using CellChat. Between the 41 cell types included in the analysis, we identified a total of 13,235 inferred interactions across 59 signaling networks. The number of interactions and the predicted interaction strength of incoming (express receptor) versus outgoing (express ligand) signals were used to infer the activity of cells within the TME (Fig. 8a, Supplementary Fig. 16a). The top three cell types predicted to have the strongest interactions were fibroblasts, mature OCs, and endothelial cells. We next categorized the significantly enriched networks as “immune specific”, “immune related”, and “non-immune” to investigate if certain cell types were more active in a subset of networks (Fig. 8b). We found that malignant osteoblasts and stromal cells were largely predicted to be involved in “non-immune” interactions, while “immune specific” interactions were largely confined to TAMs and DCs with strong outgoing interactions.

**Fig. 8:**
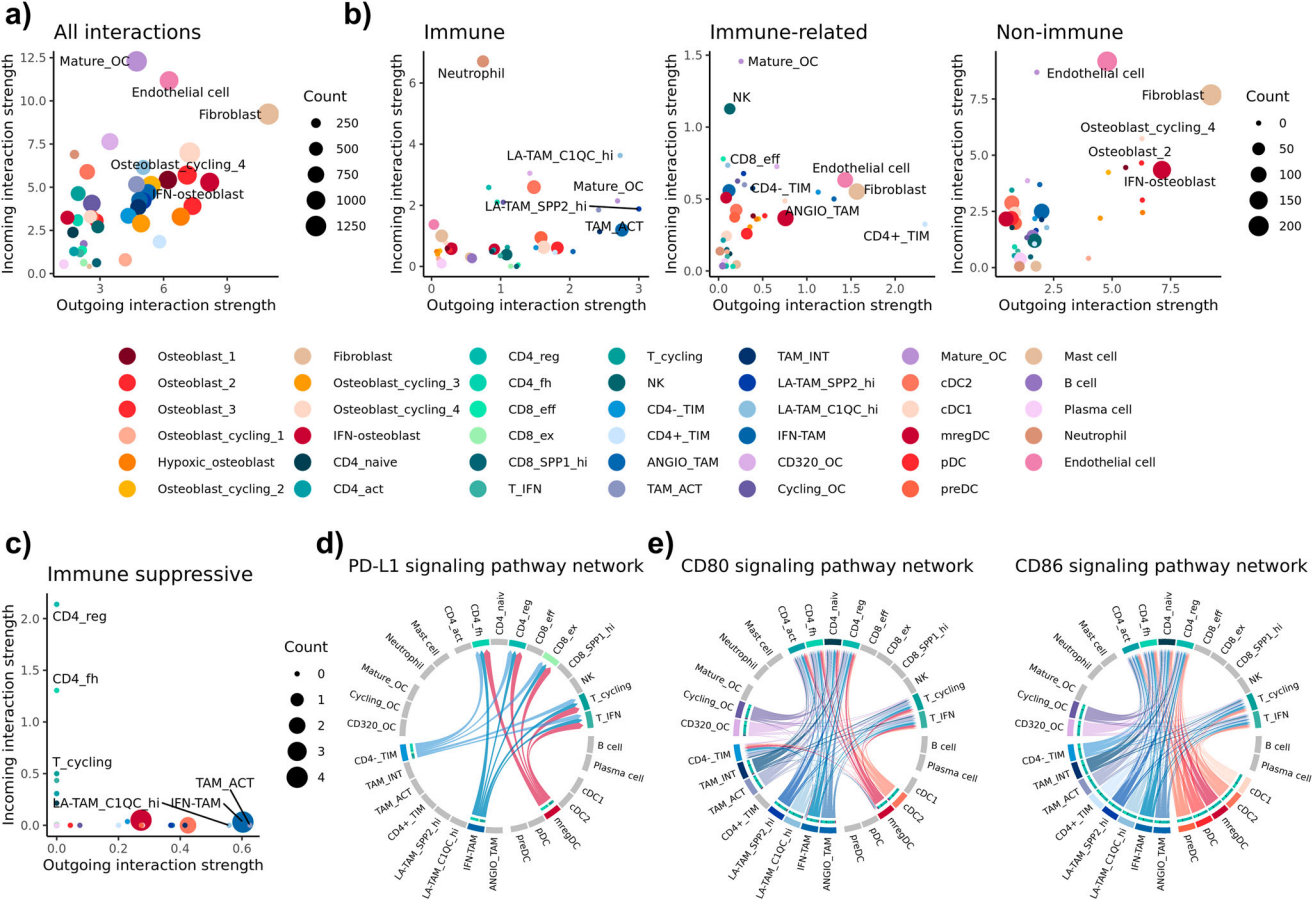
Cell-cell interaction analysis reveals fibroblasts as a key communicating cell type and identifies TAMs as immune regulatory. **a** Scatter plot depicting the strength of outgoing (x-axis) and incoming (y-axis) signals for all cell types and calculated using all enriched signaling networks. **b** Scatter plot depicting interaction strengths for three subdivided networks, “immune”, “immune-related”, and “non-immune”. **c** Scatter plot depicting the interaction strengths for immune cells calculated using three immune suppressive signaling networks (PD1/PDL1 & CD80-CD86/CTLA4). Circos plots of immune regulatory networks identified using CellChat with (**d**) PDL1 and (**e**) CD80/CD86 networks depicted. The arrow origin represents expression of a ligand, while terminal arrow indicates expression of a receptor. Cell types not involved in the network are grayed out.

By subsetting on immune cells and evaluating interactions of known immune regulatory pathways we identified mregDCs and IFN-TAMs to have the most interactions, while activated (*CD5L*^+^) macrophages and C1QC^hi^ LA-TAMs were predicted to have the strongest outgoing signals (Fig. 8c). It was further predicted that follicular helper and regulatory CD4 T cells make up the populations receiving most of the signals originating from myeloid cells. When evaluating the PD-L1 network, we identified mregDCs, TIMs, and IFN-TAMs to have the highest expression of PD-L1 and were predicted to interact with T_fh_, T_regs_, and exhausted CD8 T cells (Fig. 8d, Supplementary Fig. 16b). 

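CD274 (ENSCAFG00000002120), which encodes PD-L1, stood at 105 ± 115 CPM in interferon TAM-like, 99.1 ± 55.7 in mregDC-like, 70.1 ± 30.6 in CD4-negative TIM-like, 67.0 ± 38.4 in activated TAM-like, 47.5 ± 24.4 in angiogenic TAM-like and 41.9 ± 15.0 in CD4-positive TIM-like cells (SD, n = 5, 4, 6, 6, 5 and 3 dogs). No difference between mregDC-like and interferon TAM-like cells was detectable, at 0.18 ± 0.94 on the log2 scale, with 2 of 4 dogs higher (exact sign-flip p = 0.75, smallest possible 0.125, adjusted over the 16 genes 0.75). Interactions between cells were not analysed here.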

The CD80 and CD86 networks involved a larger portion of myeloid cells, with all CD4 T cells predicted to be influenced by the interactions (Fig. 8e, Supplementary Fig. 16c, d). Overall, activated TAMs, IFN-TAMs, and C1QC^hi^ LA-TAMs are predicted to be key contributors to shaping T cell mediated immunity.

### Comparison of human and canine scRNA-seq OS datasets reveal a high degree of similarity in cell type gene signatures between species

Lastly, we obtained 6 publicly available treatment-naïve human OS scRNA-seq samples to complete a cross-species analysis (GSE162454)^12^. The two datasets were integrated using a Seurat alignment workflow which is reported to overcome genomic annotation differences between species^48^. Hierarchical clustering of the integrated SCTransform normalized data revealed a high degree of similarity between species, with major clades containing similar cell types based on pre-integration annotations (Fig. 9a). Evaluation of similarities in cell type gene signatures using Jaccard similarity index produced similar results (Supplementary Fig. 17). All canine lymphocyte subtypes paired 1:1 with their human counterpart, as did endothelial cells and fibroblasts. Discrepancies between species included the placement of plasmacytoid dendritic cells (pDCs), which clustered into separate clades, and weak Jaccard similarity index values for pDCs and mast cells across species. Overall, macrophages clustered in the same clade, but due to differences in annotation levels, many cell types did not pair off into terminal clades.

**Fig. 9:**
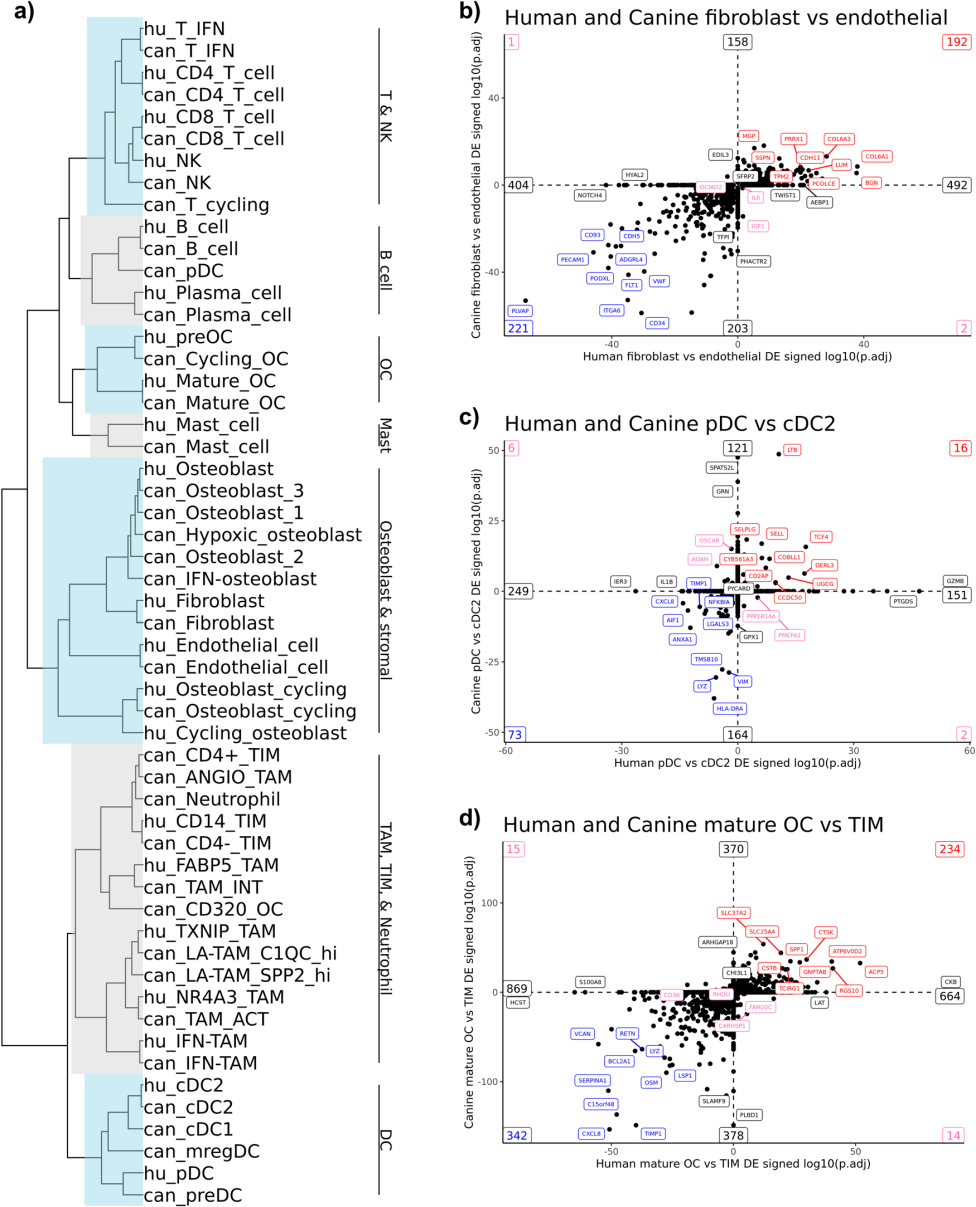
Cell type gene signatures in osteosarcoma are conserved between human and canine. **a** Hierarchical clustering of human (“hu_” prefix) and canine (“can_” prefix) cell types using SCTransform normalized data of a human-canine integrated dataset. Scatter plots comparing the signed log10(adjusted *P* value) of significantly upregulated or downregulated genes identified when comparing (**b**) human fibroblasts versus human endothelial cells and canine fibroblasts versus canine endothelial cells, (**c**) human pDC versus human cDC2s and canine pDC versus canine cDC2s, and (**d**) human mature OCs versus human CD14 monocytes and canine mature OCs versus canine TIMs (both CD4^+^ TIMs and CD4^−^ TIMs). In **b**–**d** conserved upregulated features are in the top right quadrant (top 10 in red labels) and conserved downregulated features are in the bottom left quadrant (top 10 in blue labels). Conflicting features – up in human but down in dog (bottom right quadrant) and down in human but up in dog (top left quadrant) – are labeled in pink (top 2 in each quadrant). Features up or down in one species, but not a differentially expressed gene in the other, fell on the axis and the top 2 on each axis direction are labeled in black. The numbers in the corners and at the ends of axis lines represent how many features fell in that region.

To further compare transcriptional programs across species we used an analysis approach adopted from Scheyltjens et al.^49^. Briefly, the approach used DGE analysis between two cell populations in each species, then signing of the adjusted *P* value to determine if transcriptomic signatures were conserved. When contrasting fibroblasts and endothelial cells, we found substantial overlap in gene expression patterns with key endothelial cell markers (*PLVAP*, *CD34*, and *PECAM1*) enriched in both species (Fig. 9b, Supplementary Data 6). 

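Fibroblast-like and endothelial-like cells were compared in 5 dogs, with 23 to 308 cells in each sum. Of 10761 genes tested, 2490 were called, 1333 of them higher in fibroblast-like cells. Library-size scaling moved the median of all genes by -0.27 (log2) and the higher share of the calls from 53.5% to 36.6%. With a mitochondrial share under 5%, which left 2 dogs, 421 genes were called, and with the filter of filterByExpr 1478. PECAM1 (ENSCAFG00000011740) stood at 2283 ± 458 CPM in endothelial-like cells (SD, n = 5 dogs) and 4.00 ± 8.94 in fibroblast-like cells, a log2 fold change of -10.04 (standard error 0.837, edgeR adjusted p = 4.22e-07). PLVAP (ENSCAFG00000015337) differed by -8.92 (standard error 0.882, edgeR adjusted p = 2.13e-06) and CD34 (ENSCAFG00000011722) by -7.65 (standard error 0.684, edgeR adjusted p = 8.58e-07). The 3 genes were lower in the fibroblast-like cells of 5 of 5 dogs. Few UMIs set the size of these folds: the 8 UMIs of PECAM1 and the 8 of PLVAP in the fibroblast-like cells compared all came from dog 2, without which the values were -13.81 and -12.74, and -8.90 for CD34. Of the 420 genes that the paper's table gives for these same dogs, 420 moved the same way here and 414 (98.6%) were called. Human cells were not part of the fit.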

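In the comparison of fibroblast-like with endothelial-like cells, VCAN stood at 393 ± 199 against 8.29 ± 5.58 CPM (SD, n = 5 dogs), a log2 fold change of 5.55 (standard error 0.468, edgeR adjusted p = 4.67e-07). COL6A1 (ENSCAFG00000011911) rose by 6.22 (standard error 0.650, edgeR adjusted p = 3.78e-06), LUM (ENSCAFG00000006138) by 5.205 (standard error 0.391, edgeR adjusted p = 1.54e-07) and FAP by 5.11 (standard error 0.363, edgeR adjusted p = 8.87e-08). ACTA2 rose by 4.22 (standard error 1.47, edgeR adjusted p = 0.0483) from an uneven level of 89.9 ± 196 CPM in endothelial-like cells, and by 7.00 without dog 3. It was not called without dog 1, 2, 4 or 5, with an edgeR adjusted p of 0.111, 0.0653, 0.111 and 0.069, nor with DESeq2, filterByExpr or library-size scaling (2.74e-10 to 0.125 over its alternatives). The 5 genes were higher in the fibroblast-like cells of 5 of 5 dogs.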

Top features conserved in fibroblasts included *VCAN*, *COL6A1*, and *LUM*, while key features such as *FAP* and *ACTA2* were also conserved. 

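HYAL2 (ENSCAFG00000010657) stood at 16.0 ± 16.4 CPM in endothelial-like and 0.879 ± 1.36 in fibroblast-like cells (SD, n = 5 dogs), a log2 fold change of -3.95 (standard error 0.852, edgeR adjusted p = 0.00294). NOTCH1 (ENSCAFG00000019633) differed by -3.40 (standard error 0.545, edgeR adjusted p = 0.000249), and both were lower in the fibroblast-like cells of 5 of 5 dogs. NOTCH4 (ENSCAFG00000000791) had 0 of 5373097 UMIs in fibroblast-like cells. In plain CPM of the counts summed over the 5 dogs, this allows up to 0.558, against 14.3 in endothelial-like cells, at least 25.6-fold higher. On the TMM scale endothelial-like cells had 12.5 ± 7.41 CPM.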

Interesting discrepancies included the expression of *HYAL2* and *NOTCH* as defining features in human endothelial cells, but nonsignificant in canine endothelial cells.

Completion of the same analysis on plasmacytoid DCs and cDC2s revealed *TCF4* to be enriched in pDCs and *BATF* expression enriched in cDC2s, which is consistent with human literature (Fig. 9c, Supplementary Data 7)^29^. 

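The pDC-like and cDC2-like cells were compared in 4 dogs, with 11 to 122 cells in each sum. Of 8237 genes tested, 1563 were called, 546 of them higher in pDC-like cells. Library-size scaling moved the median of all genes by 0.32 (log2) and the higher share of the calls from 34.9% to 54.6%. TCF4 (ENSCAFG00000000140) rose from 69.7 ± 23.2 to 484 ± 59.2 CPM (SD, n = 4 dogs), a log2 fold change of 2.82 (standard error 0.250, edgeR adjusted p = 3.64e-08), in 4 of 4 dogs. No gene is listed under the symbol BATF, so it was not tested. Of the 93 genes that the paper's table gives for these same dogs, 93 were called in the same direction here.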

An intriguing distinction between species included the high expression of *GZMB* and *PTGDS* (prostaglandin D2 synthase) in human pDCs, but not in canine pDCs. 

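GZMB (ENSCAFG00000025287) was near the limit of detection, with 3 UMIs in pDC-like and 27 in cDC2-like cells of all 4 dogs. Its log2 fold change was -0.47 (standard error 1.19, edgeR adjusted p = 0.837), higher in 1 dog and lower in 2, and it changed sign without dog 6, to 0.11. A difference in either direction was not detectable at this depth. PTGDS could not be tested.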

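Mature OC-like cells were compared with CD4-negative and CD4-positive TIM-like cells pooled, in 6 dogs with 29 to 517 cells in each sum. Of 10802 genes tested, 4072 were called, 2014 of them higher in mature OC-like cells. Library-size scaling moved the median of all genes by 0.24 (log2) and the higher share of the calls from 49.5% to 62.0%. With a mitochondrial share under 5%, 2261 genes were called, and with the stricter filter of filterByExpr 2472.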

Lastly, we applied the same approach to compare mature OCs with TIMs (Fig. 9d, Supplementary Data 8). 

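CTSK (ENSCAFG00000012093) stood at 4019 ± 1958 CPM in mature OC-like and 81.6 ± 92.0 in TIM-like cells (SD, n = 6 dogs), a log2 fold change of 5.61 (standard error 0.749, edgeR adjusted p = 1.19e-05). ACP5 (ENSCAFG00000017319) rose by 6.39 (standard error 0.936, edgeR adjusted p = 3.27e-05) and ATP6V0D2 (ENSCAFG00000008749) by 6.52 (standard error 0.719, edgeR adjusted p = 1.49e-06). On the side of the TIM-like cells, LYZ (ENSCAFG00000000426) stood at 19630 ± 7798 against 140.5 ± 181 CPM, a log2 fold change of -7.12 (standard error 0.735, edgeR adjusted p = 6.93e-07). CXCL8 (ENSCAFG00000003029) differed by -5.77 (standard error 0.783, edgeR adjusted p = 1.43e-05) and OSM (ENSCAFG00000012468) by -6.96 (standard error 0.487, edgeR adjusted p = 1.87e-08). The 6 genes moved the same way in 6 of 6 dogs and were called under every alternative.

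**Figure D5:**
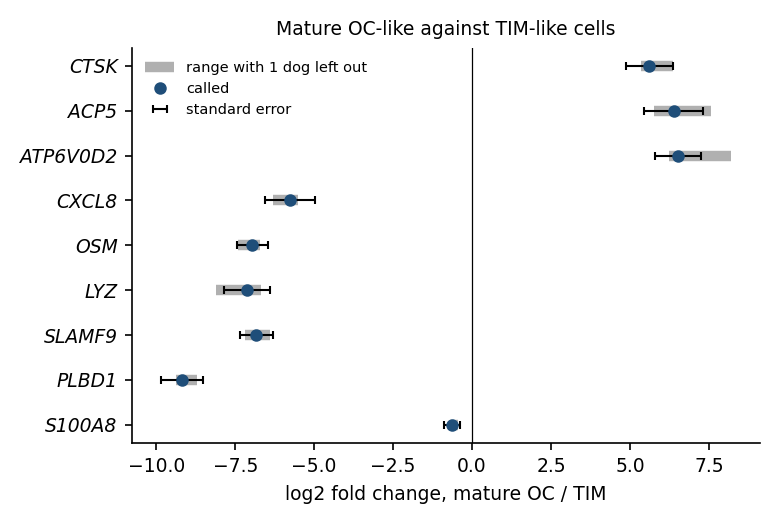
Log2 fold change of 9 genes, mature OC-like against TIM-like cells in 6 dogs. Lines are standard errors, gray bars the range when 1 dog is left out, and filled circles called genes; the values run from -9.19 (PLBD1) to 6.52 (ATP6V0D2).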

As expected, mature osteoclasts were defined by *CSTK*, *ACP5*, and *ATP6V0D2* expression, while monocytes in both species were defined by *CXCL8*, *OSM*, and *LYZ* expression. 

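SLAMF9 (ENSCAFG00000011857) stood at 626 ± 232 CPM in TIM-like and 5.80 ± 5.52 in mature OC-like cells (SD, n = 6 dogs), a log2 fold change of -6.84 (standard error 0.521, edgeR adjusted p = 3.49e-08) for the latter. PLBD1 (ENSCAFG00000013089) differed by -9.19 (standard error 0.676, edgeR adjusted p = 2.62e-08), and both were lower in the mature OC-like cells of 6 of 6 dogs. S100A8 (ENSCAFG00000017557) was abundant in both, at 4889 ± 680.2 and 3123 ± 1298 CPM. It was lower by 0.65 (standard error 0.250, edgeR adjusted p = 0.0486), in 6 of 6 dogs, just inside both thresholds. It was not called without dog 1, 2, 3, 4 or 6, with an edgeR adjusted p of 0.0984, 0.0981, 0.153, 0.105 and 0.0699, and over all alternatives its adjusted p ran from 0.00019 to 0.2. HCST could not be tested.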

Notable differences included canine monocytes exhibiting high expression of *SLAMF9* and *PLBD1*, while human monocytes had high *S100A8* and *HCST* expression. In summary, we present a comprehensive comparison of human and canine OS cell types, which suggests a high degree of consistency in cell type gene signatures across the two species, however we also present evidence of distinct transcriptional programs in pDCs, mast cells, and monocytes.

## Discussion

In the present study, we completed a comprehensive analysis of canine osteosarcoma (OS) using single-cell RNA sequencing which revealed the complex network of cells within the tumor microenvironment (TME). Through analysis of 6 treatment-naïve canine OS samples we were able to identify 30 distinct immune cell types, 9 unique malignant osteoblast populations, 1 cluster of fibroblasts, and 1 population of endothelial cells (Supplementary Data 1). We described the transcriptomic heterogeneity within malignant osteoblasts, identified cell types that have not been previously reported in dogs, and applied our data set to investigate the transcript abundance of widely used macrophage surface markers. Ultimately, the data presented here act as a molecular roadmap of the canine OS tumor microenvironment which provides canine specific cell type gene signatures that can be applied to guide immunological reagent development and further investigations of the canine OS TME.

Prior to this study, evidence of a conserved OS TME between humans and dogs was limited, with the most recent human-canine comparisons being presented in Mannheimer et al.^50^. To compare the human and canine OS TME more directly we obtained a publicly available scRNA-seq human OS dataset which enabled evaluation of the relative relatedness of cell types between species. The analysis revealed that lymphocytes exhibited the highest degree of conservation between species, while the gene signatures of major cell types also exhibited substantial overlap. The cell types with the most distinct transcriptional signatures included plasmacytoid dendritic cells and mast cells. These species differences could be the result of either distinct transcriptional profiles or, less interestingly, discordant annotations between species. In both datasets plasmacytoid dendritic cells (pDCs) were defined by *FLT3*, *IGHM*, and *TCF4* which suggests consistent annotation in both species^51^. Therefore, the difference in gene signatures within pDCs may represent distinct transcriptional profiles. The mast cells identified in each species were defined by *GATA2* and *MS4A2* expression, but the population had the weakest Jaccard similarity index suggesting poor conservation of gene signatures. *GATA2* (a transcription factor with implications in basophil and mast cell differentiation) and *MS4A2* (the IgE receptor found on basophils and mast cells) are not specific to mast cells, so it is possible that the cluster could instead represent basophils or possibly eosinophils^52–54^. Further functional and transcriptomic investigation of these cell populations is warranted.

Our analysis revealed the presence of many rare cell populations, including mregDCs, CD4_fh_ T cells, and IFN-TAMs, opening avenues for further investigation of these cell populations. With the caveat that transcript expression may not correlate with protein expression, we used the surfaceome reference database to identify possible surface markers for further study of these cell types^27^. In addition to antibody-based assays, the transcriptomic signatures presented here provide a reference for the application of deconvolution algorithms (such as CIBERSORTx and TIMER) when evaluating bulk RNA sequencing data obtained from canine OS samples^55,56^.

Mature regulatory dendritic cells represent a recently defined cell type which has been identified across several human tumor types, including OS^31,57^. The biological role of mregDCs is still being identified, but recent reports suggest a potential role in shaping T cell antitumor immune responses^24,25^. In our analysis, we were able to identify a *CCR7*^+^/*IL4I1*^+^/*FSCN1*^+^ dendritic cell population which closely resembles the descriptions of human mregDCs. We found that canine mregDCs express high levels of immune suppressive and costimulatory molecules, which may play a role in modulation of adaptive immune responses through communication with follicular helper and regulatory T cells. This study provides evidence that mregDCs are present in canine OS, demonstrating a conserved role within osteosarcoma across species.

The heterogeneity within the myeloid compartment of OS is an area of intense interest, in particular the role of TAMs in regulating OS biological behavior and clinical outcomes is debated^58^. To provide further context for the discrepant findings reported in the literature regarding the role of TAMs, we evaluated the transcript abundances of key macrophage markers used in human and canine analysis. Although the analysis was completed at the transcript level, we observed notable differences in the specificity of each cell type marker within given myeloid populations. Inconsistencies between TAM cell types using immunohistochemistry (IHC) could explain why some groups identify negative prognostic correlates with TAM density, while other groups report that TAM density is correlated with positive outcomes^8,9,46^. Further validation of the variability in cell type markers could be completed using refined IHC panels coupled with spatial transcriptomics. Ultimately, a better understanding of the prognostic and functional roles of myeloid cells within the TME will aid in the development of effective myeloid cell targeted therapeutics.

While the single-cell RNA reference presented here provides key insights into canine OS, the dataset is not without limitations. First, although we sampled male and female dogs across a range of ages, our dataset still only consisted of 6 dogs and may not fully represent all cell populations found in canine OS. Secondly, the tumor sample obtained from one dog (dog 6) exhibited markedly more neutrophils relative to other samples which may suggest sample contamination with blood, bone marrow, or necrotic tissue. Lastly, cellular annotations largely relied on human gene signatures due to the lack of canine specific data available. This may have exaggerated similarities between species and may have resulted in the forcing of distinct canine-specific cell types into subtypes derived from human nomenclature. Thus, the discordant findings regarding mast cell gene signatures represents an important distinction that should be investigated further and considered when using the dog as a model for human disease.

The data presented here represent a valuable resource for comparative oncology research using the canine cancer model. A major goal of this project was to make the data accessible to the greater research community and multiple avenues are provided for researchers to explore and use the dataset (see data availability statement). Our comparisons between human and canine OS revealed the conserved nature of cell type gene signatures in OS while also identifying potential differences. Overall, our analysis further supports the value of the dog as a model for human OS research and provides an important reference dataset to advance canine immuno-oncology research.

## Methods

### Study animals

Dogs included in the study were selected based on the presence of an appendicular primary tumor and the absence of previous therapeutic intervention. All dogs presented with radiographic evidence of OS and subsequent histopathological evaluation was completed to confirm the diagnosis. All study dogs underwent amputation of the affected limb and samples were collected for single-cell RNA sequencing processing within 30 min. The amputated limb was then submitted to the Colorado State University Veterinary Diagnostic Laboratory where representative samples of the tumor were processed for histopathologic confirmation of the clinical diagnosis. The osteosarcoma subcategorization presented in Table 1 was based on pathology reports for each sample and confirmed by a second veterinary pathologist. All studies were approved by the Colorado State University (CSU) Institutional Animal Care and Use Committee and the CSU Clinical Review Board. We have complied with all relevant ethical regulations for animal use and all dog owners provided informed consent prior to sample collection.

### Sample preparation

The amputated limb was dissected to the level of the tumor and a stainless-steel Michele trephine biopsy needle was used to obtain 3–5 biopsy cores from the tumor, targeting areas where there was an obvious mass effect and/or lysis of cortical bone. The biopsy cores were then washed with phosphate buffered saline (PBS), minced using a scalpel, and digested with collagenase type II (250 U/mL) in Hanks’ Balanced Salt Solution (HBSS) for 45 min at 37 °C with agitation (Thermo Fisher Scientific Inc.). Samples were passed through a 70-µm cell strainer, washed with PBS, then centrifuged for 5 min at 400 rcf. Each of the separately collected biopsies were inspected to ensure the presence of viable cells (as determined using trypan blue exclusion; Thermo Fisher Scientific Inc.), then all samples with detectable live cells were pooled into 4-mL HBSS. To enrich for live cells and remove debris, the pooled cell suspension was layered onto 3-mL Ficoll Paque (Cytiva; Marlborough, MA), and centrifuged for 30 minutes at 400 rcf with acceleration at 9 and brake at 0. Following density centrifugation, the cell interface layer was collected, washed one time with PBS, and resuspended in 10-mL of Ammonium-Chloride-Potassium lysis buffer for 3–7 min at room temperature. To remove small debris and platelets, a final wash at 100 rcf for 15 min was completed. Cells were resuspended in 0.04% molecular grade BSA (Sigma-Aldrich; St. Louis, MO) in PBS, confirmed to have a viability greater than 90% (as determined using trypan blue exclusion), and transported to a Chromium iX instrument (10x Genomics; Pleasanton, CA) for cell capture. All samples were captured within 30 min of preparation.

### Library preparation and sequencing

Single cells were isolated and tagged with molecular barcodes using a Chromium iX instrument with a target of 5000 cells per sample. Two of the six dogs (dogs 1 and 2) had two samples processed each with a 5000-cell target, for a total target of 10,000 cells for dogs 1 and 2. Single cells were processed using a Chromium Next GEM Single Cell 3ʹ v3.1 Kit and a standard Illumina library dual index library construction kit (10x Genomics). Sample quality was analyzed using a LabChip (PerkinElmer; Waltham, MA) and submitted for sequencing on an Illumina NovaSeq 6000 sequencer (Novogene Corporation; Sacramento, CA) with a target of 100,000 150 bp paired-end reads per cell.

### Read mapping and quantification

A Cell Ranger analysis pipeline (version 6.1.2, 10× Genomics) was utilized to process raw FASTQ sequencing data, align reads to the canine genome, and generate a count matrix. The default settings were used when running “cellranger count” and aligned to a CanFam3.1 reference (Ensembl release 104) prepared as previously described^21^.

### Data filtering and integration

For each sample, the count matrix was imported into R using the Read10X() function then converted to a Seurat object using the CreateSeuratObject() function^18^. To estimate the number of dead/poor quality cells, the percentage of reads mapping to mitochondrial chromosomes per cell (“percent.MT”) was calculated using PercentageFeatureSet() to count all reads mapped to features with the prefix “MT-“. Each object was filtered to only retain cells which met the following requirements: 200 < nFeature_RNA < 5500, percent.mt < 12.5, and 100 < nCount_RNA < 75000. Next, DoubletFinder, was used to identify and remove putative cell doublets^59^. After completing quality control filtering on each sample, all samples were normalized using SCTransform (Pearson residuals of regularized negative binomial regression) then integrated into one object using Seurat’s alignment workflow^48^. The alignment workflow consisted of (1) identification of variable features in each sample, (2) scaling data for variable features in each sample, (3) identification and filtering of conserved variable features between samples (“anchors”) using canonical correlation analysis (2000 integration anchors used), and (4) pairwise integration of the samples. During the data scaling step, we used the “percent.MT” value as latent variable in a linear regression framework to minimize the impact of mitochondrial reads on dimension reduction and integration^60^. Following data integration, the dataset was inspected and three low quality clusters (defined by low UMI counts) were identified and removed from the dataset. The filtered dataset was then divided into a list of count matrices by sample and Seurat’s alignment workflow was repeated, as the selection of variable features is potentially altered with removal of cells. Ideal clustering parameters (res = 0.8, dims = 45, n.neighbors = 40, min.dist = 0.35) were determined using the R package clustree^61^. Dimension reduction and visualization was completed, and the data were projected using 2-dimensional, non-linear uniform manifold approximation and projection (UMAP) plots.

### Subclustering analysis

For each major cell type, we subset the integrated dataset onto the population of interest to exclude all additional cells. The subset dataset was then divided into a list of count matrices by sample and Seurat’s alignment workflow was repeated as described above. In the process of repeating the integration new variable features were identified which can enhance the ability to detect rare cell types through unsupervised clustering of the reintegrated dataset. The integration, dimension reduction, and clustering parameters were as follows; tumor/stroma: integration anchors = 3000, res = 0.5, dims = 40, n.neighbors = 50, min.dist = 0.5, T cell: integration anchors = 2500, res = 0.6, dims = 40, n.neighbors = 50, min.dist = 0.3, dendritic cells: integration anchors = 2000, res = 0.3, dims = 35, n.neighbors = 50, min.dist = 0.3, and macrophage/osteoclasts: integration anchors = 2500, res = 0.6, dims = 40, n.neighbors = 40, min.dist = 0.25. During subclustering analysis additional low-quality clusters (low UMI or heterotypic doublets) were filtered out. Specifically, 3 (tumor/stroma), 1 (T cell), 0 (dendritic cells), and 1 (macrophage/osteoclasts) cluster(s) were removed from each major subset.

### Cell classification

High level cell type annotations were established using unsupervised clustering results, gene set enrichment analysis, and manual annotation based on the literature for human cell type markers^62^. Briefly, features used to identify major cell populations included *CD3E*/*CD5*/*CD7* for T cells, *CTSK*/*ACP5*/*ATP6V0D2* for osteoclasts, *CD68*/*AIF1*/*MRC1* for macrophages, *S100A12*/*CD4*/*CXCL8* for neutrophils, *COL1A1*/*ALPL*/*FAP* for tumor/fibroblasts, *FLT3*/*CD1C*/*DNASE1L3* for dendritic cells, *MS4A1*/*JCHAIN* for B cells, *ESAM*/*PLVAP*/*CD34* for endothelial cells, *TOP2A*/*H1-5*/*MKI67* for cycling cells, and *FCER1A*/*GATA2*/*MS4A2* for mast cells. In addition to the use of canonical markers, singleR and reference mapping to a canine leukocyte atlas was completed to provide support for immune cell classifications^21,63^. Further high-resolution cell identification was completed through subclustering analysis on cells within each major population (Tumor/fibroblast, macrophage/monocyte, osteoclast, dendritic cell, and T cell). Cell type gene signatures, as determined in this dataset using the FindAllMarkers() function (Wilcoxon Rank Sum test), can be found in Supplementary Data 1. In addition to the full gene signatures, we provide curated short cell type gene signatures in Supplementary Data 2 and Supplementary Table 1.

### Feature visualization

Feature expression was visualized using violin plots, feature plots, and dot plots. Selected features were chosen based on prior biological knowledge and classification of features as statistically significant using the FindAllMarkers() function. Y-axis scales for violin plots within a figure are on fixed scales. Feature plots show normalized expression for each feature on variable scales. For all feature plots, gray/light purple coloration indicates low expression and dark purple coloration indicates high expression. Dot plots use scaled expression data which depicts deviation from the average value for a gene across the cells being sampled.

### Differential gene expression analysis

Differential gene expression (DGE) analysis was completed using pseudobulk conversion followed by a DESeq2 pipeline^64^. Prior to running DESeq2, low abundance features, defined as features with less than 10 raw counts across all cells sampled, were filtered out. Features that had an adjusted *P* value of less than 0.05 (as determined using a Benjamini and Hochberg correction method) and a log2(fold change) greater than 0.58 were considered to be statistically significant^65^.

### Gene set enrichment analysis

When completing follow-up gene set enrichment analysis (GSEA) on the gene lists generated from DGE analysis, the significantly upregulated and downregulated features were processed separately. The upregulated and downregulated gene lists were used as input for evaluation using the clusterProfiler and msigdbr R packages to infer pathway activity^66,67^. Terms which reached an adjusted *P* value of 0.05 or lower (Benjamini and Hochberg correction method) were discussed as significantly enriched.

In addition to using GSEA following DGE analysis we also used the R package singleseqgset to complete GSEA on cell type clusters. The analysis used a competitive gene set enrichment test which was based on a Correlation Adjusted MEan RAnk gene set test^68^. The log2(fold change) and mean expression for every feature within each cell type was calculated and used to complete GSEA. *P* values were corrected for multiple comparisons using a false discovery rate (FDR) method and corrected *P* values were filtered to only retain terms in which at least one cell type had a value less than 0.05. The enrichment values were scaled, and the top pathways (weighted by *P* value) were plotted using a heatmap.

### Copy number variation analysis

Copy number variation (CNV) analysis was completed using CopyKAT on cells that contained more than 2000 unique molecular identifiers (UMIs)^14^. Briefly, the approach segmented the human genome into 220-kb variable genomic bins to establish a genome-wide copy number profile for each single cell at an approximate resolution of 5 Mb. Eash sample was run individually with a known normal cell population consisting of osteoclasts, neutrophils, macrophages, and T cells when inferring CNV status. Individual cell classifications were extracted from the CopyKat output files, transferred to the integrated dataset, and CNV status was visualized in the UMAP space. This approach was only used to infer if a cell was aneuploid or diploid. Individual chromosomal mutations were not evaluated due to incompatibilities of the software across species.

To supplement the CopyKAT analysis we also applied the inferCNV algorithm to the dataset which yielded similar results in terms of aneuploid and diploid classifications^15^. Briefly, the inferCNV approach was run with an ordered gene file generated using the Ensembl CanFam3.1.104 gene transfer format (.gtf) file that was used to build the reference used for alignment of the single-cell data. An infercnv object was then created using the canine gene positions with endothelial cells and macrophages selected as the “normal” reference populations. InferCNV was then run using the default settings with the recommended “cutoff” argument set to 0.1.

### Regulon activity

The python implementation of Single-Cell Regulatory Network Inference and Clustering (pySCENIC) was used to infer activity of gene regulatory networks within cell types^69,70^. To complete this analysis the gene symbols were converted from canine to human using the convert_orthologs() function from the orthogene R package^71^. During conversion, genes that had duplicate mappings in either canine or human annotations were dropped from the matrix and excluded from downstream analysis. The count matrices with converted gene symbols were loaded into SCANPY and a standard pySCENIC workflow with default settings was followed^72^. The regulatory feather files used in the analysis were obtained from https://resources.aertslab.org/cistarget/, with file names being hg38__refseq-r80__10kb_up_and_down_tss.mc9nr.feather hg38__refseq-r80__500bp_up_and_100bp_down_tss.mc9nr.feather. After predicting regulon activity with pySCENIC, regulon specificity scores (rss) were calculated using AUCell and the rss values were used to infer regulon activity in the cell types analyzed^73^.

### Cell-cell interaction inference analysis

The R package, CellChat, was used to make inferences about cell-cell interactions within the tumor microenvironment^35^. Using a list of known human receptor-ligand pairs provided through CellChat, we calculated the interaction scores (strength and weight) which represent the probability of two cells interacting. Analysis was initially completed on the final fully annotated dataset with 41 cell types and secondarily completed on a subset of only the immune cells (exclusion of the major cell types: osteoblast, cycling osteoblast, endothelial, and fibroblast). Prior to analysis the raw count matrices were extracted and the gene symbols were converted from canine to human as described in the “Regulon activity” section. Broadly the analysis evaluated the interactivity between ligand expressing cells (senders/outgoing signals) and receptor expressing cells (receivers/incoming signals). Inferences regarding potential interactivity were then made based on the law of mass action using the average expression values of receptors and ligands within cell types. Statistical enrichment of interaction networks was determined using permutation testing and an adjusted *P* value < 0.05 was used to determine significance. Following identification of enriched cell-cell interaction networks, we further classified each enriched pathway as “immune specific”, “immune related”, and “non-immune” based on reported expression patterns of receptors and ligands (Supplementary Table 2). Analysis of the immune cell subset involved further classifying a subset of interaction networks (PD-L1, CD80, and CD86) as immune regulatory.

### Human OS homology analysis

Six treatment-naive human OS samples were obtained from the NCBI GEO database accession GSE162454^12^. The count matrices reported from the previous study were loaded in as Seurat objects and were filtered using the same parameters as used to preprocess the 6 canine OS tumor samples. The human dataset was annotated using low resolution unsupervised clustering while referencing the primary article in an attempt to recreate the original annotations. Prior to integrating data across species, the raw count matrices from each dataset were extracted and canine gene symbols were converted from canine to human as described in the “Regulon activity” section. Following conversion of gene symbols, the 12 OS samples (6 human and 6 canine) were integrated into one object using the same Seurat alignment workflow described above, with the exception that 3000 variable features were selected as anchors. SCTransform normalized counts were then used to complete hierarchical clustering using the hclust() function with method set to “complete”. Subsequent cell type gene signatures were established using FindAllMarkers() and DGE analysis contrasting cell types within each species was completed within the respective dataset. The resulting cell type gene signatures were used to calculate a Jaccard similarity index, whereas the adjusted *P* values were assigned a sign (+/−) based on the log2(fold change) then the signed *P* values were used to generate scatter plots.

### Statistics and reproducibility

Raw data from a total of 8 canine scRNA-seq osteosarcoma samples were generated in this study. Two of the 8 samples were technical replicates, which were considered as one sample when completing computational analysis to retain a total of 6 biological replicates. Biological replicates were used for pseudobulk differential gene expression analysis, while cellular replicates were used for all other analysis completed in this study. Detailed descriptions of the statistical analyses and significance thresholds used in this study are provided in the respective methods section.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Reporting Summary

## Data Availability

Raw sequencing data are available on the NCBI Gene Expression Omnibus database under the accession number GSE252470. The annotated dataset is available for browsing at the UCSC Cell Browser (https://cells.ucsc.edu/?ds=canine-os-atlas)^74^, and the processed data (Seurat v4.3.0 RDS objects) are available on Zenodo (10.5281/zenodo.10666968)^75^. Results of all differential gene expression analysis and cell type gene signatures are provided in Supplementary Data files.

# Supplementary material for: Single-cell RNA sequencing reveals the cellular and molecular heterogeneity of treatment-naïve primary osteosarcoma in dogs
**Source:** Commun Biol. 2024 Apr 24;7:496. doi: 10.1038/s42003-024-06182-w
**Supplement:** Supplementary file 2 — Supplementary Information

**Supplemental Figures and Tables for, “Single-cell RNA sequencing reveals the cellular and molecular heterogeneity of treatment-naïve primary osteosarcoma in dogs”**

Running title: Canine osteosarcoma scRNA-seq reference

Dylan T. Ammons<sup>a\*</sup>, Leone S. Hopkins<sup>b</sup>, Kathryn E. Cronise<sup>a</sup>, Jade Kurihara<sup>b</sup>, Daniel P. Regan<sup>a,b</sup>, and Steven Dow<sup>a,b\*</sup>

Keywords: single-cell RNA sequencing, canine, osteosarcoma, tumor microenvironment

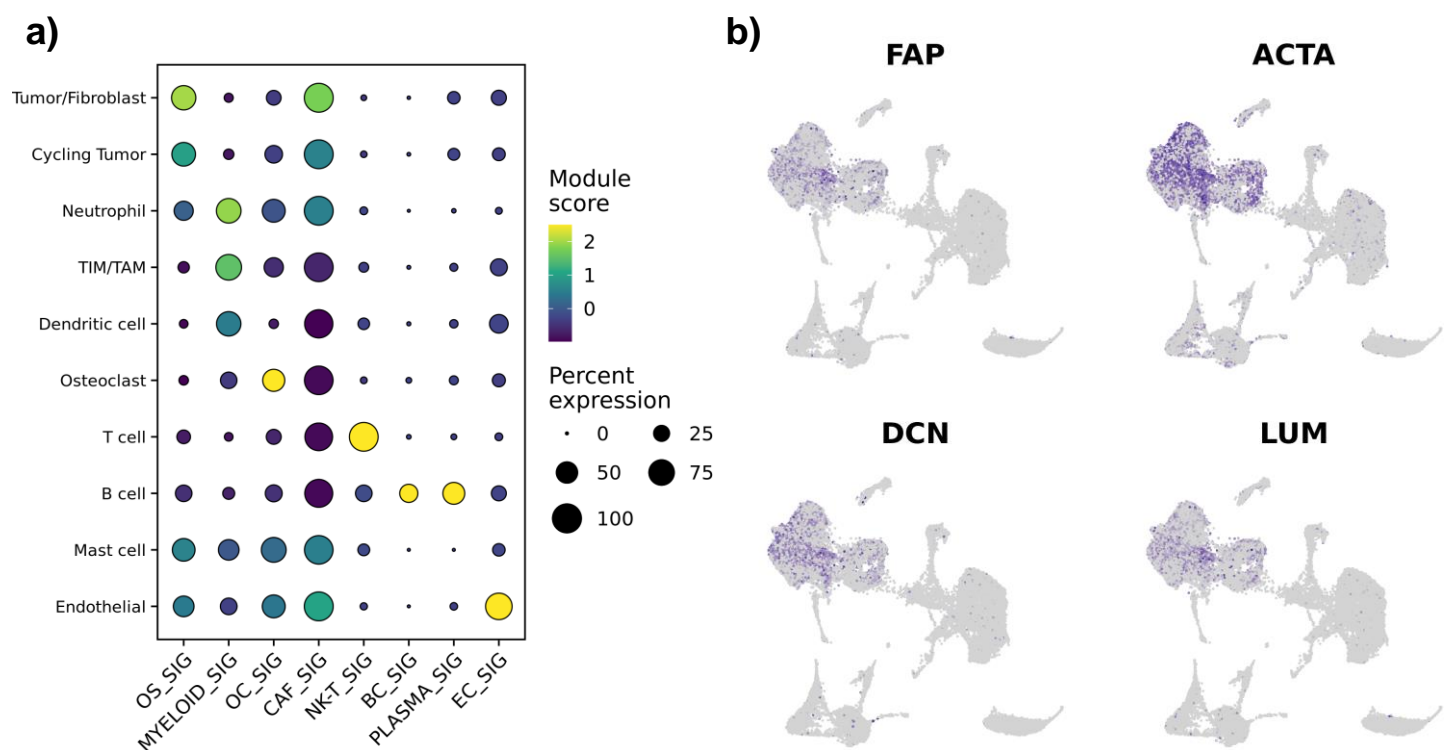

**Supplemental figure 1.** (a) Dot plot depicting the scaled module score of gene lists used to identify cell populations in human osteosarcoma datasets. (b) Feature plots depicting the log normalized counts of fibroblast related genes.

## inferCNV

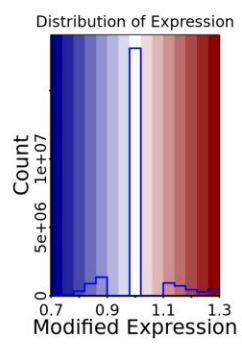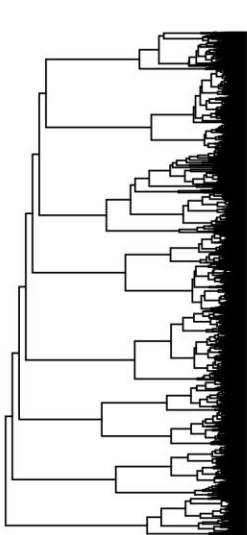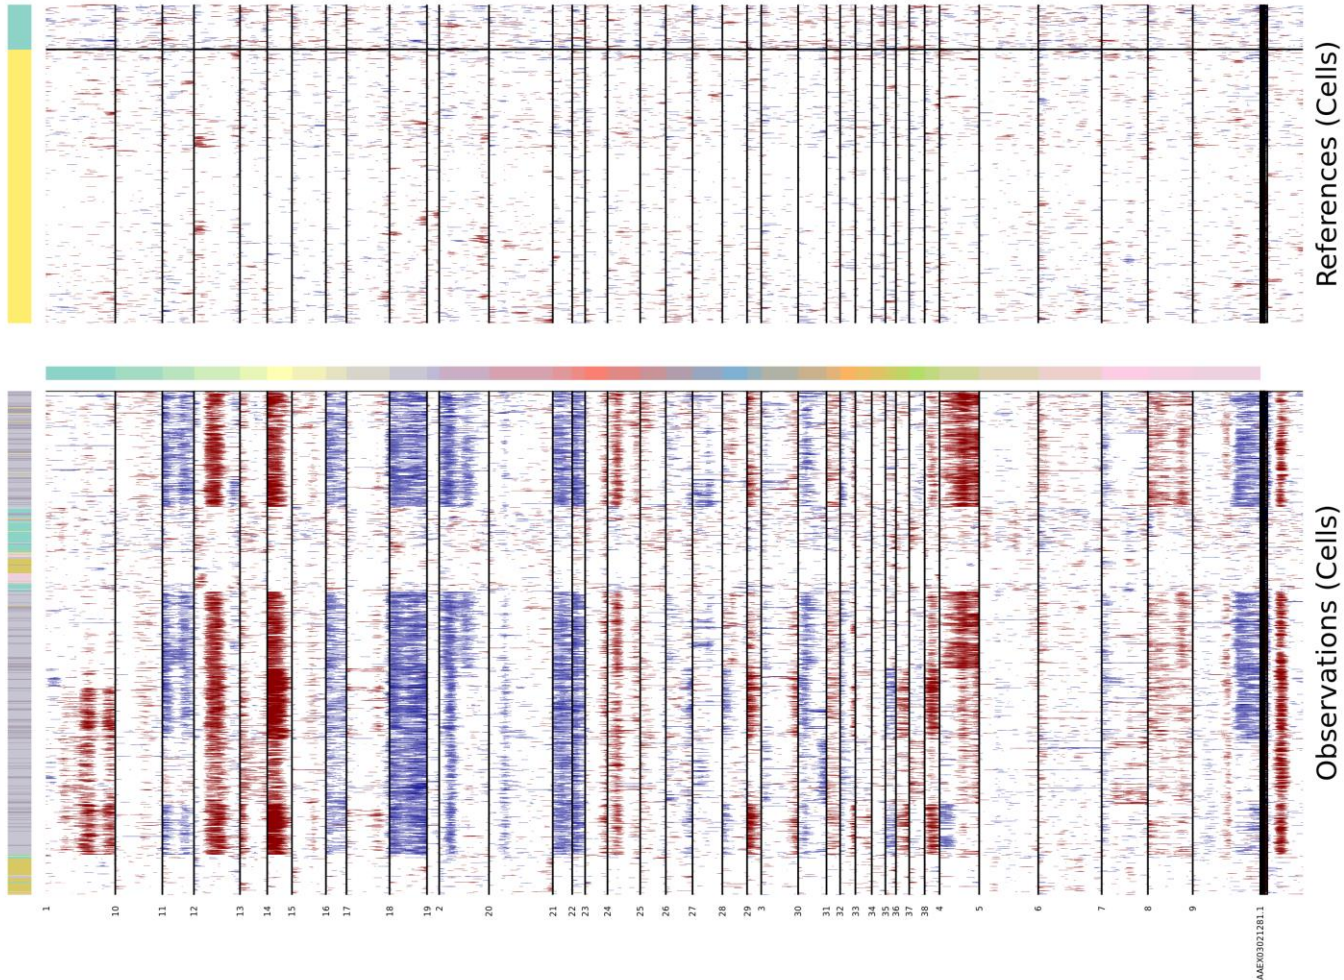

**Supplemental figure 2.** Heatmap depicting the results of inferCNV for sample Naïve 1\_1. Abbreviations: refgrp-1 = Endothelial cells, refgrp-2 = TAMs/TIMs, oc = osteoclast, dc = dendritic cell.

inferCNV

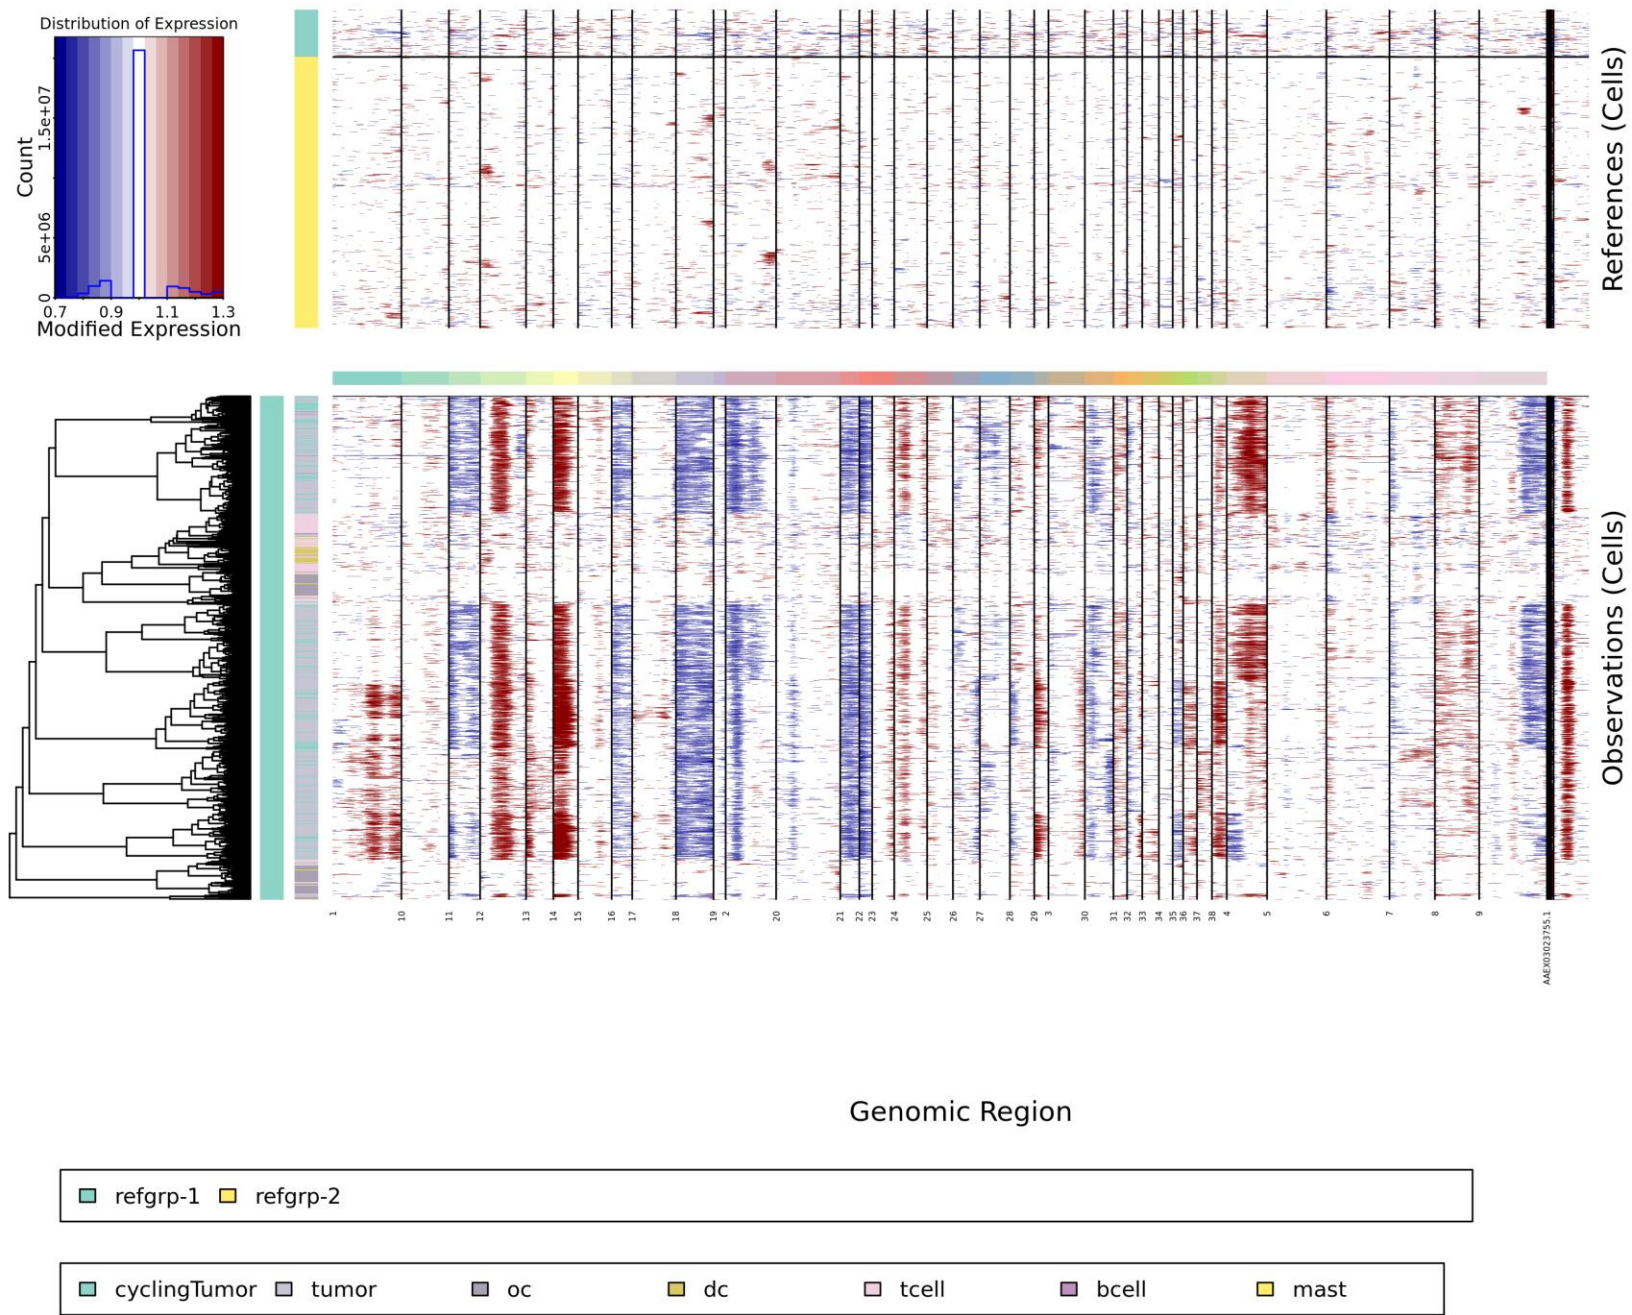

**Supplemental figure 3.** Heatmap depicting the results of inferCNV for sample Naïve 1\_2. Abbreviations: refgrp-1 = Endothelial cells, refgrp-2 = TAMs/TIMs, oc = osteoclast, dc = dendritic cell.

inferCNV

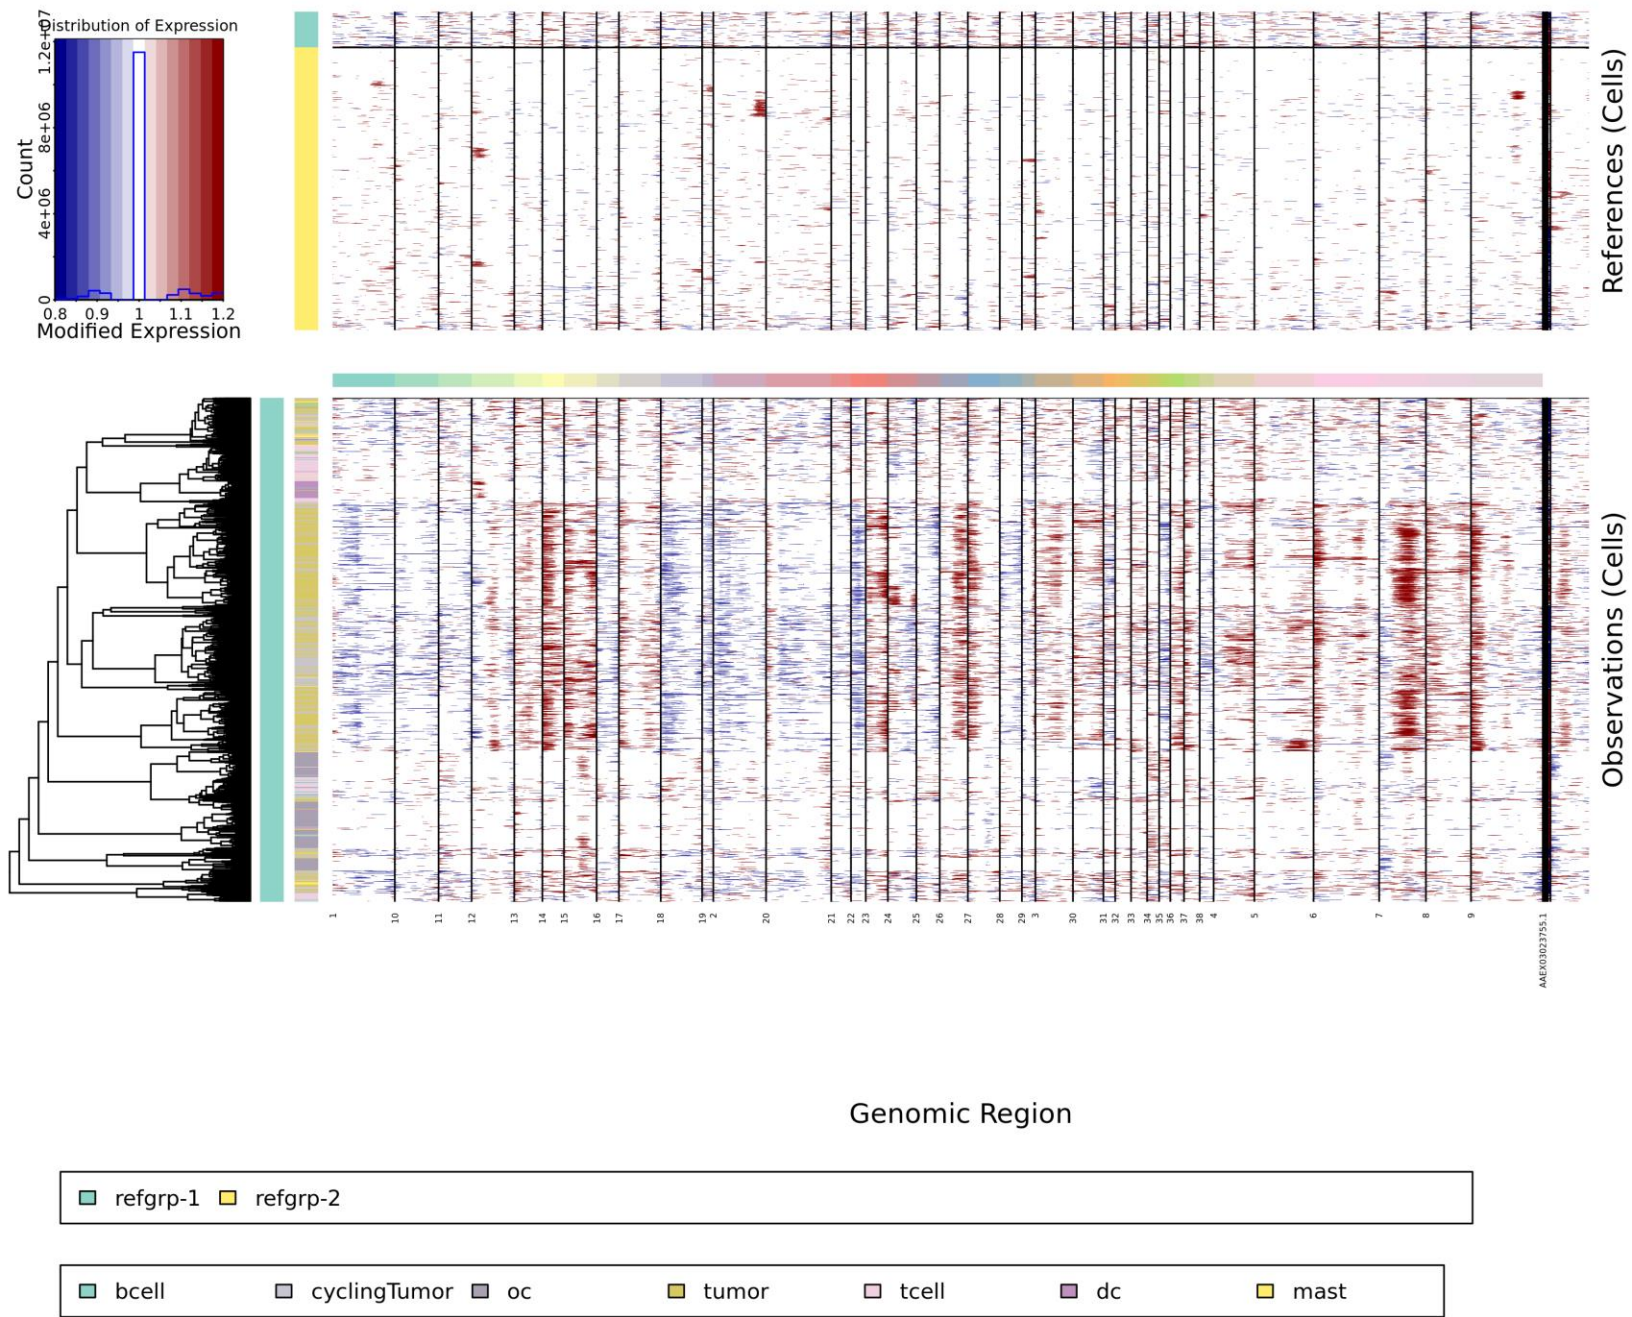

**Supplemental figure 4.** Heatmap depicting the results of inferCNV for sample Naïve 2\_1. Abbreviations: refgrp-1 = Endothelial cells, refgrp-2 = TAMs/TIMs, oc = osteoclast, dc = dendritic cell.

inferCNV

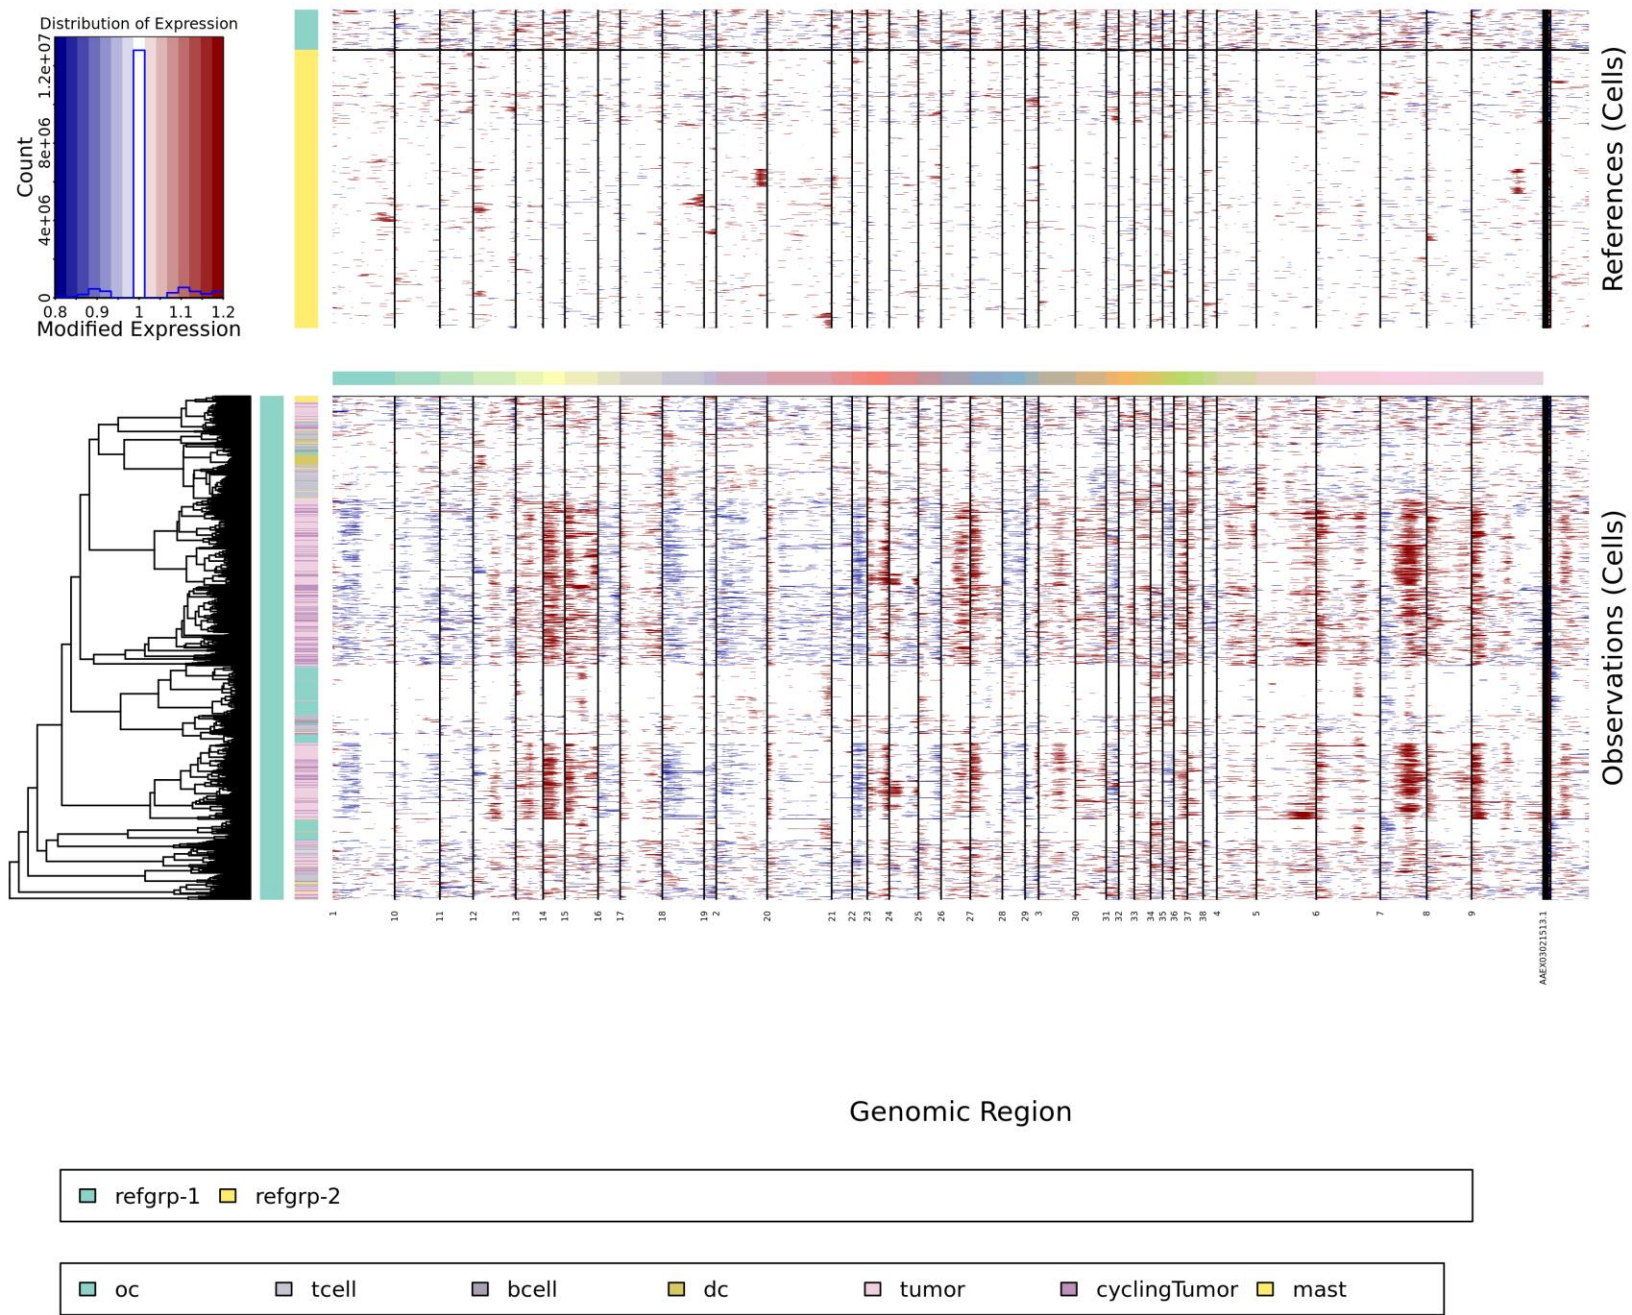

**Supplemental figure 5.** Heatmap depicting the results of inferCNV for sample Naïve 2\_2. Abbreviations: refgrp-1 = Endothelial cells, refgrp-2 = TAMs/TIMs, oc = osteoclast, dc = dendritic cell.

inferCNV

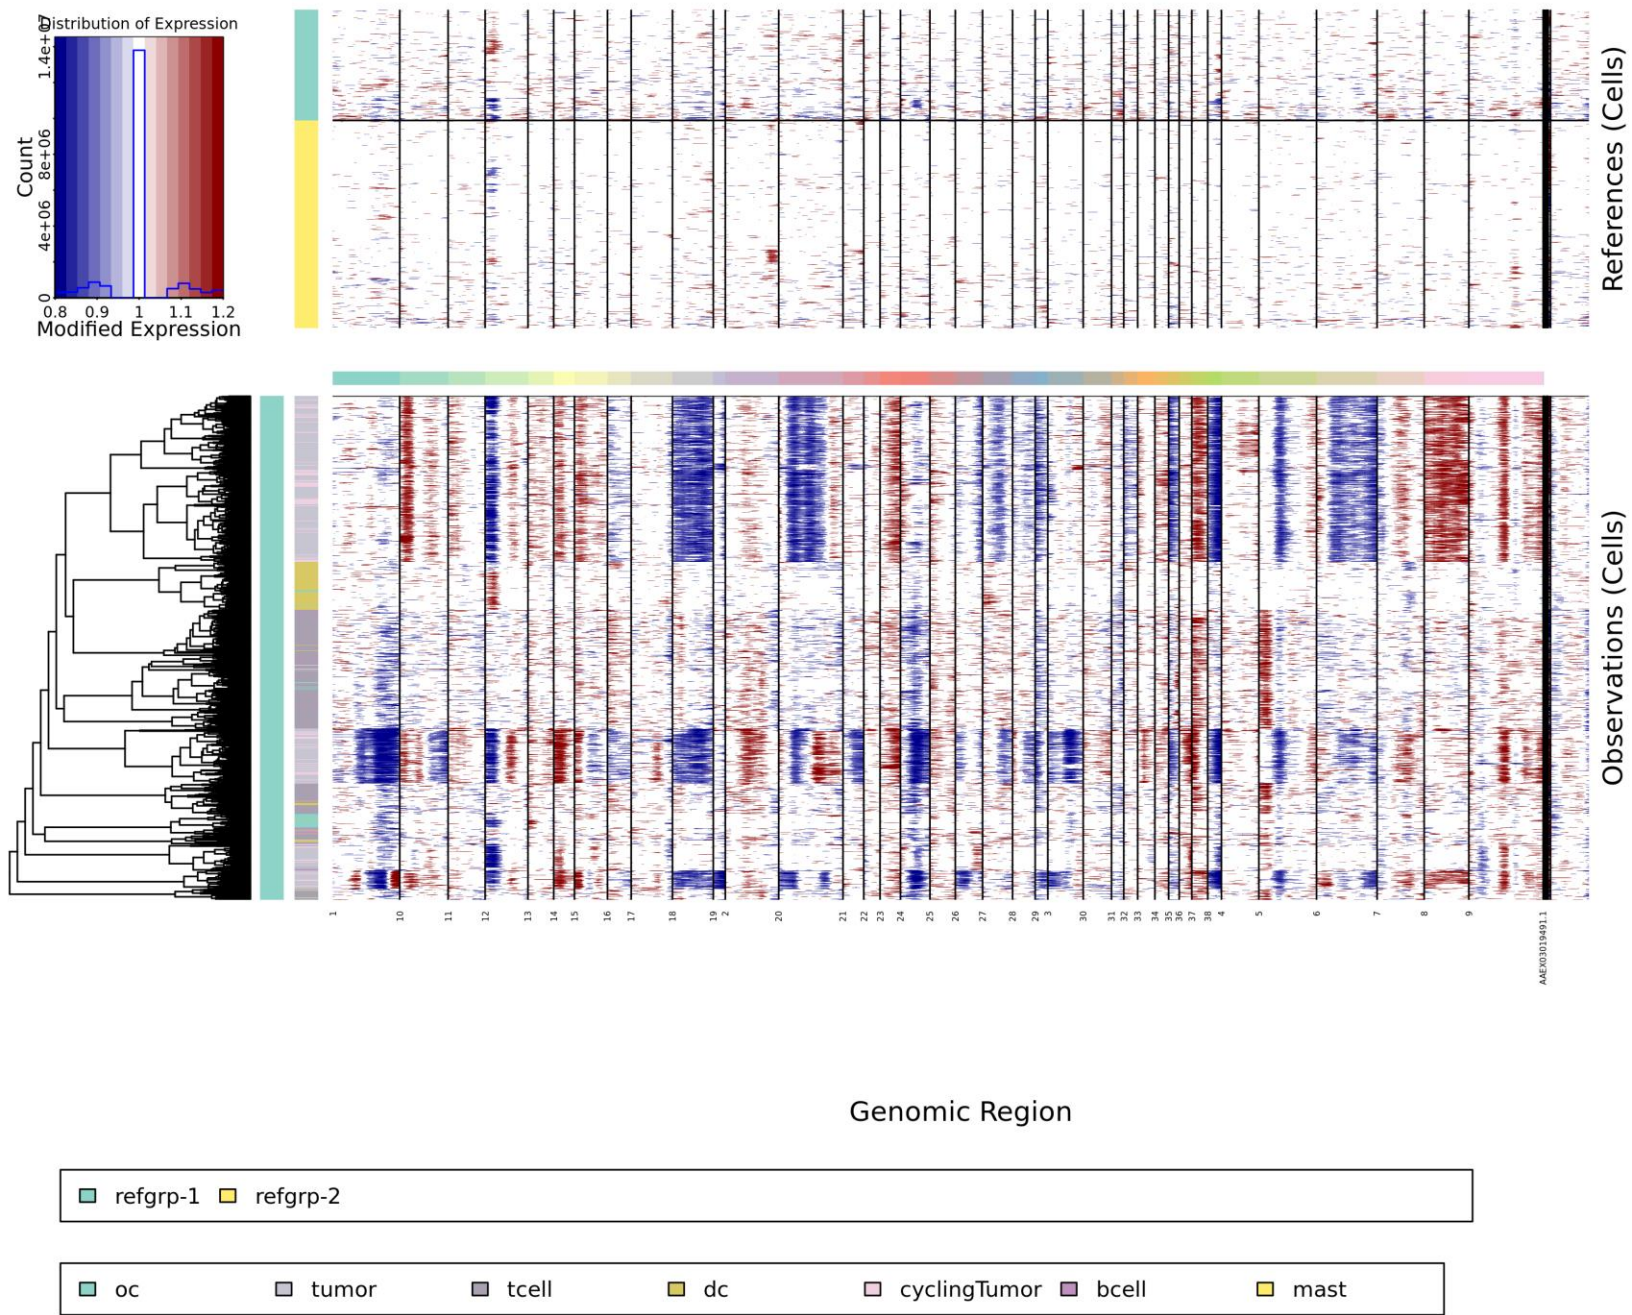

**Supplemental figure 6.** Heatmap depicting the results of inferCNV for sample Naïve 3. Abbreviations: refgrp-1 = Endothelial cells, refgrp-2 = TAMs/TIMs, oc = osteoclast, dc = dendritic cell.

inferCNV

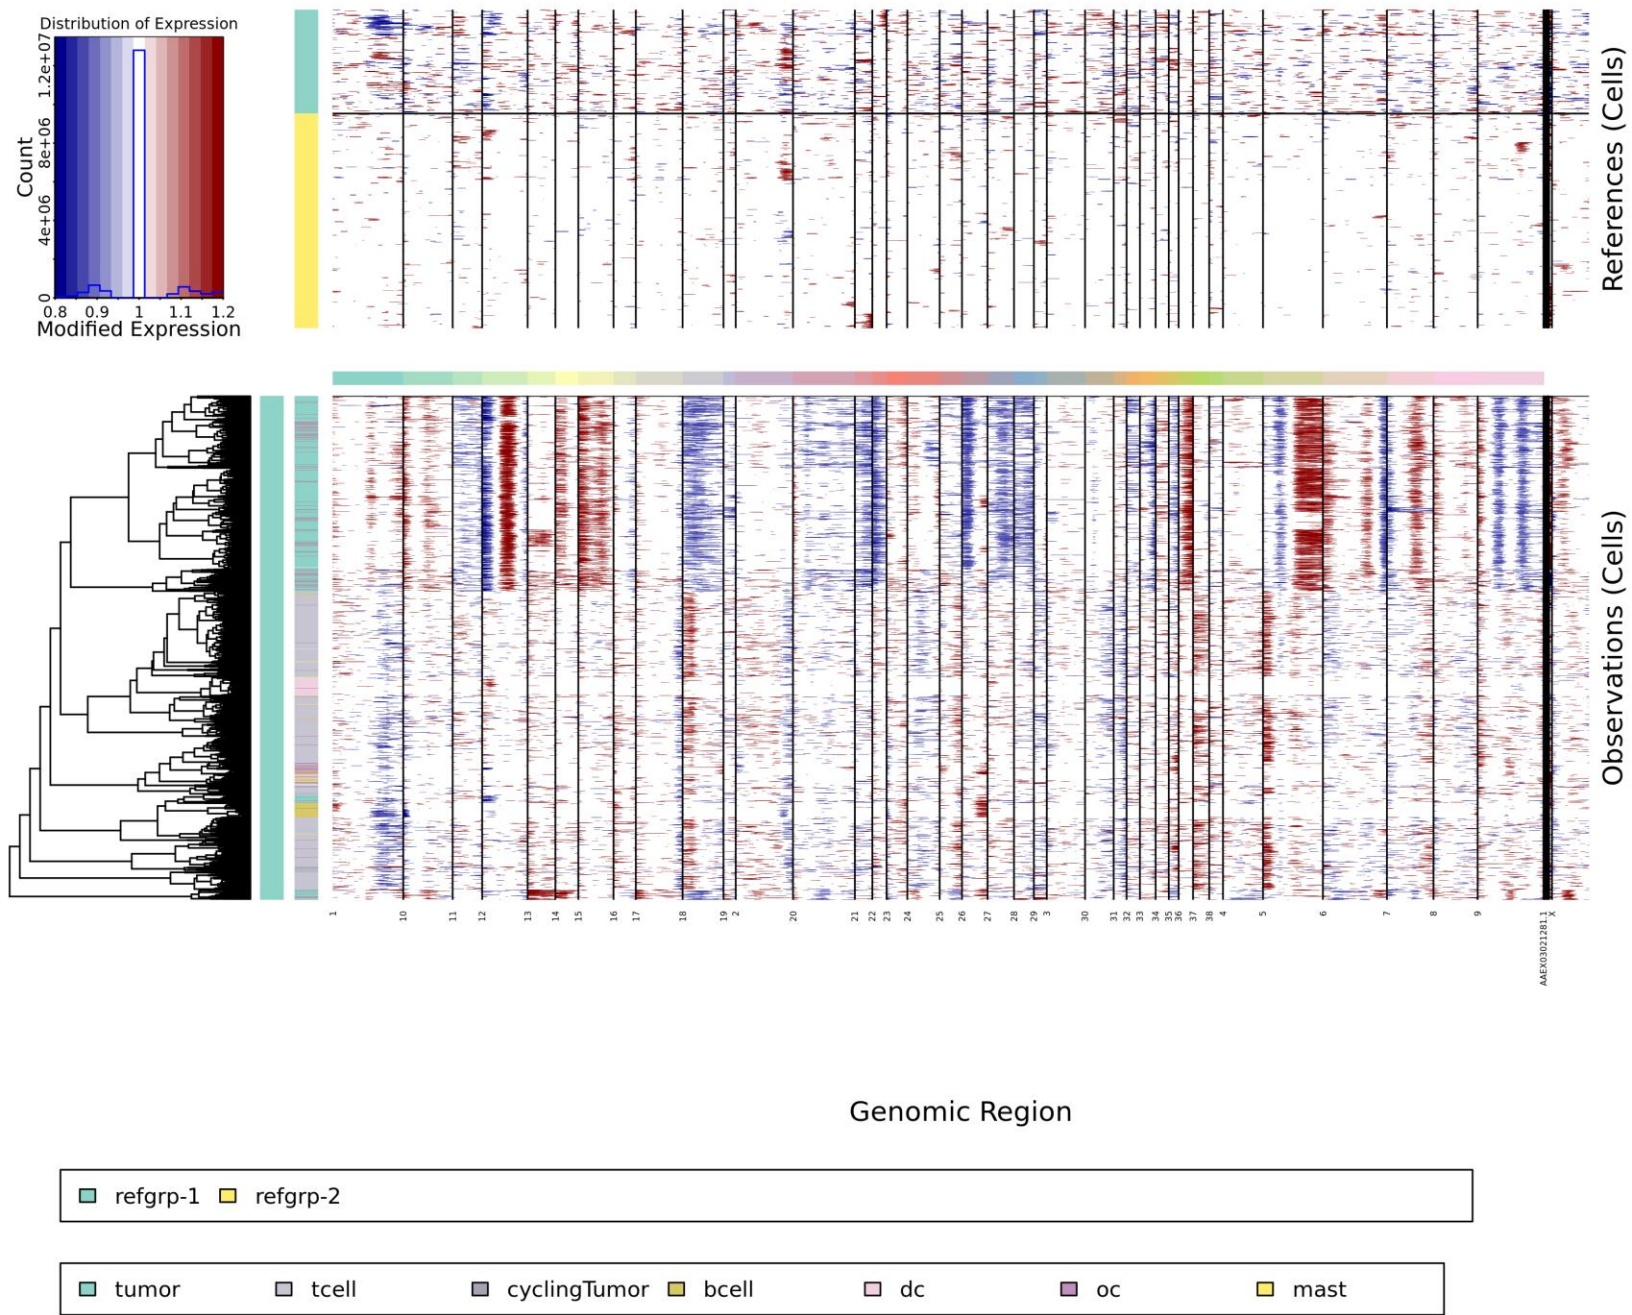

**Supplemental figure 7.** Heatmap depicting the results of inferCNV for sample Naïve 4. Abbreviations: refgrp-1 = Endothelial cells, refgrp-2 = TAMs/TIMs, oc = osteoclast, dc = dendritic cell.

Genomic Region

inferCNV

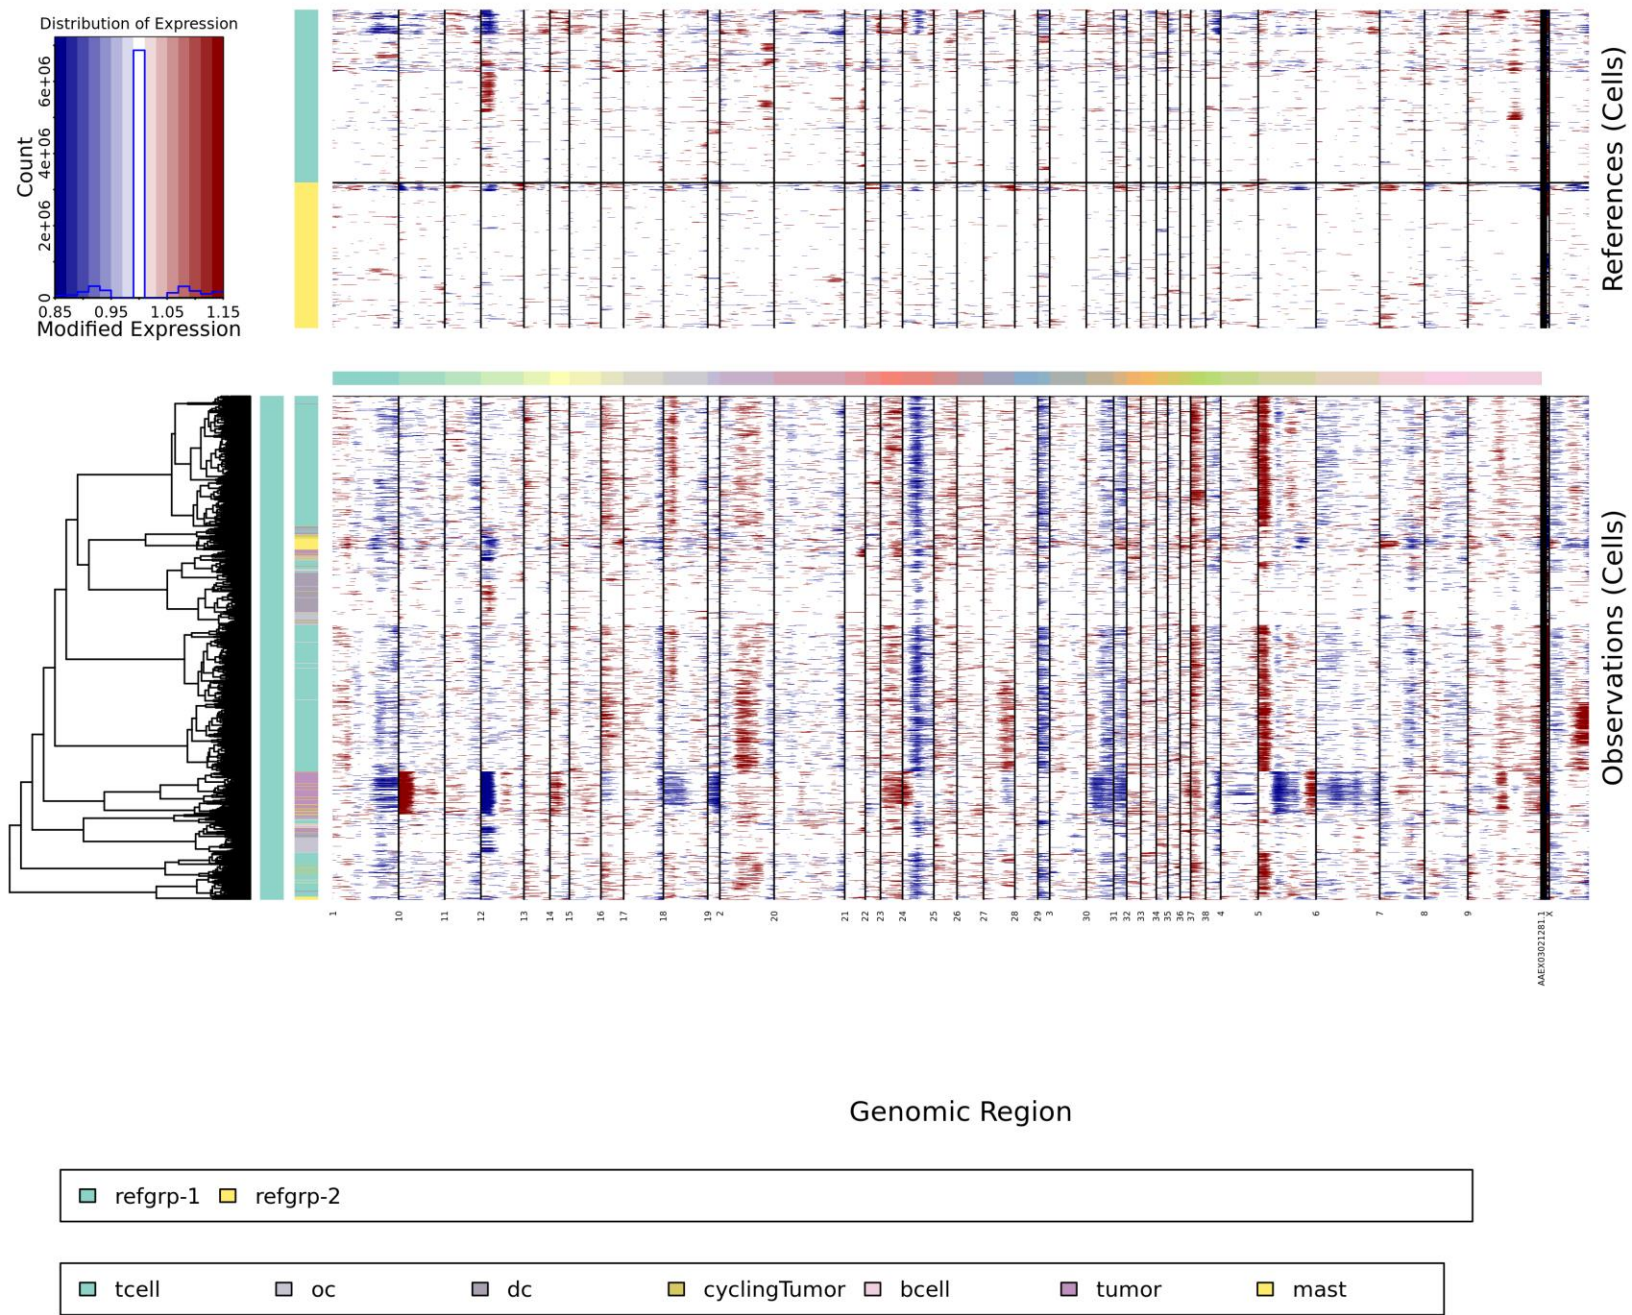

**Supplemental figure 9.** Heatmap depicting the results of inferCNV for sample Naïve 6. Abbreviations: refgrp-1 = Endothelial cells, refgrp-2 = TAMs/TIMs, oc = osteoclast, dc = dendritic cell.

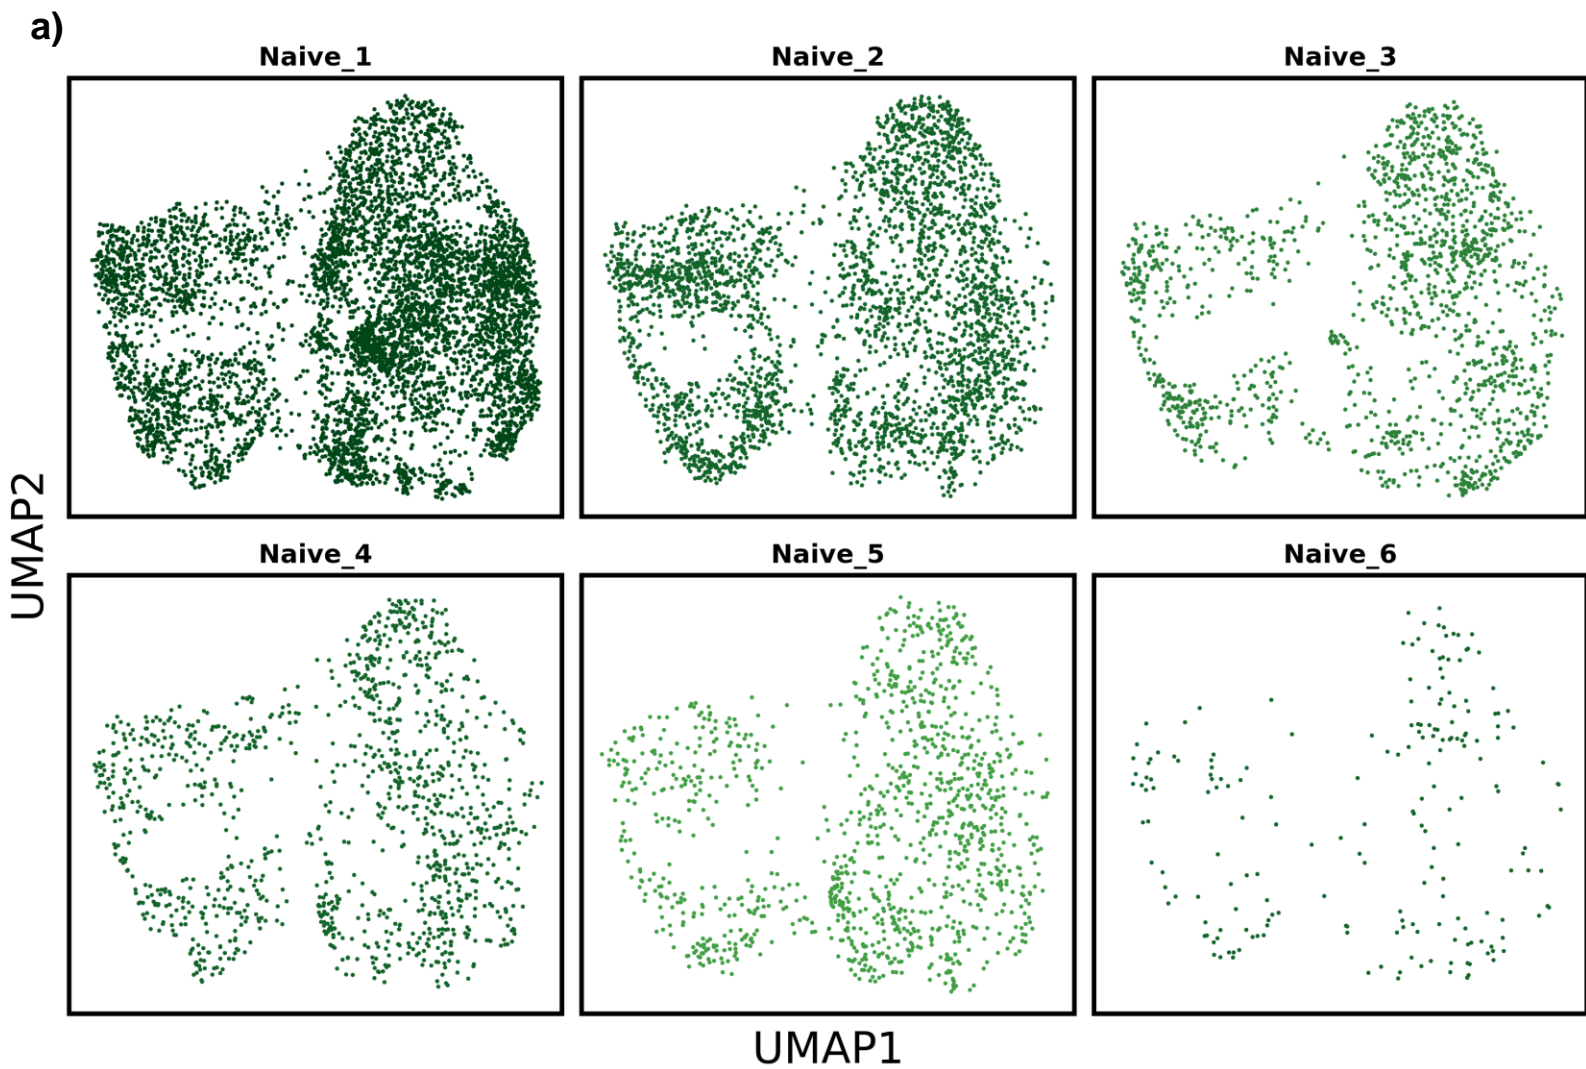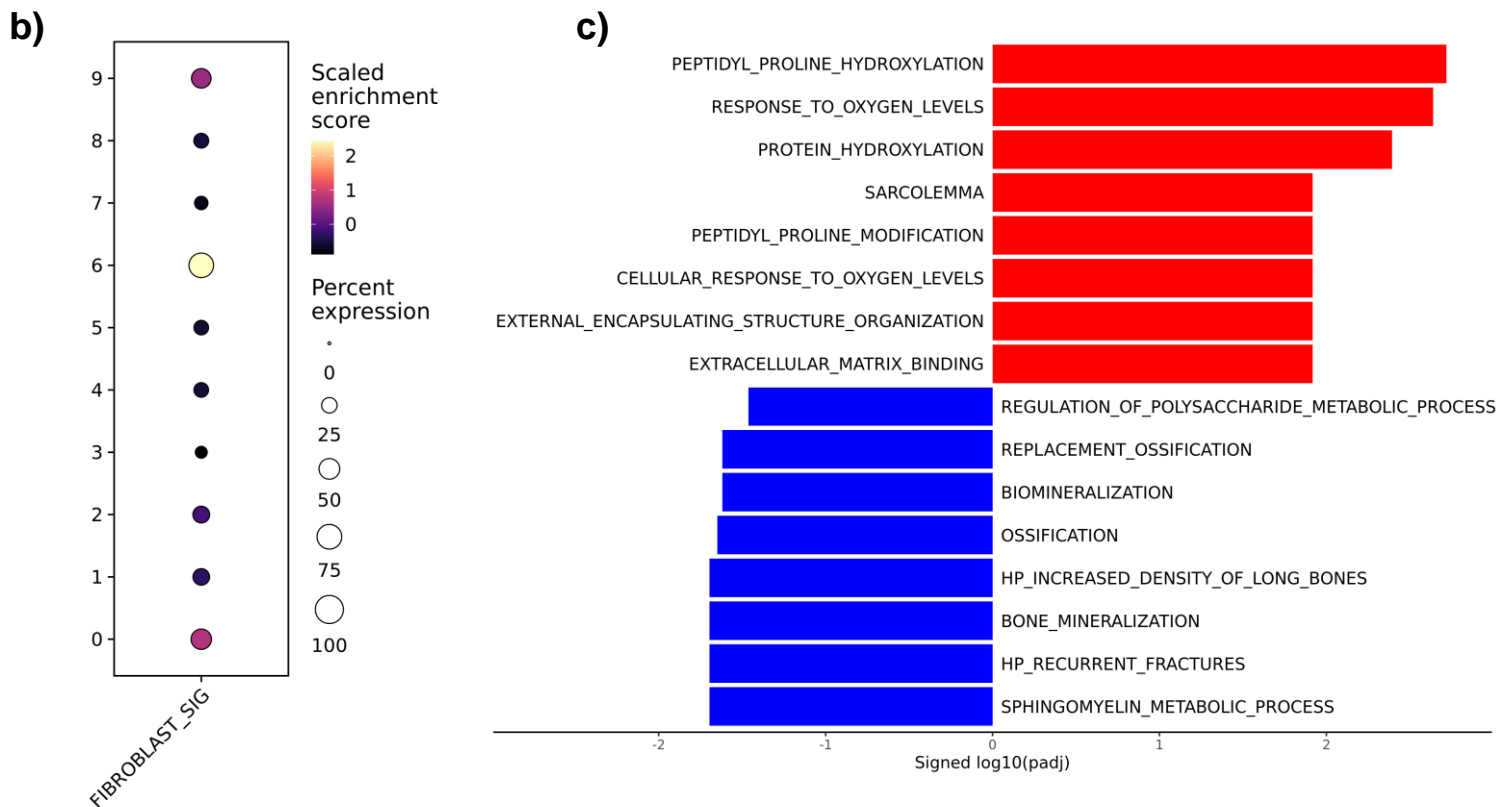

**Supplemental figure 10.** (a) UMAP faceted by dog and downsampled to depict equal numbers of cells from each dog. (b) Dot plot depicting the scaled module score of a fibroblast gene list. (c) Bar chart depicting the results of gene set enrichment analysis from the differential gene expression analysis of hypoxic osteoblasts (c4) versus non-hypoxic osteoblasts (c0, c1, c2) in Figure 2e.

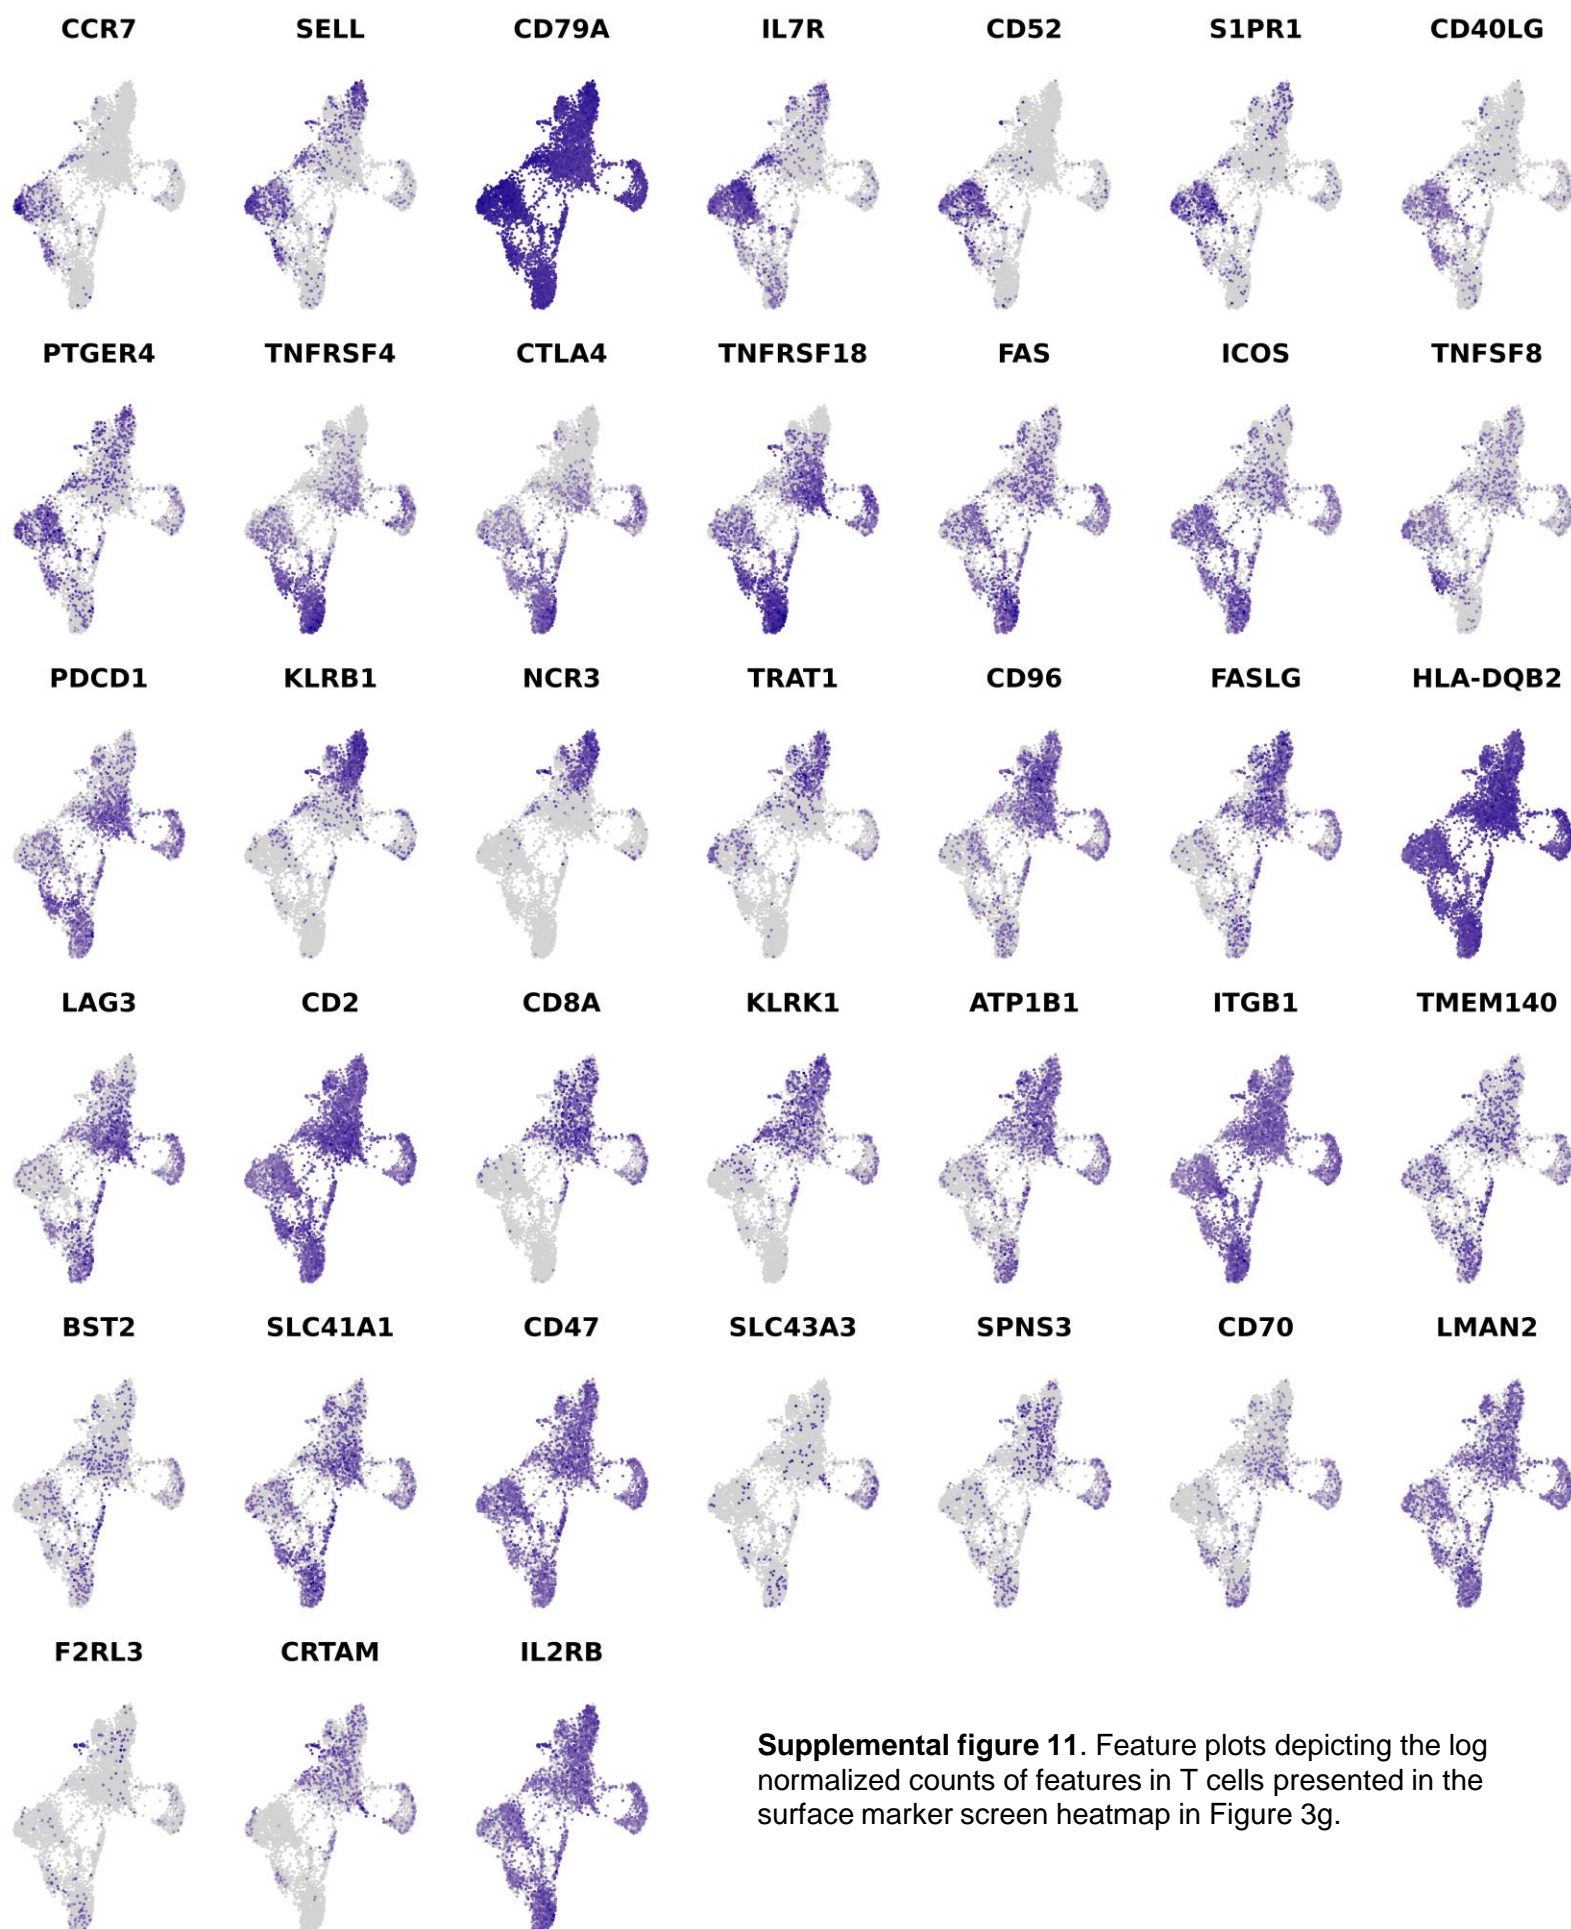

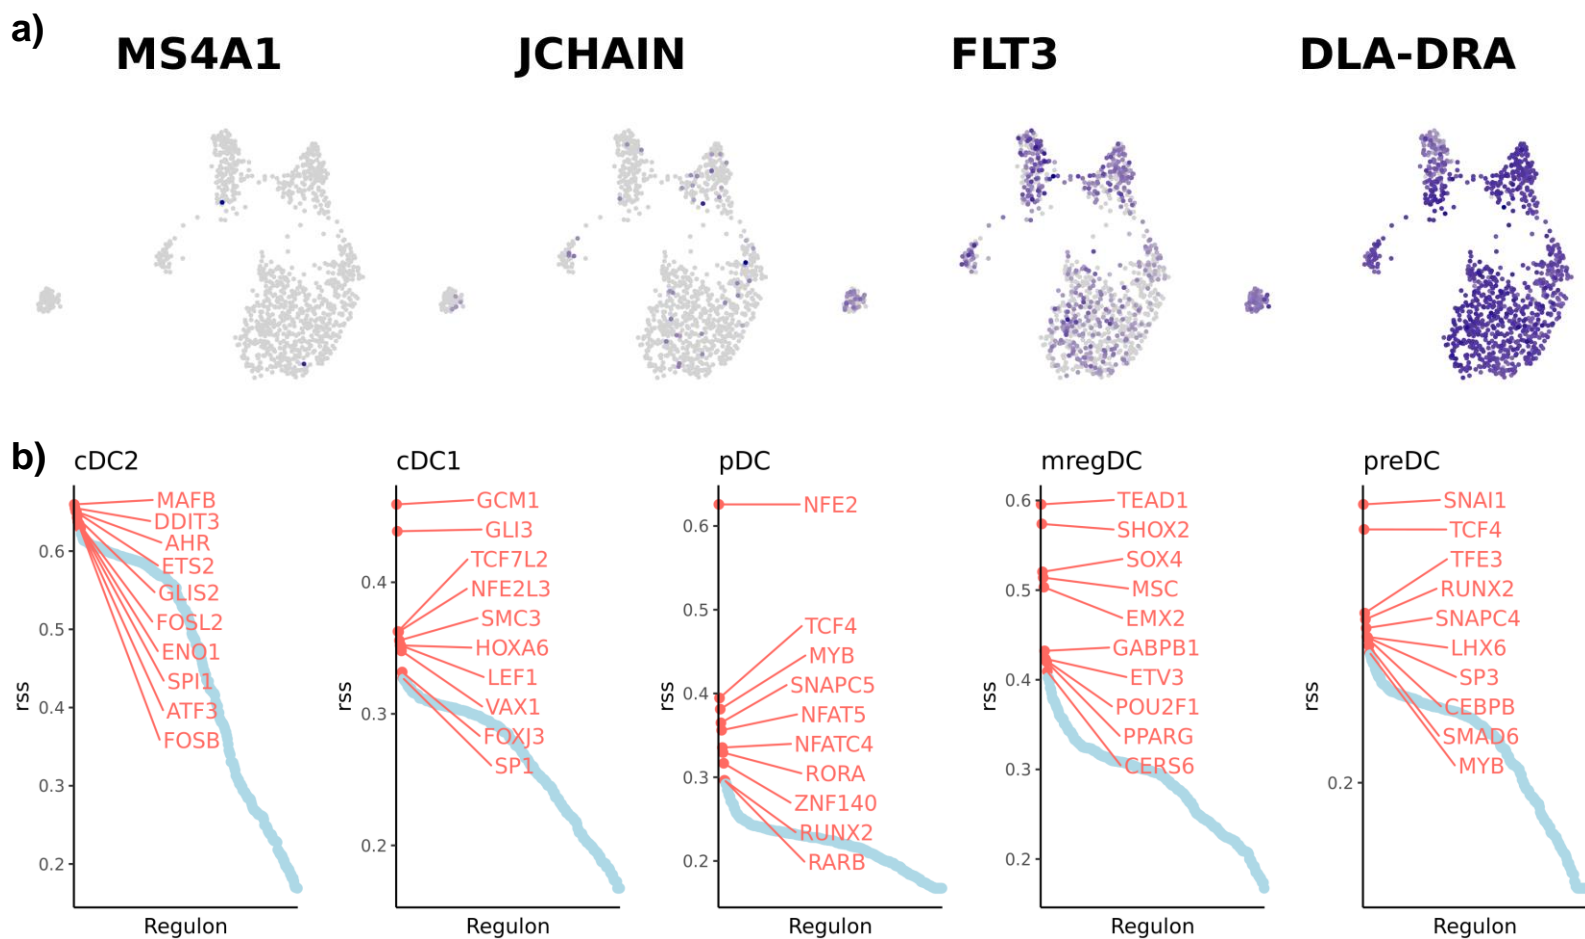

**Supplemental figure 12.** (a) Feature plots depicting the log normalized counts of B cell and dendritic cell associated features. (b) Scatter plots depicting regulon specificity score (rss) for active transcription factors in plasmacytoid dendritic cells (pDC), precursor dendritic cells (preDC), conventional DC2s (cDC2s), conventional DC1s (cDC1s), and mature regulatory DCs (mregDCs) as determined using pySCENIC.

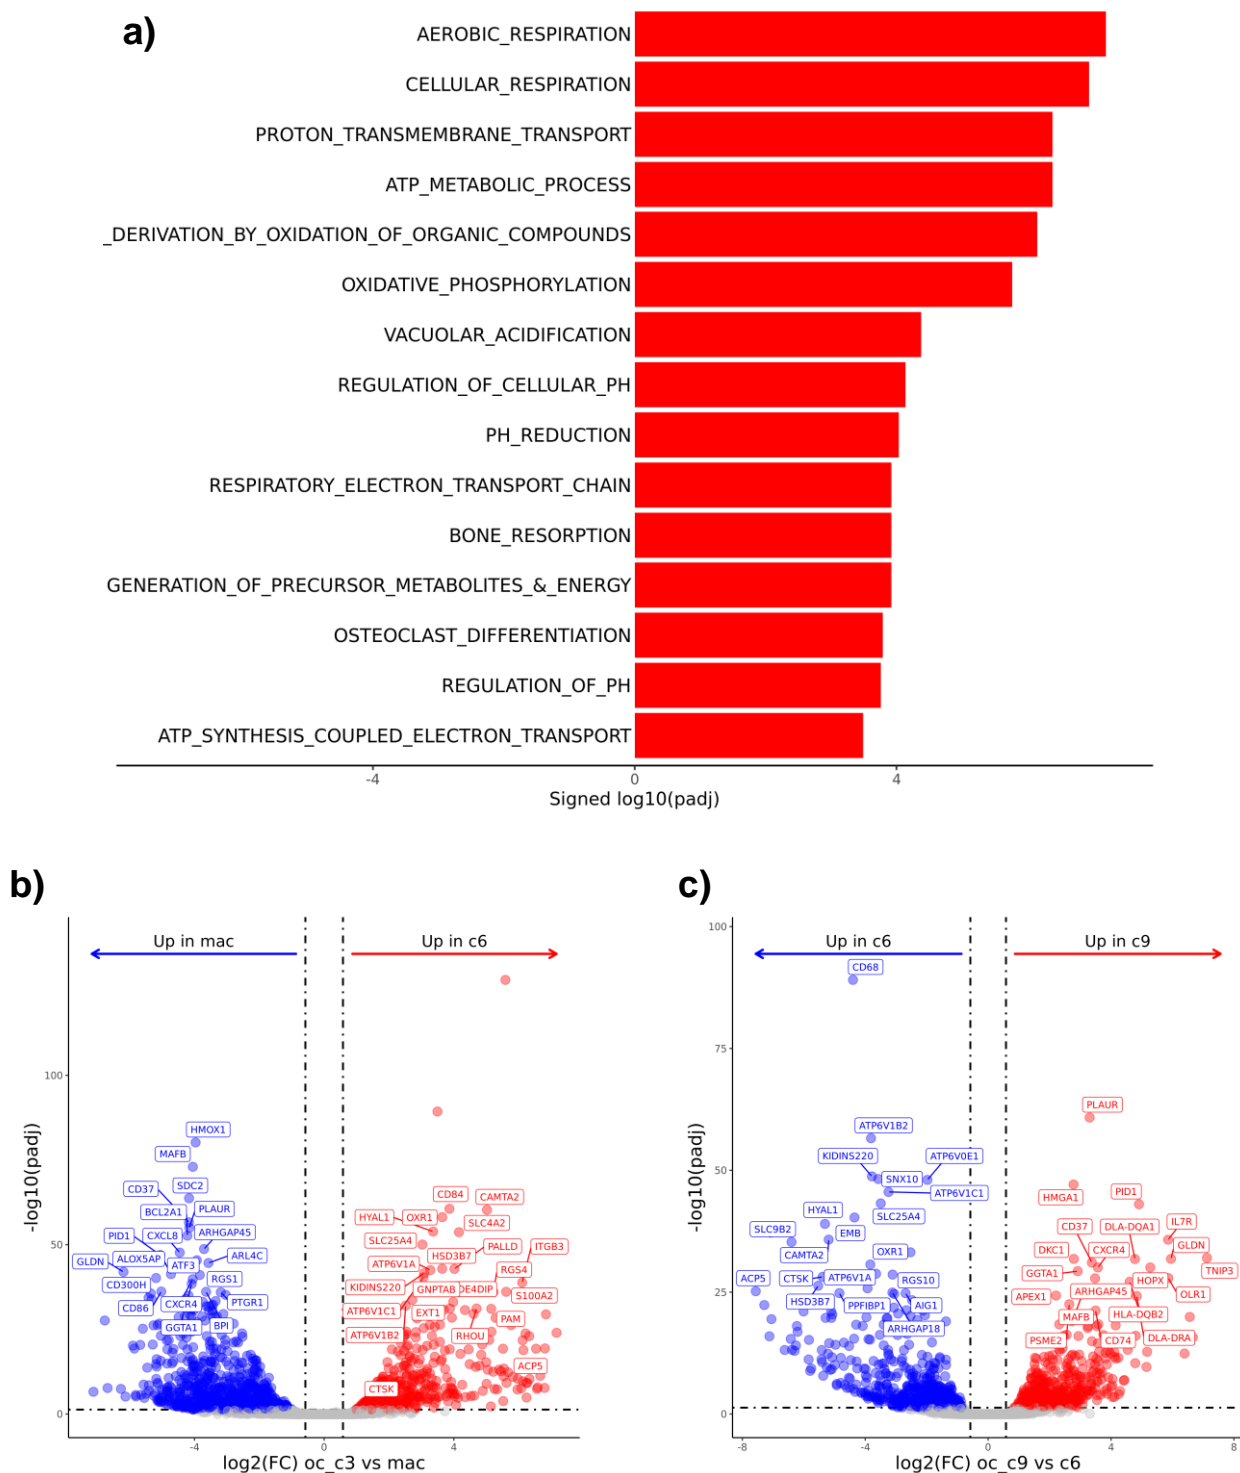

**Supplemental figure 13.** (a) Bar chart depicting the results of gene set enrichment analysis from the differential gene expression analysis Mature OC (c6) versus macrophage (c0, c1, c2, and c3) in Figure 6d. Volcano plot depicting the results of differential gene expression analysis between (b) CD320+ OCs versus macrophages (c0, c1, c2, and c3) and (c) CD320+ OCs versus Mature OCs.

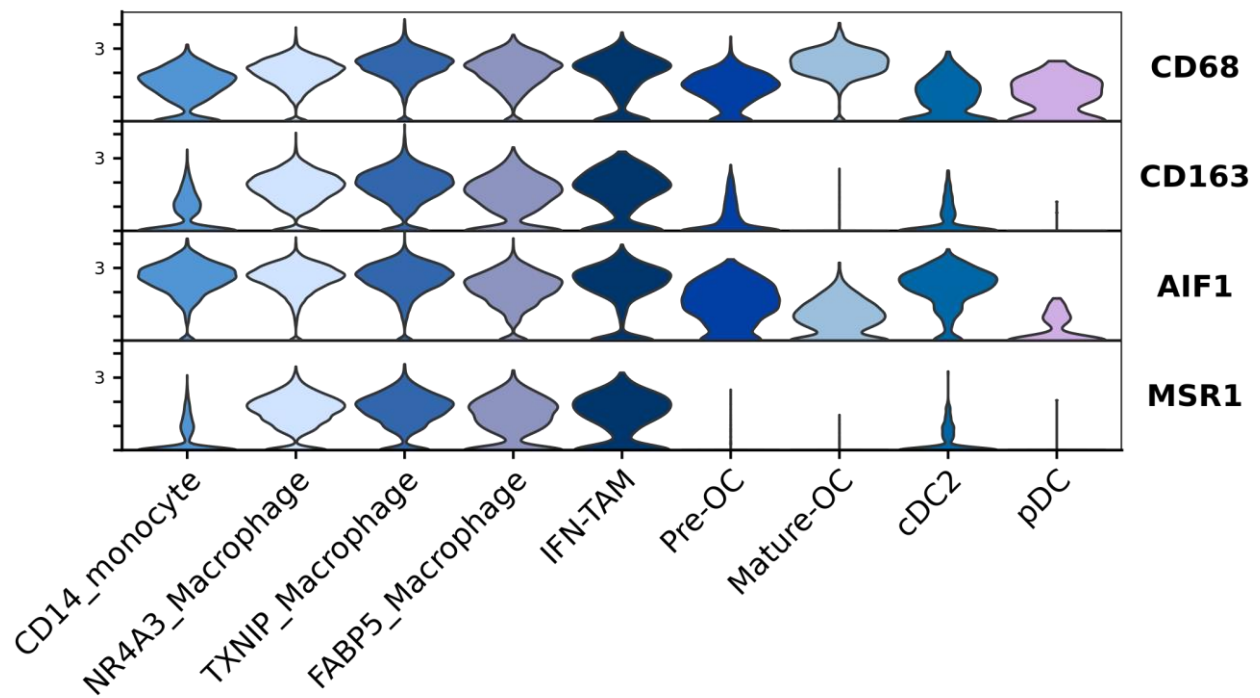

**Supplemental figure 14.** Violin plots of four immunohistochemistry (IHC) macrophage markers widely used to evaluate macrophage infiltrates in canine and human osteosarcoma. The human data is presented here.

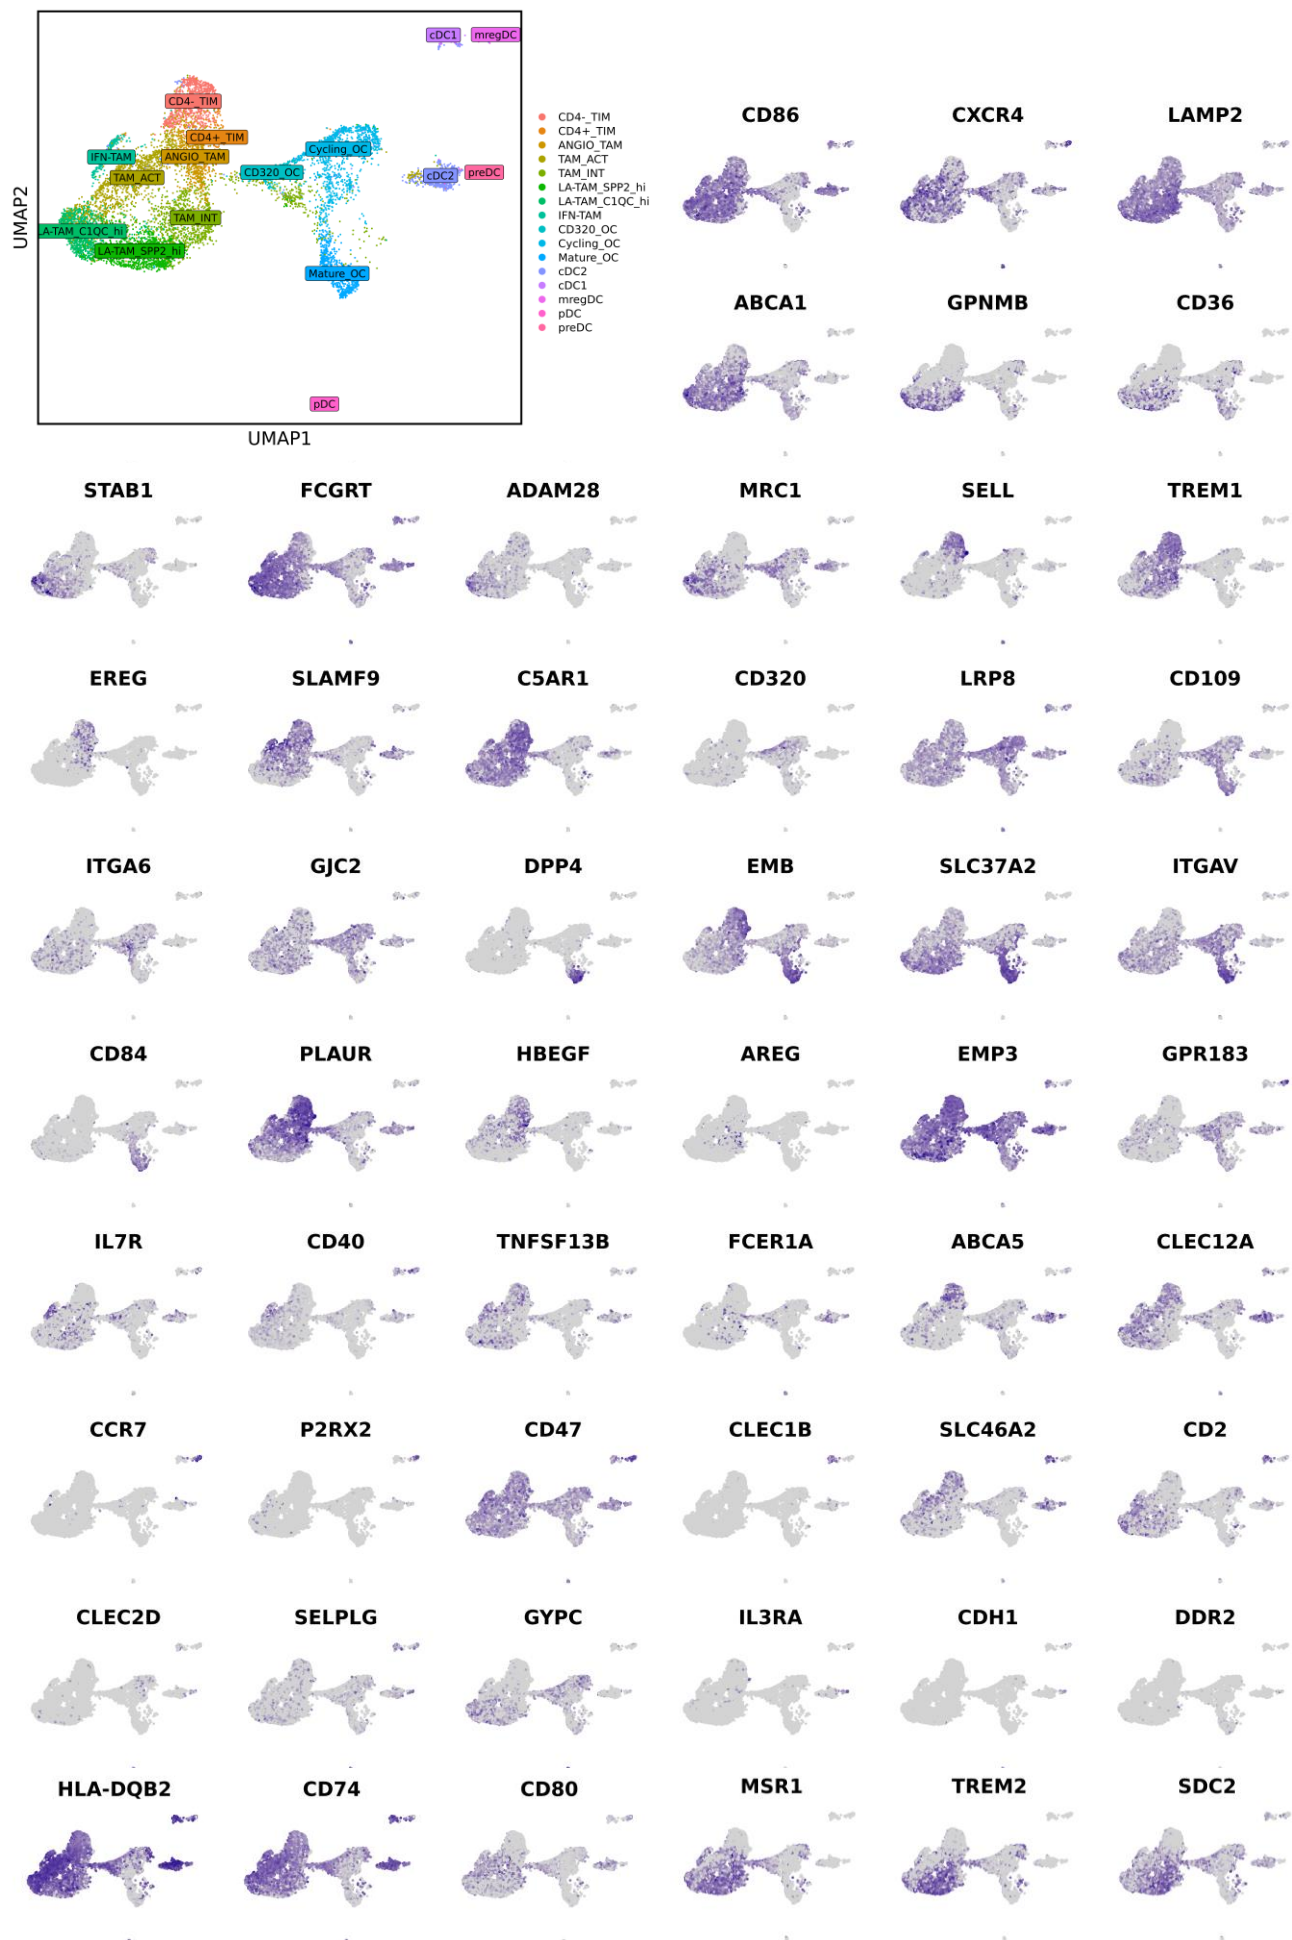

**Supplemental figure 15.** Feature plots depicting the log normalized counts of features in myeloid cells presented in the surface marker screen heatmap in Figure 7b.

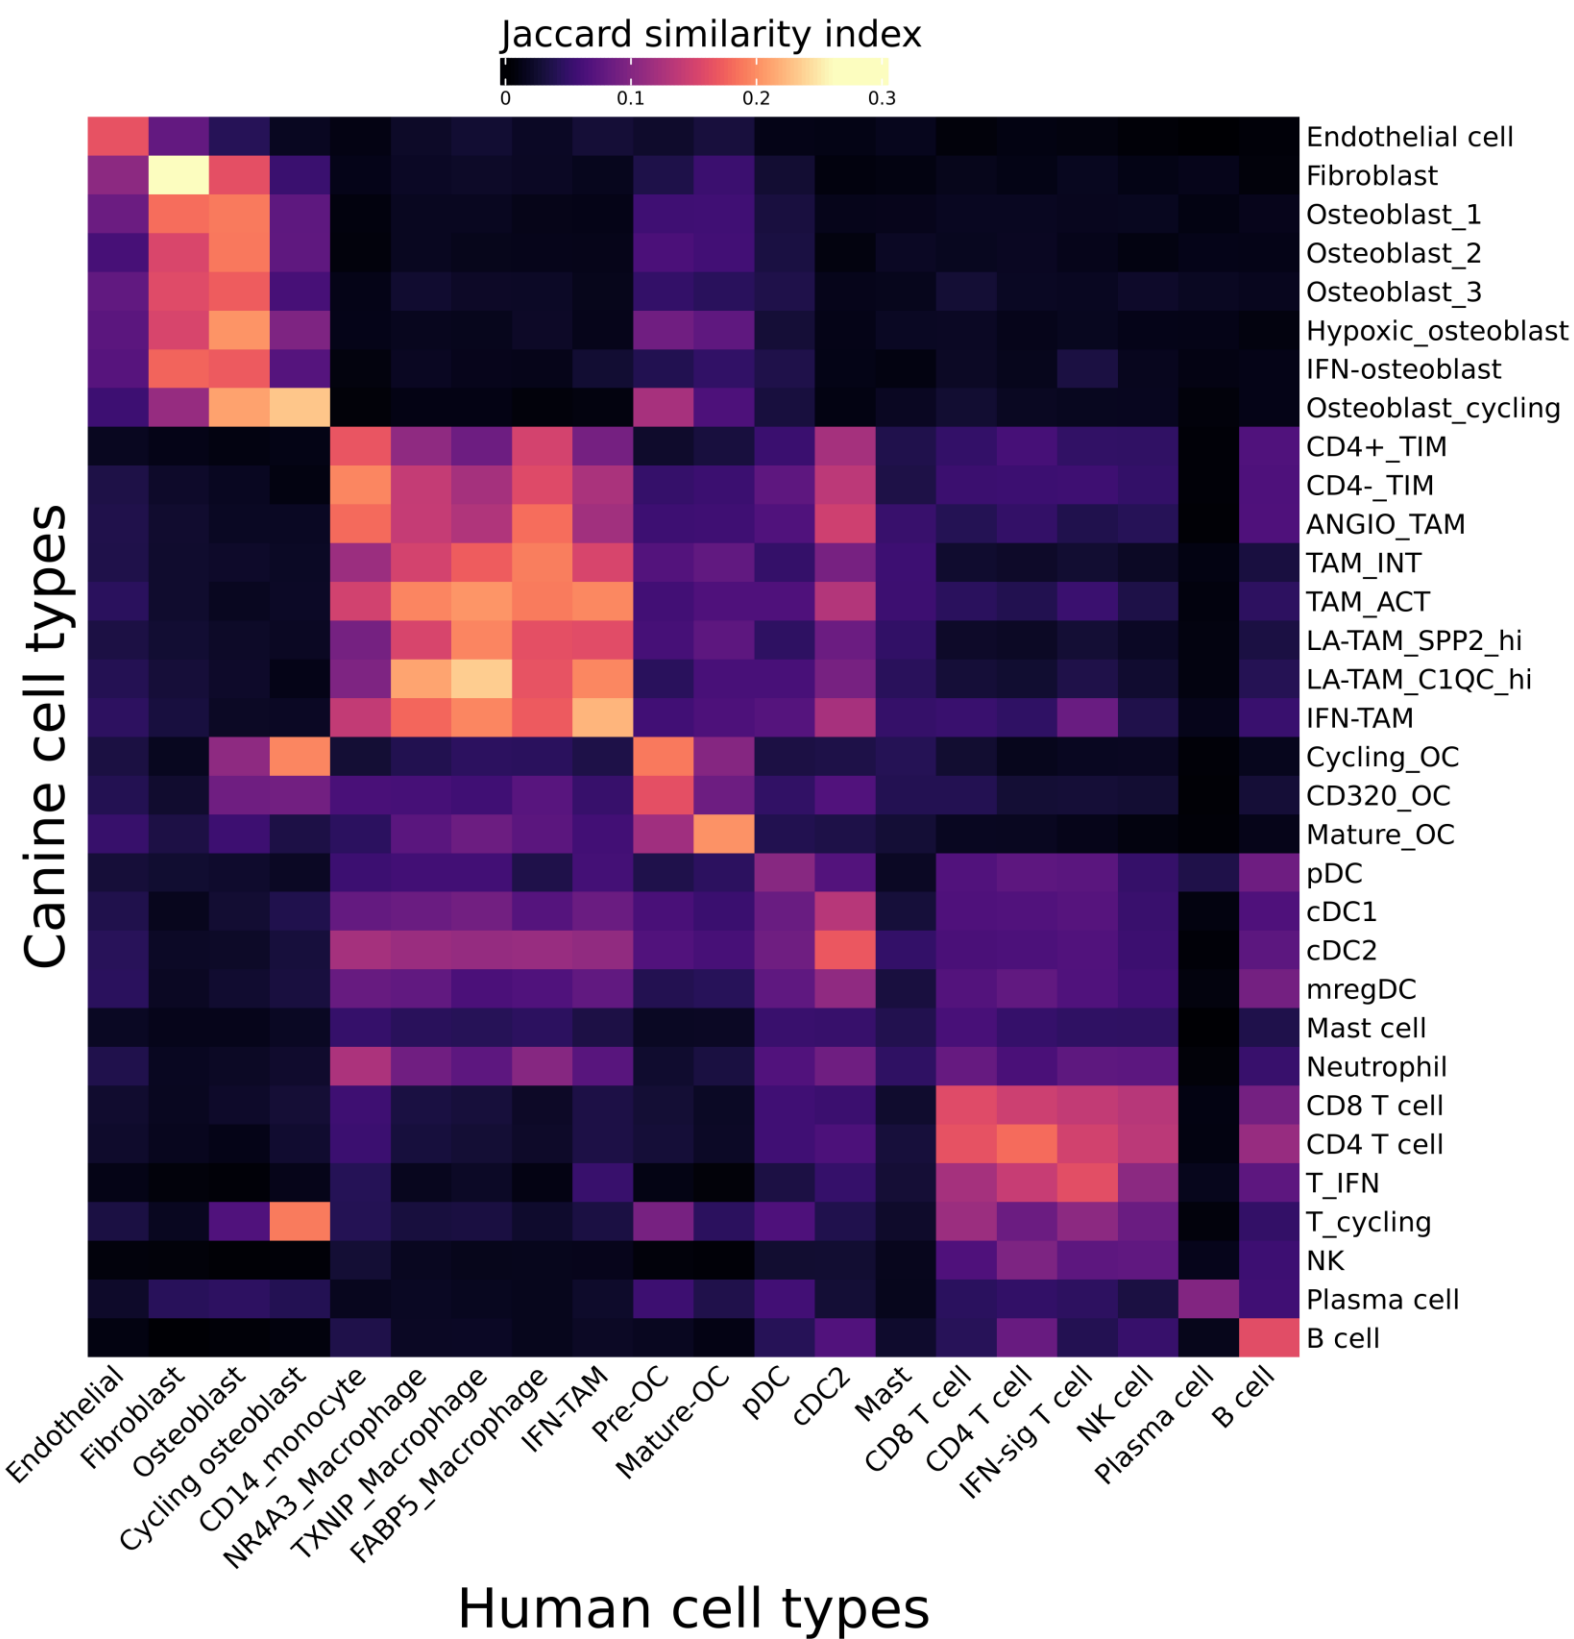

**Supplemental figure 17.** Heatmap depicting the Jaccard similarity index evaluating the degree of similarity between canine cell type gene signatures (rows) and human cell type gene signatures (columns).

**Supplemental Table 1:** Short gene lists generated curated from the results of FindAllMarkers().

|                       |                                  |                                                |
|-----------------------|----------------------------------|------------------------------------------------|
| <b>B cell</b>         |                                  |                                                |
|                       | B cell                           | PAX5, CD22, MS4A1, FCRLA, CCR7, IGHM           |
|                       | Plasma cell                      | JCHAIN, DERL3, TNFRSF17, MZB1, POU2AF1         |
| <b>T cell</b>         |                                  |                                                |
|                       | CD4 naïve                        | CCR7, CD52, LTB, LEF1, TCF7                    |
|                       | CD4 activated                    | CXCR4, CD28, IL2RB, IL7R, ICOS                 |
|                       | CD4 follicular helper            | TNFRSF18, TNFSF8, PDCD1, CXCL13, IL4I1         |
|                       | CD4 regulatory                   | IL2RB, GATA3, OCIAD2, ARID5B, IL21R            |
|                       | T-IFN                            | GZMA, ISG20, CCL5, IFI44L, OAS1                |
|                       | CD8 SPP1+                        | DNAJB1, HSP90AA1, FOS, HSPB1, C6H7orf50        |
|                       | CD8 effector                     | GZMB, NCR3, GZMA, CD96, FASLG, IL12RB2         |
|                       | CD8 exhausted                    | SEC14L1, PDCD1, GZMK, CCL5, CCL4               |
|                       | Cycling T cell                   | H1-5, MKI67, CENPF, SMC2, H2AZ1                |
| <b>Dendritic cell</b> |                                  |                                                |
|                       | plasmacytoid DC                  | FCRLA, SPATS2L, IGKC, CLEC2D, RYR1, IGF1       |
|                       | precursor DC                     | FCRLA, PGLYRP2, DDR2, GPHA2, TCF4              |
|                       | mature regulatory DC             | CCR7, FSCN1, IL1I1, MARCKSL1, CCL19, CD274     |
|                       | conventional DC subtype 1        | CPNE3, CLEC1B, BATF3, SERPINB6, SMYD3          |
|                       | conventional DC subtype 2        | CD300H, CD1C, PID1, LGALS3, MAFB               |
| <b>Tumor</b>          |                                  |                                                |
|                       | Hypoxic osteoblast               | ENO1, PGF, PTGES, SFRP2, CAV1                  |
|                       | Malignant osteoblast subtype 1   | MPP6, LIFR, FBLN, NPY, C1S                     |
|                       | Malignant osteoblast subtype 2   | IBSP, SPARC, SMPD3, ALPL, WFDC1                |
|                       | Malignant osteoblast subtype 3   | DNAJB1, HSP90AA1, FOS, HERPUD1, HSPH1          |
|                       | Cycling osteoblast subtype 1     | UBE2S, DLGAP5, HMMR, TPX2, TUBA1B, CENPF       |
|                       | Cycling osteoblast subtype 2     | TPX2, TK1, H1-4, RRM2, DNAJC9                  |
|                       | Cycling osteoblast subtype 3     | MCM6, RAD51AP1, HELLS, CDC6, UHRF1             |
|                       | Cycling osteoblast subtype 4     | CDC20, PLK1, CENPE, MIK67, DLGAP5, NUF2        |
|                       | IFN-osteoblast                   | MX2, OAS1, IFI44, OAS2, IFI6                   |
| <b>Osteoclast</b>     |                                  |                                                |
|                       | Mature osteoclast                | CRYAB, ATP6V1C1, SLC4A2, CD84, NEURL3, HYAL1   |
|                       | CD320 osteoclast                 | VDR, HMGA1, APEX1, DDX21, RSL1D1               |
|                       | Cycling osteoclast 1/2           | H2AZ1, STMN1, CENPF, CDC20, MKI67              |
| <b>Monocyte</b>       |                                  |                                                |
|                       | CD4- tumor infiltrating monocyte | CXCL8, VCAN, LYZ, PLBD1, LSP1                  |
|                       | CD4+ tumor infiltrating monocyte | IL1B, PTGS2, LTF, THBS1, CXCL8, VCAN           |
| <b>Macrophage</b>     |                                  |                                                |
|                       | ANGIO-TAM                        | HBEGF, VEGFA, IL18BP, AREG, VEGFC              |
|                       | Intermediate TAM                 | CTSS, TPI, ENO1, LAMP2, CCL7                   |
|                       | Activated TAM                    | CCL3, CD80, CCL19, CD5L, CXCL16, DLA-79        |
|                       | Lipid associated TAM (C1QC high) | C1QB, C1QC, PLTP, SERPING1, DAB2, CLDN1        |
|                       | Lipid associated TAM (SPP2 high) | TREM2, APOE, CD36, GPNMB, PRDX1                |
|                       | IFN-TAM                          | MX2, RSAD2, CCL8, CD40, IL7R, TNFSF10          |
| <b>Miscellaneous</b>  |                                  |                                                |
|                       | Neutrophil                       | SELL, SOD2, CXCL8, CD4, S100A8, PADI3          |
|                       | Mast cell                        | MS4A2, IL3RA, ADORA3, CSF2RB, ACE2, HPGD, CPA3 |
|                       | Fibroblast                       | DCN, IGFBP7, COL3A1, COL6A3, COL12A1, COL6A1   |
|                       | Endothelial cell                 | CD34, PLVAP, ESM1, EGFL7, FLT1, VWF            |

**Supplemental Table 2:** Breakdown of CellChat networks into “Immune”, “immune-related”, and “Non-immune” categories.

|                |          |        |       |         |       |           |      |          |          |          |
|----------------|----------|--------|-------|---------|-------|-----------|------|----------|----------|----------|
| Immune         | SPP1     | CD45   | CCL   | SELPLG  | CD86  | SELL      | IL1  | CD80     | PARs     | IL16     |
|                | FASLG    | FLT3   | PD-L1 | CD96    | CD23  | OSM       | CD22 | CADM     | MPZ      | BAFF     |
|                | THY1     | ADGRE5 | SEMA4 | CD40    | CSF   |           |      |          |          |          |
| Immune-related | GALECTIN | FN1    | THBS  | LAMININ | SEMA7 | CLEC      | BAG  | RESISTIN | VISFATIN | NECTIN   |
|                | ICAM     | NRG    | NOTCH | HSPG    |       |           |      |          |          |          |
| Non-immune     | COLLAGEN | APP    | PTN   | VEGF    | BSP   | PECAM1    | IGF  | FGF      | CDH      | TENASCIN |
|                | APRIL    | JAM    | CDH1  | ESAM    | VWF   | PERIOSTIN | CDH5 | PDGF     | NCAM     | CALCR    |
|                | ANGPT    | GAS    |       |         |       |           |      |          |          |          |

**Supplemental Table 3:** QC metrics obtained from the Cell Ranger for each sample.

| Sample          | Dog ID | Estimated Number of |                     |                       |                 |             |
|-----------------|--------|---------------------|---------------------|-----------------------|-----------------|-------------|
|                 |        | Cells               | Mean Reads per Cell | Median Genes per Cell | Number of Reads |             |
| tumor_no_tx_1_1 |        | N1_1                | 6,747               | 83,085                | 1,996           | 560,571,180 |
| tumor_no_tx_1_2 |        | N1_2                | 7,266               | 85,063                | 2,002           | 618,070,887 |
| tumor_no_tx_2_1 |        | N2_1                | 9,163               | 56,345                | 855             | 516,292,820 |
| tumor_no_tx_2_2 |        | N2_2                | 9,806               | 61,951                | 898             | 607,489,392 |
| tumor_no_tx_4   |        | N3                  | 5,897               | 84,552                | 2,052           | 498,602,137 |
| tumor_no_tx_5   |        | N4                  | 6,570               | 75,654                | 1,358           | 497,048,147 |
| no_tx_tumor_6   |        | N5                  | 7,389               | 73,085                | 1,366           | 540,021,401 |
| tumor no tx 6   |        | N6                  | 5,181               | 88,923                | 780             | 460,707,555 |

| Sample          | Valid Barcodes | Sequencing Saturation | Q30 Bases in Barcode | Q30 Bases in RNA Read | Q30 Bases in UMI |
|-----------------|----------------|-----------------------|----------------------|-----------------------|------------------|
| tumor_no_tx_1_1 | 97.70%         | 55.80%                | 96.00%               | 92.10%                | 95.70%           |
| tumor_no_tx_1_2 | 97.10%         | 59.40%                | 96.10%               | 91.90%                | 95.80%           |
| tumor_no_tx_2_1 | 97.70%         | 56.90%                | 95.80%               | 91.30%                | 95.20%           |
| tumor_no_tx_2_2 | 97.50%         | 56.00%                | 96.60%               | 93.00%                | 96.10%           |
| tumor_no_tx_4   | 98.00%         | 59.00%                | 96.30%               | 92.70%                | 95.80%           |
| tumor_no_tx_5   | 97.60%         | 57.00%                | 96.00%               | 91.20%                | 95.50%           |
| no_tx_tumor_6   | 98.20%         | 55.00%                | 95.80%               | 90.90%                | 95.30%           |
| tumor_no_tx_6   | 97.30%         | 74.70%                | 96.60%               | 91.50%                | 96.20%           |

| Sample          | Reads Mapped to Genome | Reads Mapped Confidently to Genome | Reads Mapped                                   |                                              |                                            |
|-----------------|------------------------|------------------------------------|------------------------------------------------|----------------------------------------------|--------------------------------------------|
|                 |                        |                                    | Reads Mapped Confidently to Intergenic Regions | Reads Mapped Confidently to Intronic Regions | Reads Mapped Confidently to Exonic Regions |
| tumor_no_tx_1_1 | 93.30%                 | 85.20%                             | 19.70%                                         | 22.40%                                       | 43.20%                                     |
| tumor_no_tx_1_2 | 92.60%                 | 84.60%                             | 18.80%                                         | 21.70%                                       | 44.00%                                     |
| tumor_no_tx_2_1 | 94.50%                 | 82.90%                             | 19.30%                                         | 18.40%                                       | 45.20%                                     |
| tumor_no_tx_2_2 | 94.70%                 | 81.90%                             | 19.50%                                         | 19.00%                                       | 43.50%                                     |
| tumor_no_tx_4   | 95.10%                 | 88.60%                             | 17.80%                                         | 20.10%                                       | 50.80%                                     |
| tumor_no_tx_5   | 94.00%                 | 79.60%                             | 18.70%                                         | 21.80%                                       | 39.10%                                     |
| no_tx_tumor_6   | 93.30%                 | 85.70%                             | 18.50%                                         | 18.50%                                       | 48.70%                                     |
| tumor_no_tx_6   | 94.80%                 | 81.60%                             | 20.40%                                         | 26.60%                                       | 34.60%                                     |

| Sample          | Reads Mapped Confidently to Transcriptome | Reads Mapped Antisense to Gene | Fraction Reads in Cells | Median UMI Counts per |       |
|-----------------|-------------------------------------------|--------------------------------|-------------------------|-----------------------|-------|
|                 |                                           |                                |                         | Total Genes Detected  | Cell  |
| tumor_no_tx_1_1 | 37.50%                                    | 0.70%                          | 80.20%                  | 16,474                | 7,934 |
| tumor_no_tx_1_2 | 38.10%                                    | 0.80%                          | 81.20%                  | 16,514                | 7,945 |
| tumor_no_tx_2_1 | 39.40%                                    | 0.70%                          | 69.70%                  | 15,942                | 2,405 |
| tumor_no_tx_2_2 | 37.80%                                    | 0.80%                          | 69.20%                  | 16,139                | 2,452 |
| tumor_no_tx_4   | 44.80%                                    | 0.70%                          | 79.30%                  | 16,304                | 8,790 |
| tumor_no_tx_5   | 34.40%                                    | 0.50%                          | 86.20%                  | 16,222                | 5,287 |
| no_tx_tumor_6   | 42.70%                                    | 0.50%                          | 75.20%                  | 16,515                | 5,274 |
| tumor_no_tx_6   | 29.70%                                    | 0.60%                          | 84.40%                  | 15,297                | 2,347 |

**Supplemental Table 4:** Summary statistics (mean and range) of the data presented in Figure 3f.

| Percent immune cells |         |            | Percent all cells |         |           |
|----------------------|---------|------------|-------------------|---------|-----------|
| Cell type            | Average | Range      | Cell type         | Average | Range     |
| CD4_naive            | 1.15    | 0.4-1.77   | CD4_naive         | 0.77    | 0.28-1.65 |
| CD4_act              | 5.6     | 1.54-12.89 | CD4_act           | 3.74    | 0.58-7.89 |
| CD4_reg              | 4.89    | 1.63-10.55 | CD4_reg           | 2.96    | 0.98-6.46 |
| CD4_fh               | 1.76    | 0.08-4.63  | CD4_fh            | 1.12    | 0.05-2.83 |
| CD8_eff              | 4.89    | 2.46-9.8   | CD8_eff           | 3.5     | 1.08-9.11 |
| CD8_ex               | 8.73    | 1.97-15.77 | CD8_ex            | 5.65    | 1.18-9.66 |
| CD8_SPP1_hi          | 1.36    | 0.49-2.34  | CD8_SPP1_hi       | 0.81    | 0.45-1.43 |
| T_IFN                | 1.07    | 0.08-1.91  | T_IFN             | 0.68    | 0.05-1.35 |
| T_cycling            | 3.04    | 0.79-5.68  | T_cycling         | 1.89    | 0.47-3.41 |
| NK                   | 0.28    | 0.06-0.9   | NK                | 0.18    | 0.02-0.55 |

**Supplemental Table 5:** Gene signatures used to define “Pro-inflammatory” and “Anti-inflammatory” cell types in Figure 5e.

|                  |       |       |      |        |      |       |       |      |
|------------------|-------|-------|------|--------|------|-------|-------|------|
| Pro-inflammatory | AZIN1 | CD38  | CD86 | CXCL10 | FPR2 | GPR18 | IL12B | IL18 |
|                  | IRF5  | NFKB1 | NOS2 | PTGS2  | TLR4 | TNF   |       |      |

|                   |        |      |       |       |      |      |      |      |
|-------------------|--------|------|-------|-------|------|------|------|------|
| Anti-inflammatory | ALOX15 | ARG1 | CHIL3 | CHIL4 | EGR2 | IL10 | IRF4 | KLF4 |
|                   | MRC1   | MYC  | SOCS2 | TGM2  |      |      |      |      |

**Supplemental Table 6:** Summary statistics (mean and range) of the data presented in Figure 7c.

| Percent immune cells |         |            | Percent all cells |         |            |
|----------------------|---------|------------|-------------------|---------|------------|
| Cell type            | Average | Range      | Cell type         | Average | Range      |
| CD4- TIM             | 4.36    | 0.91-7.23  | CD4- TIM          | 2.81    | 0.64-5.62  |
| CD4+ TIM             | 0.91    | 0.23-1.53  | CD4+ TIM          | 0.56    | 0.17-0.94  |
| ANGIO TAM            | 2.77    | 1.04-5.78  | ANGIO TAM         | 1.60    | 0.83-3.47  |
| TAM_ACT              | 7.58    | 2.5-16.21  | TAM_ACT           | 4.7     | 1.95-11.48 |
| TAM_INT              | 5.54    | 0.65-10.88 | TAM_INT           | 3.36    | 0.4-7.7    |
| LA-TAM_SPP2_hi       | 5.7     | 1.71-7.83  | LA-TAM_SPP2_hi    | 3.37    | 1.59-4.94  |
| LA-TAM_C1QC_hi       | 4.81    | 1.47-6.41  | LA-TAM_C1QC_hi    | 2.85    | 1.36-4.54  |
| IFN-TAM              | 1.43    | 0.43-3.22  | IFN-TAM           | 0.87    | 0.4-2.28   |
| CD320_OC             | 1.37    | 0.4-2.59   | CD320_OC          | 0.79    | 0.24-1.56  |
| Cycling_OC           | 5.52    | 1.62-9.04  | Cycling_OC        | 3.2     | 1.5-5.43   |
| Mature_OC            | 2.87    | 0.4-9.45   | Mature_OC         | 1.41    | 0.37-3.54  |
| cDC2                 | 3.63    | 2.11-6.47  | cDC2              | 2.16    | 1.46-3.88  |
| cDC1                 | 0.98    | 0.17-3.08  | cDC1              | 0.60    | 0.12-1.85  |
| mregDC               | 0.93    | 0.2-2.6    | mregDC            | 0.60    | 0.14-1.56  |
| pDC                  | 0.36    | 0.1-0.65   | pDC               | 0.23    | 0.06-0.43  |
| preDC                | 0.26    | 0.03-0.44  | preDC             | 0.16    | 0.02-0.31  |

# Supplementary material for: Single-cell RNA sequencing reveals the cellular and molecular heterogeneity of treatment-naïve primary osteosarcoma in dogs
**Source:** Commun Biol. 2024 Apr 24;7:496. doi: 10.1038/s42003-024-06182-w
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File name:** Supplemental Data 1

**Description:** Results of FindAllMarkers() for all 41 cell types joined with the surfaceome database with “Surfaceome.Label” corresponding to the classification and “Surfaceome.Label.Source” indicating the method in which the prediction was made.

**File name:** Supplemental Data 2

**Description:** Short gene lists for all cell types described in the manuscript. Three different levels of annotation are provided (celltype.l1, celltype.l2, celltype.l3) and gene symbols are in column labeled “gene”. Same data as in Supplemental Table 1, but data are in long format.

**File name:** Supplemental Data 3

**Description:** Results of all pseudobulk contrasts presented in the manuscript in long data format. The contrast is indicated in the column “gs\_base” and the “log2FoldChange” column direction is based on term1\_VS\_term2 as defined in the “gs\_base” column.

**File name:** Supplemental Data 4

**Description:** Results of FindAllMarkers() on the T cell subsets joined with the surfaceome database with “Surfaceome.Label” corresponding to the classification and “Surfaceome.Label.Source” indicating the method in which the prediction was made.

**File name:** Supplemental Data 5

**Description:** Results of FindAllMarkers() on the myeloid subsets joined with the surfaceome database with “Surfaceome.Label” corresponding to the classification and “Surfaceome.Label.Source” indicating the method in which the prediction was made.

**File name:** Supplemental Data 6

**Description:** Source data used to generate the plots in Figure 9b.

**File name:** Supplemental Data 7

**Description:** Source data used to generate the plots in Figure 9c.

**File name:** Supplemental Data 8

**Description:** Source data used to generate the plots in Figure 9d.

# Supplementary material for: Single-cell RNA sequencing reveals the cellular and molecular heterogeneity of treatment-naïve primary osteosarcoma in dogs
**Source:** Commun Biol. 2024 Apr 24;7:496. doi: 10.1038/s42003-024-06182-w
**Supplement:** Supplementary file 12 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | <div>Most analysis was completed in R software (v4.1.1; see session info below). Cell Ranger version 6.1.2 was used to aligned raw data to the CanFam3.1. The packages installed in the python environment used to run pySCENIC is provided after the R session info output.<br/><br/>---<br/><br/>R version 4.1.1 (2021-08-10)<br/>Platform: x86_64-conda-linux-gnu (64-bit)<br/>Running under: Red Hat Enterprise Linux 8.4 (Ootpa)<br/><br/>Matrix products: default<br/>BLAS/LAPACK: /projects//software/anaconda/envs/r_env/lib/libopenblas-r0.3.18.so<br/><br/>locale:<br/>[1] LC_CTYPE=C.UTF-8 LC_NUMERIC=C LC_TIME=C<br/>[4] LC_COLLATE=C LC_MONETARY=C LC_MESSAGES=C<br/>[7] LC_PAPER=C LC_NAME=C LC_ADDRESS=C<br/>[10] LC_TELEPHONE=C LC_MEASUREMENT=C LC_IDENTIFICATION=C<br/><br/>attached base packages:<br/>[1] grid stats4 stats graphics grDevices utils datasets<br/>[8] methods base</div> |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

other attached packages:

```
[1] circlize_0.4.16      singleseqset_0.1.2.9000
[3] Matrix_1.5-1         copykat_1.0.5
[5] infercnv_1.10.1      ComplexHeatmap_2.13.2
[7] ggtree_3.2.1         ape_5.7-1
[9] scuttle_1.4.0        scRNAseq_2.8.0
[11] ggpubr_0.4.0         slingshot_2.7.0
[13] TrajectoryUtils_1.2.0 SingleCellExperiment_1.16.0
[15] prncurve_2.1.6       clusterProfiler_4.2.2
[17] msigdb_7.5.1         ggsankey_0.0.99999
[19] lemon_0.4.5          reshape_0.8.9
[21] viridis_0.6.2        viridisLite_0.4.1
[23] SingleR_1.8.1        SeuratDisk_0.0.0.9019
[25] RColorBrewer_1.1-3   pheatmap_1.0.12
[27] DESeq2_1.34.0        SummarizedExperiment_1.24.0
[29] Biobase_2.54.0       MatrixGenerics_1.6.0
[31] matrixStats_1.0.0    GenomicRanges_1.46.1
[33] GenomeInfoDb_1.30.1  IRanges_2.28.0
[35] S4Vectors_0.32.4     BiocGenerics_0.40.0
[37] colorspace_2.0-3     ggrepel_0.9.1
[39] cowplot_1.1.1        scales_1.2.1
[41] patchwork_1.1.2      DoubletFinder_2.0.3
[43] clustree_0.4.4       ggraph_2.0.5
[45] forcats_0.5.2        stringr_1.4.1
[47] dplyr_1.0.10         purrr_0.3.5
[49] readr_2.1.2          tidyr_1.2.1
[51] tibble_3.1.8         ggplot2_3.3.6
[53] tidyverse_1.3.1      SeuratObject_4.1.3
[55] Seurat_4.3.0
```

loaded via a namespace (and not attached):

```
[1] rsvd_1.0.5           ica_1.0-3
[3] Rsamtools_2.10.0     foreach_1.5.2
[5] lmtest_0.9-40        crayon_1.5.2
[7] MASS_7.3-58.1        nlme_3.1-160
[9] backports_1.4.1      reprex_2.0.1
[11] argparse_2.2.2       GOSemSim_2.20.0
[13] rlang_1.0.6          XVector_0.34.0
[15] ROCR_1.0-11          readxl_1.4.1
[17] irlba_2.3.5          limma_3.50.3
[19] filelock_1.0.2       BiocParallel_1.28.3
[21] rjson_0.2.21         bit64_4.0.5
[23] glue_1.6.2           sctransform_0.3.5
[25] parallel_4.1.1       spatstat.sparse_3.0-0
[27] AnnotationDbi_1.56.2 DOSE_3.20.1
[29] spatstat.geom_3.0-5  haven_2.4.3
[31] tidyselect_1.2.0     fitdistrplus_1.1-8
[33] XML_3.99-0.12        zoo_1.8-9
[35] GenomicAlignments_1.30.0 xtable_1.8-4
[37] magrittr_2.0.3       phyclus_0.1-32
[39] cli_3.6.0            zlibbioc_1.40.0
[41] rstudioapi_0.14      miniUI_0.1.1.1
[43] sp_1.5-1             rjags_4-13
[45] fastmatch_1.1-3      lambda.r_1.2.4
[47] ensemblDb_2.18.3     treeio_1.18.1
[49] shiny_1.7.1          BiocSingular_1.10.0
[51] xfun_0.39            clue_0.3-62
[53] cluster_2.1.4        caTools_1.18.2
[55] tidygraph_1.2.2      KEGGREST_1.34.0
[57] interactiveDisplayBase_1.32.0 listenv_0.8.0
[59] Biostrings_2.62.0    png_0.1-7
[61] future_1.29.0        withr_2.5.0
[63] bitops_1.0-7         ggforce_0.4.1
[65] plyr_1.8.7           cellranger_1.1.0
[67] AnnotationFilter_1.18.0 coda_0.19-4
[69] pillar_1.8.1         gplots_3.1.3
[71] GlobalOptions_0.1.2  cachem_1.0.6
[73] GenomicFeatures_1.46.5 multcomp_1.4-20
[75] fs_1.5.2             hdf5r_1.3.8
[77] GetoptLong_1.0.5     DelayedMatrixStats_1.16.0
[79] vctrs_0.5.1          ellipsis_0.3.2
[81] generics_0.1.3       tools_4.1.1
[83] munsell_0.5.0        tweenr_2.0.2
[85] fgsea_1.20.0         DelayedArray_0.20.0
[87] fastmap_1.1.0        compiler_4.1.1
```

```

[89] abind_1.4-5      httpuv_1.6.5
[91] rtracklayer_1.54.0 ExperimentHub_2.2.1
[93] plotly_4.10.1    GenomInfoDbData_1.2.7
[95] gridExtra_2.3    edgeR_3.36.0
[97] lattice_0.20-45  deldir_1.0-6
[99] utf8_1.2.2       later_1.3.0
[101] BiocFileCache_2.2.1 jsonlite_1.8.3
[103] ScaledMatrix_1.2.0 tidytree_0.3.9
[105] pbapply_1.5-0     carData_3.0-5
[107] sparseMatrixStats_1.6.0 genefilter_1.76.0
[109] lazyeval_0.2.2    promises_1.2.0.1
[111] car_3.1-0         doParallel_1.0.17
[113] goftest_1.2-3     spatstat.utils_3.0-1
[115] reticulate_1.34.0 sandwich_3.0-2
[117] Rtsne_0.16        downloader_0.4
[119] uwot_0.1.14       igraph_1.5.1
[121] survival_3.4-0    yaml_2.3.6
[123] htmltools_0.5.3   memoise_2.0.1
[125] modeltools_0.2-23 BiocIO_1.4.0
[127] locfit_1.5-9.6    graphlayouts_0.8.3
[129] digest_0.6.30     assertthat_0.2.1
[131] mime_0.12         rappdirs_0.3.3
[133] futile.options_1.0.1 RSQLite_2.2.18
[135] yulab.utils_0.0.5 future.apply_1.10.0
[137] data.table_1.14.4 blob_1.2.3
[139] futile.logger_1.4.3 splines_4.1.1
[141] AnnotationHub_3.2.2 ProtGenerics_1.26.0
[143] RCurl_1.98-1.12   broom_1.0.1
[145] hms_1.1.2         modelr_0.1.8
[147] BiocManager_1.30.19 shape_1.4.6
[149] libcoin_1.0-9     aplot_0.1.2
[151] coin_1.4-2        Rcpp_1.0.11
[153] RANN_2.6.1        mvtnorm_1.1-3
[155] enrichplot_1.14.2 fansi_1.0.3
[157] tzdab_0.3.0       parallelly_1.32.1
[159] R6_2.5.1          ggribges_0.5.4
[161] lifecycle_1.0.3   formatR_1.12
[163] curl_4.3.3        ggsignif_0.6.4
[165] leiden_0.4.3      fastcluster_1.2.3
[167] DO.db_2.9         qvalue_2.26.0
[169] TH.data_1.1-1     RcppAnnoy_0.0.20
[171] iterators_1.0.14  spatstat.explore_3.0-5
[173] htmlwidgets_1.5.4 beachmat_2.10.0
[175] polyclip_1.10-4    biomaRt_2.50.3
[177] shadowtext_0.1.1  timechange_0.1.1
[179] gridGraphics_0.5-1 rvest_1.0.3
[181] globals_0.16.1    spatstat.random_3.1-3
[183] progressr_0.11.0   codetools_0.2-18
[185] lubridate_1.9.0    GO.db_3.14.0
[187] gtools_3.9.3       prettyunits_1.1.1
[189] dbplyr_2.1.1       gtable_0.3.1
[191] DBI_1.1.3          ggfun_0.0.8
[193] tensor_1.5         httr_1.4.4
[195] KernSmooth_2.23-20 stringi_1.7.8
[197] progress_1.2.2     reshape2_1.4.4
[199] farver_2.1.1       annotate_1.72.0
[201] xml2_1.3.3         BiocNeighbors_1.12.0
[203] restfulr_0.0.15    geneplotter_1.72.0
[205] ggplotify_0.1.0    scattermore_0.8
[207] BiocVersion_3.14.0 bit_4.0.4
[209] scatterpie_0.1.7    spatstat.data_3.0-0
[211] pkgconfig_2.0.3    babelgene_22.9
[213] rstatix_0.7.0      knitr_1.40

```

```
---
```

```
> pip list
```

| Package       | Version |
|---------------|---------|
| -----         | -----   |
| aiohttp       | 3.8.5   |
| aiosignal     | 1.2.0   |
| anndata       | 0.7.8   |
| annoy         | 1.17.3  |
| arboreto      | 0.1.6   |
| async-timeout | 4.0.2   |

```

pip                21.2.2
prompt-toolkit     3.0.36
psutil             5.9.5
ptyprocess         0.7.0
pyarrow            0.16.0
pyparser           2.21
Pygments           2.14.0
pynndescent        0.5.10
pyparsing          3.0.4
pyscenic           0.11.2
python-dateutil    2.8.2
python-igraph      0.9.6
pytz               2021.3
PyYAML             6.0.1
pyzmq              25.1.1
requests           2.27.1
scanorama          1.7.4
scanpy             1.7.2
scikit-learn       0.24.2
scikit-misc        0.1.4
scipy              1.5.3
seaborn            0.11.2
setuptools         58.0.4
sinfo              0.3.4
sip                4.19.25
six                1.16.0
sortedcontainers   2.4.0
statsmodels        0.12.2
stdlib-list        0.8.0
tables             3.6.1
tblib              1.7.0
texttable          1.6.4
threadpoolctl      2.2.0
toolz              0.11.2
tornado            6.1
tqdm               4.64.1
traitlets          4.3.3
typing_extensions  4.1.1
umap-learn         0.5.3
urllib3            1.26.16
wcwidth            0.2.6
wheel              0.37.1
xlrd               1.2.0
yarl               1.7.2
zict               2.1.0
zipp               3.6.0

```

#### Data analysis

All analysis code used to process the data and generate figures can be found at:  
[https://github.com/dyammons/canine\\_osteosarcoma\\_atlas](https://github.com/dyammons/canine_osteosarcoma_atlas) and on Zenodo at <https://zenodo.org/doi/10.5281/zenodo.10666968>

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Raw sequencing data are available on the NCBI Gene Expression Omnibus database under the accession number GSE252470. The annotated dataset is available for browsing at the UCSC Cell Browser (<https://cells.ucsc.edu/?ds=canine-os-atlas>).

A project specific GitHub page containing all analysis code and software versions used to analyze the data presented in this manuscript is available at [https://github.com/dyammons/canine\\_osteosarcoma\\_atlas](https://github.com/dyammons/canine_osteosarcoma_atlas). The analysis code and processed data (Seurat objects) are available on Zenodo (DOI: 10.5281/zenodo.10666968). Any additional data requests can be made by contacting a corresponding author.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |     |
|-----------------------------|-----|
| Reporting on sex and gender | n/a |
| Population characteristics  | n/a |
| Recruitment                 | n/a |
| Ethics oversight            | n/a |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                             |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample size calculation was completed prior to initiation of the study. Based on previous reports describing heterogeneity in human osteosarcoma (PMID: 34367994), we determined that 6 biological replicates of canine tumor samples would be adequate to capture tissue heterogeneity. |
| Data exclusions | All data collected in this study were used in analysis -- no data was excluded.                                                                                                                                                                                                             |
| Replication     | Biological replicates were used to complete the study, no experimental replication was used in this study.                                                                                                                                                                                  |
| Randomization   | n/a                                                                                                                                                                                                                                                                                         |
| Blinding        | The same pathologist completing histotyping of all tumor samples included in the study and they were blinded to any previous reports describing the tumor histotypes.                                                                                                                       |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                    |     |
|--------------------|-----|
| Laboratory animals | n/a |
|--------------------|-----|

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Wild animals            | n/a                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Reporting on sex        | Three male castrated (50%) and three female spayed (50%) dogs were used in the analysis presented in this manuscript.                                                                                                                                                                                                                                                                                                                                                                                                              |
| Field-collected samples | Dogs for the study were selected based on the presence of an appendicular primary tumor and the absence of previous therapeutic intervention. All dogs presented with radiographic evidence of OS and subsequent histopathology was completed to confirm the diagnosis. Three male castrated and three female spayed dogs across a variety of breeds were included in the dataset. All study dogs underwent amputation of the affected limb and samples were collected for single-cell RNA sequencing processing within 30 minutes |
| Ethics oversight        | All studies were approved by the Colorado State University (CSU) Institutional Animal Care and Use Committee and the CSU Clinical Review Board. We have complied with all relevant ethical regulations for animal use and all dog owners provided informed consent prior to sample collection.                                                                                                                                                                                                                                     |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

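Single cells from untreated primary osteosarcomas of 6 dogs were studied, of which 4 tumors were osteoblastic, 1 (dog 3) fibroblastic and 1 (dog 5) chondroblastic. The authors aligned and counted the reads with the default count pipeline of Cell Ranger against CanFam3.1 and the Ensembl annotation, and deposited the raw UMI counts per gene and barcode for the barcodes that the pipeline called as cells. No filter on cells or genes is stated to have been applied before deposit, and all 8 libraries list the same genes in the same order. Between 26969698 and 76073547 UMIs per library were deposited. Everything after these counts was computed anew. Gene symbols and identifiers are those of the matrices. The reference table used for the order of genes along chromosomes is of another build than the matrices, so it gave the order and chromosome of a gene and no coordinate.

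Filters on genes, UMIs and mitochondrial share followed the study's Methods. DoubletFinder and SCTransform were not used here, and Scrublet (scanpy 1.11.5, 30 components) and log-normalization took their place. Scrublet's own threshold marked 0 to 74 cells per library, far below the expected number, so the cells with the highest scores were removed up to the expected number per library, a rule set after this was seen. Clustering ran in Seurat 5.3.0 under R 4.3.3 with Matrix 1.6.5. Over all cells, dogs were integrated with reciprocal PCA anchors, since the canonical correlation anchors of the study took too long, and with canonical correlation anchors within each subset. Variable genes, components and resolution were 2000, 45 and 0.8 over all cells, 3000, 40 and 0.5 for tumor-like, 2500, 40 and 0.6 for T-like, 2000, 35 and 0.3 for dendritic-like, and 2500, 40 and 0.6 for macrophage- and osteoclast-like cells. Dogs with fewer than 40 cells in a subset were joined into 1 batch for its integration.

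Clusters were named from marker lists fixed beforehand. How the lists were scored was settled after the clusters had been seen, in 3 passes, with the leading genes of the clusters in view, those kept out of the clustering included. A name needed a score of at least 0.2 and, in a subcluster, at least 2 of its markers among the 30 leading genes. Clusters whose cells had a median of less than 1 part in 3 of the median UMI count of their library stayed unnamed. Clusters that also scored high for another major type were left unnamed as likely doublets, and a cluster that scored for 2 subtypes was split once more at a resolution of 0.3. The NK-like and CD4-positive TIM-like populations exist only through that split. The list of pDC markers was added to the dendritic list of all cells after the first naming. A correction of rounding in the mitochondrial share, which is regressed out before clustering, was made after these rules had been settled, and it moved the borders of several clusters. An interferon cluster of tumor-like cells forms only since then, and fibroblast-like cells entered comparisons in 5 dogs where they had entered in 6. Fewer cells were named tumor or fibroblast-like after it, many fewer genes were called between fibroblast-like and osteoblast-like cells, and the hypoxia list no longer passed as a set, so these results depend on borders that a change far below the noise of the data can move. The rules were not changed after it.

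Sums of counts per dog and type were compared with edgeR 4.0.16 (glmQLFit, glmQLFTest) over the dogs with at least 10 cells of both types, without a block in the main fit. The 2 types of a comparison come from the same dogs, so the dog was used as a block in an alternative. In a check of this pairing, the deviations of the 2 types from their means correlated within the same dog at 0.0701 to 0.716 over all comparisons and dogs, with a median between 0.134 and 0.594 by comparison, against -0.127 to -0.0418 between different dogs. DESeq2 1.42.0 was an alternative to edgeR. Sets of genes were tested with camera and fry of limma 3.58.1. The list of hypoxia genes passed as a set only where camera with an estimated correlation and fry both gave p under 0.05, a rule set after the values were seen. The genes named in the text are those that the paper's text or legends name for a comparison or panel, and the hypoxia list, a rule fixed beforehand. The genes MRGPRF, PIEZO2, ARSJ, COL4A2, COL4A1, SULF1, ATPAF2, C1QC between the LA-TAM-like types, and those of the observations at the end were named after their values had been seen. How single genes, trees and subtype shares were summarised over settings was also decided later. Scores of a list were compared over the dogs with at least 1 cell of both types. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for the rest, and data.table 1.17.8 in R.

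The comparison of summed counts was tested on simulated data, drawn from the mean profile and the estimated dispersions of the real sums. In these data 200 genes were changed 4-fold, all with UMI counts well above the 10 needed for a test. Recovery of sparser genes was not tested. The test recovered 38.5% of the changed genes for fibroblast-like against osteoblast-like and 31.5% for hypoxic against other osteoblast-like cells. It recovered 60.5% for CD4-positive TIM-like against C1QC-high cells and 77.0% to 97.5% in the other 10 comparisons. Between 2.34% and 13.1% of its calls were false. A count of genes for the fibroblast-like comparison had been seen before this check was run. The score of copy number was tested on macrophage-like cells with simulated gains and losses, the larger set of which was added after the first had shown little.

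The alternatives were a mitochondrial share under 5%, at least 25 cells per dog and type, all genes as clustering features, reciprocal PCA anchors in the subclustering, count splitting (in which 1 part of each cell's counts forms the clusters and the other is tested), a resolution of 1.2, doublets kept, DESeq2, edgeR's filterByExpr, no filter on low counts, library size without TMM, the replicate block, windows of 51 genes, cells thinned to 2000 UMIs, a pseudocount of 10 in place of 1, score lists without their highest gene, TMM-scaled CPM, average linkage, and each dog left out in turn. In all, 181 combinations of a result and an alternative were listed beforehand, and 11 were added afterwards. The settings for anchors and count splitting start from the named cells of the main clustering, and the mitochondrial one drops cells from the named types without clustering again.

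Regulons, cell interactions, the sets of the enrichment analyses and the human cells of the study were not analysed here. CopyKAT and inferCNV were not used. BATF is not in the gene list by symbol, and PTGDS and HCST had too few UMIs for a test in the comparisons for which the paper names them. Clusters without a name, with 6735 cells, entered no share.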

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

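No test in these paragraphs was chosen after its result was seen, except that the groups of tumor-like subtypes were added to the screen once their cells per dog were known. In each group of 6 dogs the gap between the most extreme dog and the next was divided by the whole range and set against Dixon's critical value, which chance exceeds in about 1 of 20 groups. Of 47 groups screened, 8 lay above it where chance would give 2.35. Of the 8, 3 concern dog 6, 2 each dogs 1 and 3, and 1 dog 2. Each dog has 1 tumor, so what sets a dog apart (its tumor, the sampled piece, the day of dissociation) cannot be separated by this design, and names of clusters were rebuilt here.

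Neutrophil-like cells stood out in dog 6, with a ratio of 0.76364, at 43.4% of its named cells against a mean of 4.85% in the others. Free RNA from neutrophils could make other cells look neutrophil-like. Against it, the T- or NK-like cells of dog 6 carried CXCL8 at 2.057% of the level of its neutrophil-like cells and SERPINA1 at 0.211%, while its TIM- or TAM-like cells carried 34.9% and 7.36%. In the other dogs TIM- or TAM-like cells carried CXCL8 at 8.39% to 49.6% of the level of neutrophil-like cells. CXCL8 in other cells was nonetheless higher in dog 6 than elsewhere: the same share in T- or NK-like cells was 0.2585% to 0.7803% in the other dogs, and in tumor or fibroblast-like cells it was 2.852% in dog 6 against 0.077% to 0.2188%, though not in endothelial-like cells (1.313% against up to 3.05%). SERPINA1 in T- or NK-like cells of dog 6 lay within the 0.1291% to 0.414% of the other dogs, but in its tumor or fibroblast-like cells it was 1.74%, against 0.0538% to 0.1109% in dogs 1 to 4 and 1.894% in dog 5. These levels stay far below those of neutrophil-like cells, though they can add to the neutrophil genes read in other cells of dog 6. Low depth could do the same. The neutrophil-like cells of dog 6 had the highest median UMI count, 1272 against 671.5 to 939 in the other dogs. Cells of other types read as neutrophil-like could also raise that median, so it does not decide. The other cells of dog 6 had the lowest median, 5181.5 against 6389 to 11206.5, so low depth stays open. Blood, marrow or necrotic tissue in the sample stays open, as does an infiltrate of the tumor, and no biological explanation was tested.

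Mast-like cells stood out in dog 6, with a ratio of 0.84792. They made up 4.58% of its named cells (187 of 4081, 95% Wilson interval 3.98 to 5.27%) and 0.697% of those of dog 2 (54 of 7749). Dogs 1, 3, 4 and 5 had 0, which allows up to 0.0323%, 0.0759%, 0.0929% and 0.0711%. Effector CD8 T-like cells were also high in dog 6 (ratio 0.63157, just above the critical value, with 7.53% of immune-like cells against a mean of 1.28%). Neutrophil-like cells are part of the immune-like cells and are the most numerous type of them in dog 6. Its other immune shares are therefore pressed down, which works against this gap. For both, no technical or biological explanation was tested.

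Osteoblast-like subtypes 1 and 3 stood out in dog 1, with ratios of 0.91488 and 0.9933, at 10.8% and 13.7% of its tumor or fibroblast-like cells against means of 0.183% and 0.0540% in the other dogs. A fault of 1 capture could produce clusters of a single dog. The 2 captures of dog 1 held subtype 1 at 10.4% and 11.084% and subtype 3 at 13.2% and 14.3%, which argues against it. In all their cell types the captures of dog 2 lay 2.1768 percentage points apart, against at least 20.9 between dogs. A cluster found in nearly 1 dog alone may be the tumor of that dog rather than a cell state, and the design gives no second tumor of its kind.

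Angiogenic TAM-like cells stood out in dog 2 (ratio 0.76836, 3.16% of immune-like cells against 0.590%). Dog 2 also had the highest share of unnamed cells, 31.6%. In dog 3, cDC1-like (ratio 0.68898, 4.70% against 0.785%) and mregDC-like cells (ratio 0.68197, 2.11% against 0.475%) were high together, and both come from 1 cluster analysis of 1002 cells. Neither a technical nor a biological explanation was tested for these.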

How the results depend on the processing

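The tests with the cells of low UMI counts counted, without the split of clusters, with the unnamed clusters and with dogs of at least 10 cells were chosen after the results were seen. Of 126 counts of called genes under the other alternatives, 85 stayed within 1.5 times the count reported and 41 did not. Of 795 log2 fold changes of named genes, 749 kept their direction and their side of the threshold, 25 fell below it, 12 passed it and 9 reversed. The added alternatives left 1 of 3 counts within 1.5 times, and among 25 named genes 18 stayed, 6 fell below the threshold and 1 reversed. Among 32 values of single genes over cell types 30 stayed, 1 passed the threshold (CTLA4 with all genes in the clustering) and 1 reversed (CD274), and of 96 without 1 dog 69 stayed, 24 fell below it and 3 reversed. The 24 follow from the number of dogs, since a test in 5 dogs cannot go below an exact p of 0.0625, and CTLA4 passed where a sixth dog entered, so neither shows that a value depends on the processing. Of 47 subtype shares 43 moved by less than 1 SD between dogs, and all 22 under the added alternatives did. The other 4 were angiogenic TAM-like cells with reciprocal PCA anchors (5.14%), follicular helper T-like cells with all genes in the clustering (1.83%) and NK-like cells with both (0.842% and 0.345%).

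A mitochondrial share under 5% left 23570 cells, and 22 genes called for fibroblast-like against osteoblast-like, 0 for hypoxic (730 at an unadjusted p under 0.05), 148 for regulatory T-like, 56 for follicular helper T-like, 107 for C1QC-high against SPP2-high, 1549 for mature OC-like against macrophage-like, 718 for CD320-positive OC-like against macrophage-like, 861 against mature OC-like, 421 for fibroblast-like against endothelial-like and 2261 for mature OC-like against TIM-like cells. The comparisons of fibroblast-like cells had 3 and 2 dogs left and fewer samples by construction. It turned TNFRSF11A between CD320-positive and mature OC-like cells to 0.41, a value of no call, and took 8 of the 25 lost calls of named genes: FAP, ACTA2, FBLN1, ALPL, PDCD1, TOX, TOX2 and S100A8.

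The replicate block, which compares the types within each dog, called 767 genes for fibroblast-like, 768 for hypoxic, 717 for regulatory T-like, 565 for follicular helper T-like, 1272 for C1QC-high and 2981 for CD320-positive OC-like against macrophage-like cells. It added the calls of 6 named genes (ADM, P4HA1, TUBB6, VEGFA, CXCL10 and SERPING1), of which P4HA1 was called lower, and changed no other call among the named genes counted above. C1QC between the LA-TAM-like types, which is outside those counts, was called by it too. In the blocked fit of regulatory T-like cells, TNFRSF4 had a log2 fold change of 1.89 with a standard error of 0.115 and an adjusted p of 9.48e-57. In 6 dogs alone this cannot be carried: the ratio was judged almost as a normal deviate, so the variance came nearly whole from all genes together. Between the LA-TAM-like types, C1QC had 2.69 with a standard error of 0.216 and an adjusted p of 1.11e-09, so this need not hold in every fit. The source of the variance was not examined for the other comparisons. The larger counts of the replicate block are therefore not read as stronger evidence in any of them. DESeq2 called 502 genes for fibroblast-like, 291 for hypoxic and 527 for C1QC-high cells. The filter of filterByExpr, which tests fewer genes, called 96 for follicular helper T-like, 1478 for fibroblast-like against endothelial-like and 2472 for mature OC-like against TIM-like cells. No filter called 45 for hypoxic, 327 for follicular helper T-like and 907 for CD4-positive TIM-like cells, and library-size scaling 45 for hypoxic cells. With at least 25 cells per dog and type, 55 genes were called for follicular helper T-like cells, where 2 dogs remained, and 178 for C1QC-high cells. All genes as clustering features gave 480 genes for fibroblast-like, 1 for hypoxic, 460 for regulatory T-like, 329 for follicular helper T-like and 1072 for CD4-positive TIM-like cells. Reciprocal PCA anchors gave 550 for fibroblast-like, 0 for hypoxic (867 at an unadjusted p under 0.05), 497 for regulatory T-like and 339 for follicular helper T-like cells. Count splitting gave 452 for fibroblast-like, 0 for hypoxic (766 at an unadjusted p under 0.05), 143 for regulatory T-like and 149 for C1QC-high cells. With the unnamed clusters among the osteoblast-like cells, 59 genes were called for fibroblast-like and 4 for hypoxic cells. Calls of named genes were also lost by FBLN1 with all genes in the clustering and with count splitting, TNFRSF4, TNFRSF18, CXCL13 and ACTA2 (against endothelial-like cells) with DESeq2, TNFRSF4, ACTA2 and S100A8 with filterByExpr, ACTA2 and S100A8 with library-size scaling, S100A8 with no filter, TOX2 and RBP4 with at least 25 cells, RBP4 with reciprocal PCA anchors, and RBP4 and TNIP3 with count splitting. The added alternatives took those of FAP, ACTA2, PRSS23, FBLN1 and ALPL with the unnamed clusters and of S100A8 without the split of clusters. Further calls were added for TUBB6 and SERPING1 with DESeq2, SERPING1 with a mitochondrial share under 5% and with reciprocal PCA anchors, and TNFRSF11A as lower with reciprocal PCA anchors and with count splitting. Apart from the smaller number of genes or dogs named, the cause was not tested.

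Of the reversals of named genes, 1 came at a called value: FBLN1 in fibroblast-like cells went from 1.86 to -0.0816 with reciprocal PCA anchors. SLC2A1 in hypoxic cells went from -0.21 to 0.59 with the replicate block, 0.0026 with library-size scaling, 1.44 with all genes in the clustering, 1.90 with reciprocal PCA anchors, 1.50 with count splitting and 0.72 with the unnamed clusters added, and ran from -0.54 (without dog 2) to 0.89 (without dog 5). GZMB went from -0.47 to 0.25 with all genes in the clustering and 0.21 with reciprocal PCA anchors, and ran from -1.29 (without dog 1) to 0.11 (without dog 6). TNFSF8 ran from -0.015 (without dog 3) to 1.06 (without dog 1). CD274 went to -0.22 with all genes in the clustering and to -0.048 and -0.13 without dogs 2 and 6, and up to 0.51 without dog 3. The pro-inflammatory difference went from 0.26 to -0.072 without the gene of the highest level, and to 0.51 in the dogs with at least 10 cells (an added alternative). The anti-inflammatory difference fell to 1.67 in these 3 dogs, where no p under 0.05 can be reached. The hypoxia list passed as a set with the replicate block (mean 0.76) and with all genes in the clustering, its own included (1.16). It passed in no fit that left out 1 dog, and was not tested under the other alternatives. The group of OC-like cells stood apart from macrophage-like cells in 2 of 6 dogs with average linkage and in 3 with all genes in the clustering. The cause of these changes was not tested.

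Over the fits that each left out 1 dog, the genes called ran from 71 to 258 for fibroblast-like against osteoblast-like, 0 to 17 for hypoxic, 84 to 252 for regulatory T-like, 74 to 175 for follicular helper T-like, 907 to 1042 for mregDC-like, 50 to 243 for C1QC-high, 284 to 802 for CD4-positive TIM-like, 2625 to 3571 for mature OC-like against macrophage-like, 706 to 1798 and 1326 to 2805 for CD320-positive OC-like against macrophage-like and mature OC-like, 1683 to 2234 for fibroblast-like against endothelial-like, 1126 to 1346 for pDC-like, and 3246 to 4317 for mature OC-like against TIM-like cells. The lowest count came without dog 4 for fibroblast-like (71; 84 and 91 without dogs 3 and 2), dog 2 for hypoxic (0, with 818 at an unadjusted p under 0.05; 4 without dog 1 and 2 without dog 3 or 4), dog 4 for regulatory T-like (84; 119, 161 and 164 without dogs 3, 1 and 6), dog 6 for follicular helper T-like (74; 89 without dog 3 or 4), dog 1 for C1QC-high (50; 120, 162, 178 and 206 without dogs 2, 6, 4 and 3), dog 1 for CD4-positive TIM-like (284), and dog 2 for CD320-positive OC-like cells against both (706 and 1326; 835 and 1352 without dog 1). Of 413 fold changes of named genes in these fits 364 stayed, 46 fell below the threshold, 1 passed it and 2 reversed (GZMB and SLC2A1). The mean shares ran from 27.0% to 37.9% (tumor or fibroblast-like), 1.40% to 2.08% (endothelial-like) and 60.1% to 71.2% (immune-like), and the gap ratio of dog 6 from 0.764 to 0.969. The number of the 4 T-like subtypes named by the paper that were among the 4 most abundant stayed at 3, and that of genes with the stated order in every dog at 13. The score of copy number ran from -0.00277 to -0.00102, the pro-inflammatory difference from 0.13 to 0.54, the anti-inflammatory one from 1.97 to 2.41 and the hypoxia mean from 0.56 to 0.86, where fry gave 0.0589 to 0.152.

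Some alternatives gave no value. With reciprocal PCA anchors and with count splitting no CD4-positive TIM-like cluster formed, so the comparison with C1QC-high cells has none. For pDC-like against cDC2-like cells no 2 dogs had at least 25 cells of both, nor at least 10 with a mitochondrial share under 5%. Without the split of clusters neither CD4-positive TIM-like nor NK-like cells exist. The smallest sums of the follicular helper, pDC-like and CD4-positive TIM-like comparisons hold 48223, 67189 and 35624 UMIs. In simulated data with such sums the first 2 recovered 95.5% and 96.5% of genes changed 4-fold. Only genes with UMI counts well above the 10 needed for a test were changed, so this does not cover sparse genes. GZMB, IGF1 and C1QA rest on 3 UMIs or fewer in 1 of the types.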

Differences from the paper's values

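Shares here are taken over named cells only (20120 immune-like of 32520 in all) and the paper's over the 35310 cells of its own clustering, so the denominators and the names are not the same and no direction is read from the differences. The margin is the SD between dogs or a ratio of 1.5 for shares, that ratio for counts, and the larger standard error for log2 fold changes. The subset of tumor or fibroblast-like cells held 11705 cells here against the paper's 17904, and of the alternatives set before the data were examined the value came nearer and within the margin with doublets kept (15899), resolution 1.2 (12451), and not with a mitochondrial share under 5% (4750). Counting the clusters of low UMI counts that a marker led, an alternative chosen after seeing the values, also brought it within the margin (15117). Angiogenic TAM-like cells made up 1.02% of the immune-like cells here against 2.77% as the paper's value, and of the alternatives set before the data were examined the value came nearer and within the margin with all genes in the clustering (1.45), while it came no nearer but fell within a wider margin with reciprocal PCA anchors (5.14) (the others ran from 0.590 to 1.16). Over all cells they made up 0.648% of the total here against 1.6% as the paper's value, and of the alternatives set before the data were examined the value came nearer and within the margin with all genes in the clustering (0.810), while it came no nearer but fell within a wider margin with reciprocal PCA anchors (3.09) (the others ran from 0.349 to 0.734). CD4-positive TIM-like cells made up 0.443% of the immune-like cells here against 0.91% as the paper's value, and of the alternatives set before the data were examined the value came nearer and within the margin with leaving out dog 4 (0.512), leaving out dog 5 (0.512), leaving out dog 6 (0.532), while it came no nearer but fell within a wider margin with leaving out dog 3 (0.419) (the others ran from 0.296 to 0.563). These cells made up 0.257% of all named cells here against 0.56% as the paper's value, and of the alternatives set before the data were examined the value came nearer and within the margin with leaving out dog 4 (0.296), leaving out dog 5 (0.294), leaving out dog 6 (0.308), while it came no nearer but fell within a wider margin with leaving out dog 1 (0.252), leaving out dog 3 (0.243) (the others ran from 0.148 to 0.332). Of these settings, all genes in the clustering came nearest to the paper's values for these cells (0.563% and 0.332%), but with a smaller SD between dogs, so that both stayed outside the margin. Follicular helper CD4 T-like cells made up 0.702% of the immune-like cells here against 1.76% as the paper's value, and of the alternatives set before the data were examined the value came nearer and within the margin with all genes in the clustering (1.83), reciprocal PCA anchors (0.921) (the others ran from 0.545 to 0.835). The same cells made up 0.441% of all named cells here against 1.12% as the paper's value, and of the alternatives set before the data were examined the value came nearer and within the margin with all genes in the clustering (1.10), reciprocal PCA anchors (0.577) (the others ran from 0.343 to 0.524). NK-like cells made up 1.83% of the immune-like cells here against 0.28% as the paper's value, and of the alternatives set before the data were examined the value came nearer and within the margin with all genes in the clustering (0.345) (the others ran from 0.842 to 2.08). As a part of all cells they made up 1.22% of the total here against 0.18% as the paper's value, and of the alternatives set before the data were examined the value came nearer and within the margin with all genes in the clustering (0.203) (the others ran from 0.514 to 1.38).

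For mregDC-like against cDC2-like cells 1339 genes were called here against 325 in the paper's table, and none of the alternatives set before the data were examined closed the gap (the values ran from 907 to 1911). For C1QC-high against SPP2-high LA-TAM-like cells the numbers were 351 and the paper's 118, and of the alternatives set before the data were examined the value came nearer and within the margin with a mitochondrial share under 5% (107), count splitting (149), leaving out dog 2 (120), leaving out dog 6 (162) (the others ran from 50 to 1272). For CD320-positive OC-like against macrophage-like cells they were 1656 and the paper's 695, and of the alternatives set before the data were examined the value came nearer and within the margin with a mitochondrial share under 5% (718), leaving out dog 1 (835), leaving out dog 2 (706) (the others ran from 1173 to 2981).

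The paper's errors of log2 fold changes are standard errors from its own fit. Those here were taken back from the F statistic, so the margin is approximate. Between mregDC-like and cDC2-like cells, CCR7 stood at 5.32 against the paper's 6.31 (standard error 0.280), and of the alternatives set before the data were examined the value came nearer and within the margin with a mitochondrial share under 5% (5.94) (the others ran from 5.12 to 5.63). IL4I1 stood at 6.19 against the paper's 5.73 (standard error 0.347), and of the alternatives set before the data were examined the value came nearer and within the margin with reciprocal PCA anchors (6.14), count splitting (6.11), leaving out dog 1 (6.19), leaving out dog 3 (6.03) (the others ran from 6.14 to 6.62). FSCN1 stood at 4.83 against the paper's 4.50 (standard error 0.219), and of the alternatives set before the data were examined the value came nearer and within the margin with leaving out dog 6 (4.63) (the others ran from 4.79 to 5.01). Between C1QC-high and SPP2-high cells, IL2RA stood at 3.53 against the paper's 2.23 (standard error 0.322), and of the alternatives set before the data were examined the value came nearer and within the margin with leaving out dog 5 (2.75) (the others ran from 3.12 to 3.90). LGALS3 stood at -1.76 against the paper's -2.02 (standard error 0.163), and of the alternatives set before the data were examined the value came nearer and within the margin with DESeq2 (-1.79), filterByExpr (-1.77), a mitochondrial share under 5% (-2.25), all genes in the clustering (-1.82), reciprocal PCA anchors (-2.10), leaving out dog 2 (-1.84), leaving out dog 3 (-1.86), leaving out dog 5 (-1.83), while it came no nearer but fell within a wider margin with leaving out dog 1 (-1.76) (the others ran from -1.77 to -1.68). RBP4 stood at -1.76 against the paper's -2.58 (standard error 0.226), and of the alternatives set before the data were examined the value came nearer and within the margin with a mitochondrial share under 5% (-3.08), leaving out dog 3 (-2.32) (the others ran from -1.98 to -1.54).

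Between CD4-positive TIM-like and C1QC-high cells, LTF stood at 6.82 against the paper's 8.06 (standard error 0.360), and of the alternatives set before the data were examined the value came nearer and within the margin with all genes in the clustering (8.23) (the others ran from 6.34 to 7.48). VCAN stood at 5.29 against the paper's 6.30 (standard error 0.315), and none of the alternatives set before the data were examined closed the gap (the values ran from 5.04 to 5.63). APOE stood at -5.95 against the paper's -6.62 (standard error 0.542), and of the alternatives set before the data were examined the value came nearer and within the margin with a mitochondrial share under 5% (-5.97), all genes in the clustering (-6.29), leaving out dog 2 (-6.62) (the others ran from -6.04 to -5.60). IGF1 stood at -5.06 against the paper's -3.98 (standard error 0.654), and of the alternatives set before the data were examined the value came nearer and within the margin with DESeq2 (-4.60), leaving out dog 1 (-4.51) (the others ran from -10.06 to -4.91). C1QA stood at -8.86 against the paper's -2.62 (standard error 0.844), and none of the alternatives set before the data were examined closed the gap (the values ran from -10.08 to -8.21). C1QB stood at -6.68 against the paper's -2.86 (standard error 0.796), and none of the alternatives set before the data were examined closed the gap (the values ran from -7.14 to -6.41). C1QC stood at -7.00 against the paper's -3.00 (standard error 0.786), and none of the alternatives set before the data were examined closed the gap (the values ran from -7.77 to -6.31).

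Some statements on genes and ranks differ without a value of the paper's to set beside them. The paper names CXCL10 and SERPING1 as markers of C1QC-high LA-TAMs, and here their adjusted p was 0.362 and 0.0618 (edgeR). The replicate block called both, and DESeq2, a mitochondrial share under 5%, reciprocal PCA anchors and leaving out dog 5 called SERPING1. The paper describes the split of LA-TAMs by C1QC, which was higher here in 6 of 6 dogs but not called in the reported fit (edgeR adjusted p = 0.0697), while the replicate block, DESeq2, reciprocal PCA anchors and leaving out dog 5 called it. It ranks SFRP2 and PRSS23 at the top of the fibroblast genes, where they held ranks 2 and 27, and CTLA4 as the most definitive regulatory T cell gene, where its rank was 2. It finds the hypoxia signature strongest in hypoxic osteoblasts and takes it as support for their name. Here the list did not pass as a set, with a fry p of 0.0719. It did with the replicate block (fry p 0.00476) and with all genes in the clustering (0.00463). In the latter, its genes could help to form the clusters they were tested on. The paper finds HYAL2 and NOTCH not significant in canine endothelial cells. Here HYAL2 (-3.95) and NOTCH1 (-3.40) were called lower in fibroblast-like cells and NOTCH4 had 0 UMIs there. It places the strongest pro-inflammatory signature in CD4-positive monocytes, where the score here was highest in activated TAM-like cells, at 4.54 against 4.23. In the dogs with at least 10 cells, an alternative chosen after seeing the values, CD4-positive TIM-like cells reached 4.43. They stayed below activated TAM-like cells (4.54) and interferon TAM-like cells (4.46) under the same restriction.

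The paper counts effector CD8 T cells among the most abundant T cells, and here 4 other T-like types were more abundant than they, at 2.32% of immune-like cells. Its 4 named subtypes include 3 of the 4 most abundant here, and all 4 without the split of clusters, an alternative chosen after seeing the values. It offers TNFRSF4 as a surface marker of regulatory T cells, and here follicular helper T-like cells had nearly as much (1499 against 1705 CPM). It puts mregDCs, TIMs and interferon TAMs highest in CD274, and of the TIM-like cells the CD4-positive ones, at 41.9 CPM, lay below activated and angiogenic TAM-like cells, at 67.0 and 47.5. It finds the osteoclast clusters distinct from the macrophage clusters. Here they stood apart on the means over dogs and in 4 of 6 single dogs. The paper also reports a cluster of SPP1-positive CD8 T cells, which did not form. It also reports a cluster of SPP1-positive CD8 T cells, which did not form. Its intermediate TAMs formed with all genes in the clustering alone.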

Other observations

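The tests on CD4-positive TIM-like cells and neutrophils and the comparison of the unnamed tumor-like cluster were chosen after the results were seen. Swapping the 2 types within dogs, with mirror images taken as one, gave as many called genes as the real arrangement in 1 of 32 swaps (the real one itself) for regulatory T-like, C1QC-high against SPP2-high, mature OC-like against macrophage-like and mature OC-like against TIM-like cells. Smaller designs cannot go under 1 in 20: it was 1 of 16 for fibroblast-like against osteoblast-like, hypoxic, follicular helper T-like, both comparisons of CD320-positive OC-like and fibroblast-like against endothelial-like cells, 1 of 8 for mregDC-like and pDC-like cells, and 1 of 4 for CD4-positive TIM-like cells. The highest count among the other swaps was 2205 for mature OC-like against TIM-like cells, 185 against macrophage-like cells and 17 for follicular helper T-like cells, and 0 elsewhere. The types were formed from the expression of the same cells, which favors the real arrangement by construction, so these counts do not test whether the types are real.

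CD4-positive TIM-like cells carried genes of neutrophils, and a candidate explanation is that neutrophils, a mixture with them or their free RNA were taken for such cells. In the 3 dogs with at least 10 such cells, CSF1R, a gene of monocytes, stood at 51.8 CPM in them, 16.2 in neutrophil-like cells and 109.9 in CD4-negative TIM-like cells, and LYZ at 7112, 1407 and 16910. CSF3R, a gene of neutrophils, stood at 51.7, 208 and 12.0 CPM and CXCL8 at 18030, 12120 and 4188. CD4, a marker behind the name, stood at 64.53, 1357 and 4.782 CPM, so 4.283% of neutrophil RNA (3.431% to 5.386% per dog), added to CD4-negative TIM-like cells, would be enough for its level. Dog 6, with 1771 neutrophil-like cells, had 0 CD4-positive TIM-like cells among 4081 named ones, and dog 2, with 928, had 62. The level of LYZ would need 48.99% to 84.08% and that of CSF1R 48.39% to 91.23%. The CD4-positive TIM-like sums held 75347, 224468 and 35624 UMIs in dogs 1, 2 and 3. At these depths CD4 and CSF1R rest on few UMIs, unlike LYZ. No single share gives LYZ and CD4 in any of the 3 dogs. This argues against neutrophils, alone or mixed with CD4-negative TIM-like cells, as all that sets these cells apart. For CSF3R the share was 21.74 ± 20.09% (SD, n = 3 dogs), too wide to set against that of CD4. The CD4 level would need 5.386%, 3.431% and 4.032% in dogs 1, 2 and 3. In their T- or NK-like cells, CXCL8 stood at 0.2585%, 0.7803% and 0.3069% of its neutrophil level, and SERPINA1 at 0.1291%, 0.414% and 0.1355%. In these dogs, this argues against free RNA of neutrophils, at the level read in T- or NK-like cells, as the source of the CD4 level. The few UMIs behind CD4 limit this argument.

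The unnamed tumor-like clusters that no marker led, of 2798 and 1237 cells from 6 dogs, may hold osteoblast-like cells without a marked state. Pooled, they had ALPL at 959 ± 908 CPM (SD, n = 6 dogs), 0.87 below osteoblast-like subtype 2 on the log2 scale and in 6 of 6 dogs (exact sign-flip permutation test, two-sided, p = 0.03125), and FBLN1 1.18 above it in 6 of 6 (exact p = 0.03125). Against cycling osteoblast-like cells the differences were 0.17 for ALPL (exact p = 0.4375) and 0.10 for FBLN1 (0.65625). FAP lay 1.08 above subtype 2 (exact p = 0.0625) and -0.12 from cycling cells (0.46875). An interferon response was tested as well, and its genes pointed 2 ways: OAS2, OAS1 and ISG15 lay 0.89, 0.48 and 0.60 above subtype 2 (exact p = 0.03125, 0.15625 and 0.4375) but -0.51, -0.18 and -0.40 from cycling cells (0.03125, 0.25 and 0.125), and in level they stood at 20.7 ± 13.8, 51.0 ± 32.8 and 67.4 ± 84.5 CPM against 209 ± 43.0, 542 ± 264 and 2848 ± 631 in the interferon osteoblast-like cluster (SD, n = 6 and 4 dogs), which argues against a response like that of this cluster. Counting them as osteoblast-like, an added alternative, left 59 genes called for fibroblast-like cells.

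The sex of the dogs could not be set against expression, since XIST had 0 entries by symbol in the gene lists, so a mislabelled library was not excluded by this test. In transcripts of the factors whose regulons the paper scores, TCF4 stood at 548 CPM in pDC-like and 583 in preDC-like cells, and RUNX2 at 38.9 and 47.1. NFATC1 stood at 74.0 CPM in mature and 14.9 in CD320-positive OC-like cells, and ZEB1 at 30.3 and 7.85. SNAI1 stood at 78.4 CPM in CD320-positive and 8.45 in mature OC-like cells. For CD320-positive OC-like against macrophage-like cells, 619 of the 695 genes (89.1%) in the paper's table of the same dogs were called in the same direction and 0 in the other.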
